# Characterization of a strain-specific CD-1 reference genome reveals potential inter- and intra-strain functional variability

**DOI:** 10.1186/s12864-023-09523-x

**Published:** 2023-08-03

**Authors:** Yoon Hee Jung, Hsiao-Lin V. Wang, Samir Ali, Victor G. Corces, Isaac Kremsky

**Keywords:** CD-1, SNPs, Indels, Transposable elements, Reference genome

## Abstract

**Background:**

CD-1 is an outbred mouse stock that is frequently used in toxicology, pharmacology, and fundamental biomedical research. Although inbred strains are typically better suited for such studies due to minimal genetic variability, outbred stocks confer practical advantages over inbred strains, such as improved breeding performance and low cost. Knowledge of the full genetic variability of CD-1 would make it more useful in toxicology, pharmacology, and fundamental biomedical research.

**Results:**

We performed deep genomic DNA sequencing of CD-1 mice and used the data to identify genome-wide SNPs, indels, and germline transposable elements relative to the mm10 reference genome. We used multiple genome-wide sequencing data types and previously published CD-1 SNPs to validate our called variants. We used the called variants to construct a strain-specific CD-1 reference genome, which we show can improve mappability and reduce experimental biases from genome-wide sequencing data derived from CD-1 mice. Based on previously published ChIP-seq and ATAC-seq data, we find evidence that genetic variation between CD-1 mice can lead to alterations in transcription factor binding. We also identified a number of variants in the coding region of genes which could have effects on translation of genes.

**Conclusions:**

We have identified millions of previously unidentified CD-1 variants with the potential to confound studies involving CD-1. We used the identified variants to construct a CD-1-specific reference genome, which can improve accuracy and reduce bias when aligning genomics data derived from CD-1 mice.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09523-x.

## Background

CD-1 is a commonly used outbred mouse, derived in Switzerland from two male and seven female albino mice from a non-inbred stock. CD-1 was imported into the United States in 1926, and was stably established at Charles River lab in 1959 [1]. Charles River lab uses a specific breeding program to minimize inbreeding and random genetic drift that could lead to divergence among colonies bred in different facilities worldwide.

Outbred stocks provide a good model for outbred human populations, but inbred mouse strains are typically preferred in toxicology, pharmacology, and fundamental biomedical research due to lower genetic and phenotypic variability. However, outbred stocks like CD-1 are commonly used in these settings, since they confer practical advantages over inbred strains, such as improved breeding performance and low cost [2].

A substantial amount of genetic variation exists between CD-1 mice, and the potential to confound mapping of CD-1 genomics data has been previously reported [3]. However, the prior study only examined single nucleotide polymorphisms (SNPs) previously identified in other mouse strains, and to date, a full, genome-wide identification of genetic variants that exist between CD-1 mice has not been done. In addition, the standard reference genome in mouse was derived from the inbred C57BL/6 J strain, and the full set of genetic variants between CD-1 and C57BL/6 J are not known. Mapping of transcriptomic and genomic data derived from CD-1 mice to the standard mouse reference genome is therefore subject to inaccuracies and potentially confounding effects. A major focus of this study was therefore to perform a genome-wide identification of CD-1 genetic variants, both within CD-1, and between CD-1 and C57BL/6 J. For simplicity, throughout the rest of this paper, we will refer to variants within CD-1 as “non-uniform”, whereas variants between CD-1 and C57BL/6 J in which all CD-1 mice sequenced have the same allele are referred to as “uniform”.

We performed deep genomic DNA (gDNA) sequencing in order to map both the uniform and non-uniform variants of CD-1, including SNPs, insertions and deletions (indels), and germline transposable elements (TEs). We then used the identified variants to construct a strain-specific CD-1 reference genome, and associated annotation files, including genes and the full set of identified CD-1 variants. We validated the CD-1 reference genome and the identified variants by comparative mapping of a wide range of CD-1 genomics datasets between the CD-1 and standard mm10 reference genomes. Mapping genomics data to the CD-1 genome rather than mm10 resulted in greater mappability and higher quality of results for all datasets examined.

We found evidence of altered transcription factor (TF) binding within CD-1 at non-uniform CD-1 SNPs, highlighting the potential confounding effects that non-uniform CD-1 variants can have on functional and phenotypic studies. This study has therefore identified millions of regions in the CD-1 genome with the potential to confound studies involving CD-1. These regions are masked with “N” in the CD-1 reference genome, eliminating outright several types of potentially confounding effects at these regions. A table of these regions in standard mm10 coordinates is also provided for researchers wishing to simply map to the standard reference genome and blacklist these confounding regions. Blacklisting of these regions is recommended in the analysis of most genomic and transcriptomic data derived from CD-1 mice.

## Results

### Sequencing of the CD-1 genome and a validation dataset

We sequenced gDNA from 5 male CD-1 mice in order to determine the variants relative to the standard reference genome (mm10). 

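CD-1 is an outbred mouse stock, and mm10 is the assembly of the inbred strain C57BL/6J. Genomic DNA was taken from the cortex of 5 male CD-1 mice between 2 and 5 months of age, sheared, amplified for 7 PCR cycles, selected for library fragments of 200 to 400 bp and sequenced in paired reads of 150 bp. The authors deposited results pooled over the 5 mice: a list of transposable elements (TEs) present in CD-1 and absent from mm10 (gained), a list of TEs present in mm10 and absent from CD-1 (lost), the chromosome lengths of the CD-1 genome, chains that align it with mm10, its gene annotation and its RepeatMasker table. No value in these files belongs to a single mouse, so no spread between mice could be computed and every interval given is a Wilson 95% interval that covers counting error only. For each gained TE the authors gave a population allele frequency, a fraction that ran from 0.0862 to 1 with a median of 0.474 over 7154 loci. For each lost TE they gave a count of supporting reads, from 10 to 290375 with a median of 49.0 over 10645 loci. A gap in the chains with sequence in only 1 of the genomes was read here as an insertion or deletion in CD-1. The calls of single nucleotide variants and the ATAC-seq data were not analysed here.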

The exclusive use of male mice maximizes coverage for variant calling on the Y chromosome, but does diminish the ability to call variants within the relatively short sex chromosome pseudoautosomal region [4]. The paired-end sequencing depth was at least 24-fold coverage for all 5 samples, and with all 5 samples combined, the total sequencing depth was 142-fold coverage. After trimming of adapters and low-quality bases (see Methods), all samples showed uniformly high sequencing quality across both read pairs and passed the FastQC [5] quality control measures (Additional file 1: Figures S1A-E).

We also performed Assay for Transposase-accessible chromatin followed by sequencing (ATAC-seq) on adipose tissue from 4 CD-1 mice under two different treatments, to be used as an independent dataset to validate the results from the CD-1 gDNA data. The treatment in this case was administration of bisphenol A (BPA) in utero to F1 mice, and then samples were extracted from the F4 generation. This is a similar experimental design as was done to generate sperm ATAC-seq data [6] which are also used in the present study for validation purposes, except that sperm samples were taken from the F3 generation.

For the ATAC-seq data generated for this study, adaptor and quality trimmed reads from these data were of high quality and passed the FastQC quality control measures (Additional file 1: Figures S1F-I). Reads per kilobase per million (RPKM) values at peaks were highly correlated across replicates of each treatment (Additional file 1: Figure S1J).

### Genome-wide CD-1 variants

Using the gDNA data from 5 CD-1 male mice, we identified SNPs, indels, and germline TEs. We compared our identified SNPs to a comparable set (see Methods) derived from ~ 3000 previously published CD-1 SNPs [3]. 93.2% of the comparable, previously published SNPs were also called in our study prior to final filtering (Additional file 1: Figure S1K). However, for the purposes of building a CD-1 reference genome, we excluded low frequency SNPs, and also SNPs with low coverage, since more CD-1 mice will have the major allele in that case and on average, mapping would be optimal using the major allele. We performed a similar filter on indels (see Methods).

We divided the set of filtered SNPs and indels into two main categories: uniform and non-uniform. Uniform SNPs/indels are those in which all CD-1 mice sequenced had the same exact sequence, which was different from mm10; non-uniform SNPs/indels are those in which there is variability between individual CD-1 mice. The distributions of the frequency of the most abundant alternate allele corresponded to the frequency cutoffs used for each variant class (see Methods and Additional file 1: Figure S1L). 2.4 million and 3.9 million high-confidence uniform and non-uniform SNPs were identified, respectively. 

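In the chains between mm10 and CD-1, the best-scoring chain of each chromosome held 352648 gaps. Of these, 7105 lay at a gained TE, 10327 at a lost TE and 7 beside overlapping lost TEs. The remaining gaps with sequence on 1 side only numbered 290248, and these were counted as indels. A further 44961 gaps outside the TEs had sequence on both sides, 14257 of them of equal length, and these were not counted. They comprised 127949 insertions in CD-1 and 162299 deletions, so that 55.9% were deletions (95% interval 55.7% to 56.1%). Counting all gaps outside the TEs by their net length moved the total most, to 320952. Only indels called as uniform were written into the CD-1 genome, and some of these can vary between mice, since uniform did not require every allele. A gap can also hold neighbouring indels together, so the count of gaps is not a count of called variants.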

We similarly identified 377,418 uniform and 1.4 million non-uniform indels. The majority of the identified indels are less than 100 base pairs (bp) in length, while the maximum uniform indel length was a 197 bp deletion, and the maximum non-uniform indel length was a 302 bp deletion (Additional file 1: Figure S1M). In addition, we found 7,154 germline TEs not previously identified in CD-1 that are not contained in mm10, as well as 10,645 germline TEs in mm10 that are not in CD-1 (Table 1).

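The gaps counted as indels were short. Insertions and deletions both had a median length of 2 bp, and 99.98% of the 290248 gaps were under 100 bp. The longest deletion was 201 bp and spanned positions 127461035 to 127461235 of chromosome 7 in mm10. The next was a deletion of 197 bp at positions 9093716 to 9093912 of chromosome 1. In the chain drawn from CD-1 to mm10, the longest deletion was 197 bp, and among all gaps by net length it was 1018 bp. Only 3 gaps counted as indels were longer than 302 bp, all of them insertions, and each lay near a gained TE whose inserted sequence was not found in full at its own position. The insertion of 2548 bp has the inserted length of an IMPB_01 element placed 3106 bp away, at which no gap was found. That of 698 bp lay 254 bp from an L1MdFanc_I_3end element of 987 bp with a gap of 289 bp, and that of 441 bp lay 283 bp from an L1MdA_VI_3end element of 990 bp with a gap of 538 bp.

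**Figure D1:**
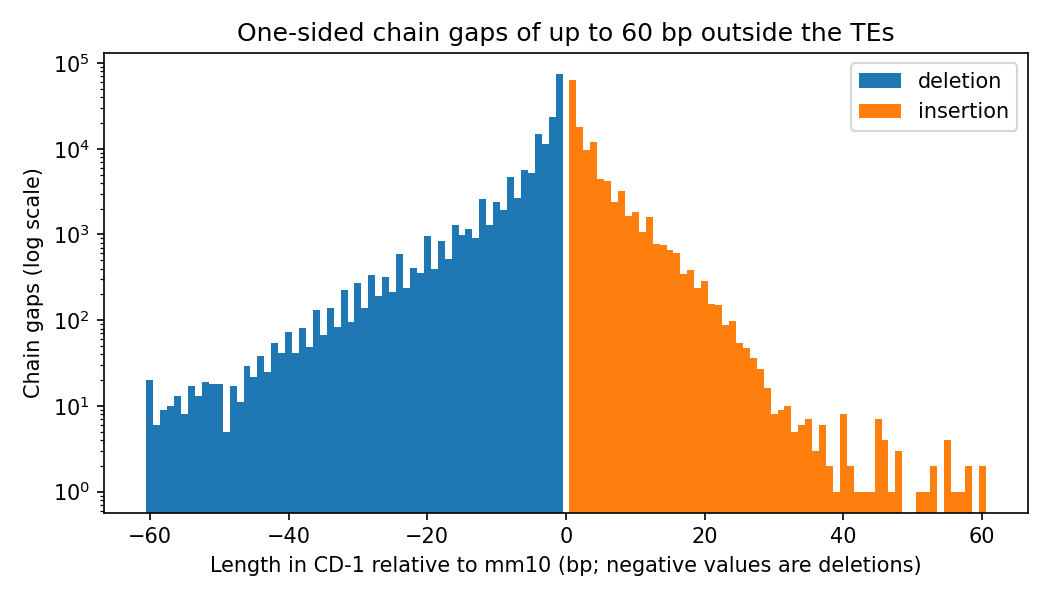
Number of chain gaps (log scale) by length in bp, with deletions in CD-1 as negative values and insertions as positive values, for gaps of up to 60 bp outside the TEs. Longer gaps are rarer on both sides, but the fall is not steady. From 3 to 4 bp, deletions rise from 11465 to 14978 and insertions from 9613 to 12098. The 162299 deletions reach longer lengths more often than the 127949 insertions.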

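The lists held 7154 gained and 10645 lost loci, and no locus was listed more than once at the same coordinates. Merging overlapping loci left 7154 gained and 10348 lost loci. The lost TEs carried 554 names or combinations of names. Of the gained TEs, 23.5% (95% interval 22.5% to 24.5%) had a population allele frequency of 1, and 51.9% (50.7% to 53.0%) were under 0.5. Of the lost TEs, 19.0% (18.2% to 19.7%) had under 20 supporting reads. The highest read counts fell on SYNREP_MM: the locus on chromosome 2 at 98662469 to 98662826 of mm10 had 290375 reads and that on chromosome 6 at 103649048 to 103649294 had 210330. The gained list is labelled as mm10, but as listed only 23 loci (0.321%) lay within 50 bp of a CD-1-only chain gap of at least 50 bp. After the inserted and removed lengths upstream of each locus were undone, 7120 loci (99.5%, 95% interval 99.3% to 99.7%) did, and these positions were used for all further values on gained TEs. This choice was made after the positions were seen. For the lost TEs, 10617 (99.7%) had at least 50% of their length in chain gaps. The authors removed the lost TEs when they built the CD-1 genome, so this share checks that step and not the calls.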

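By the class of their exact name in the RepeatMasker table, SINEs made up 23.5% of the gained TEs (1683 of 7154) and 50.0% of the lost TEs (5323 of 10645; Fisher's exact test, two-sided, p = 2.09e-284, adjusted p = 8.36e-284 over 4 classes). LTR elements made up 40.4% of the gained and 44.5% of the lost TEs (Fisher's exact test, p = 6.42e-08, adjusted p = 1.28e-07). The authors required full population frequency for the absence of a lost TE but kept gained TEs at low frequencies. The lists also come from different modes of calling, so differences in class between them can come from calling and filters as well. No locus with a class by its exact name was a DNA transposon, while 1843 gained and 36 lost loci had a name that is not in the table, 120 lost loci combined names of several classes and 3 were of unknown class. No gained TE carried the exact name of a LINE. With 3 loci taken as the upper limit where none is found, which is not a Wilson limit, this allows a share of up to 0.0419%. Among the lost TEs there were 4 (Fisher's exact test, p = 0.154, adjusted p = 0.205). This comparison reversed when names absent from the table were matched without their suffix: 1777 gained TEs (24.8%) then counted as LINEs against 4 lost TEs, since many gained TEs carry names such as L1MdA_I_3end that the table does not use. The most frequent gained elements were B2_Mm1a (1225 loci), the satellite IMPB_01 (733), L1MdA_I_3end (517), MTA_Mm (454) and MT2_Mm (437). Among the lost TEs they were B2_Mm1a (2044 loci), B2_Mm1t (1204), B1_Mus2 (646), B1_Mm (543) and B2_Mm2 (387). Of the elements with at least 20 loci in both lists, the 5 whose shares differed by the largest factor were IAPLTR1_Mm, with 402 gained loci (5.62%) and 20 lost loci (0.188%), B2_Mm1t (72 and 1204), MT2_Mm (437 and 114), ERVB7_1-LTR_MM (115 and 31) and RLTR51A_Mm (114 and 32). A lost locus with combined names, such as MT2_Mm with MERVL-int, was counted only under that combination. The lost counts of single names leave such loci out, so these factors depend in part on naming.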

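Gained TEs lay in annotated genes of CD-1 less often than the aligned sequence of the same chromosomes: 43.7% (95% interval 42.6% to 44.9%) against 48.6%. In exons lay 107 loci, against 4.21% of the aligned sequence, and in coding exons 4 loci (0.0559%), against 1.47%. Each of these 3 differences had a two-sided permutation p of 2e-05, the smallest that 100000 draws can give, and the same value after Benjamini-Hochberg adjustment over the 5 comparisons of this kind. With mm10 RefSeq features, an alternative chosen after the data were seen, coding exons held 2 gained loci (0.0280%), against 1.48%. Read as mm10 positions, as the list is labelled, the gained TEs showed no difference for genes (48.6% against 48.6%, permutation p = 0.996). Lost TEs lay in genes in 45.0% of cases and in exons in 1.68%, against 50.8% and 2.34% for elements of the same class and chromosome (permutation p = 2e-05 for both). Both differences reversed when the background was matched on the repeat name, to 1.43 percentage points above it for genes (permutation p = 0.00098) and 0.491 percentage points above it for exons (permutation p = 2e-05). In coding sequence, an L1MdA_IV_5end element of 1352 bp was gained at position 20524682 of chromosome 1 in mm10 within Pkhd1, at a population allele frequency of 0.75. Its interval in CD-1, 20433001 to 20436000, is longer than the element, so whether the element itself overlaps coding sequence was not tested. An IAPLTR1_Mm element of 367 bp was gained at position 88865407 of chromosome 2 within Olfr1206, at 0.385. A total of 47 genes of mm10 RefSeq had a coding exon covered for at least 50% by lost TEs. The first of these in chromosome order were Fmo1, Nme7, Gm39701, Gm33887, Adamts13, Gm52512, Myo3b and Dcaf17. Whether the covered exons belong to curated transcripts or only to predicted ones was not tested. Within genes, 40.2% of gained LTR elements (95% interval 37.2% to 43.2%, n = 991) and 41.1% of gained SINEs (38.0% to 44.3%, n = 925) had the strand of the gene (two-sided binomial test against equal shares, adjusted p = 2.53e-09 and 1.29e-07 over 4 classes). TEs whose name is not in the table had it in 44.5% of cases (40.8% to 48.4%, n = 651, adjusted p = 0.00805). With the suffix of the name removed, an alternative chosen after the data were seen, 623 of these were LINEs, of which 43.3% (39.5% to 47.3%) had the strand of the gene (binomial test, adjusted p = 0.00167 over 5 classes). The satellites, at 46.1% (40.5% to 51.8%, n = 293), were not separable from equal shares (adjusted p = 0.199). The lost list gives no strand, so lost TEs were not compared.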

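Over the 19 autosomes, the density was 2.92 ± 0.649 gained TEs and 4.38 ± 0.949 lost TEs per aligned Mb (SD between chromosomes). The X chromosome had 1.40 gained and 1.09 lost TEs per aligned Mb, each below every autosome, whose lowest values were 1.74 and 2.52. In an exact permutation test over the 20 chromosomes, p was 0.05 for both, the smallest this test can give. With gained TEs at a population frequency of at least 0.5 only, p for gained TEs was 0.1. X was still below every autosome there, at 0.442 per aligned Mb against a lowest value of 0.800. Densities of gained and lost TEs rose together across the autosomes (Pearson's r = 0.752, permutation p = 0.00025; Spearman's rho = 0.768, p = 0.0002; n = 19). Without chromosomes 14 and 8, which lay farthest from the median gained density, r was 0.803. With stricter support for both lists (population frequency of at least 0.5, at least 20 reads), r was 0.532 (permutation p = 0.0195) and rho 0.568. Per Mb of whole chromosome length, r was 0.748, and 0.694 without the farthest chromosomes, 14 and 16. In 2403 windows of 1 Mb on the autosomes, Spearman's rho was 0.558 for gained with lost TEs, 0.573 for gained TEs with indels and 0.409 for lost TEs with indels. For each, p was 1e-04, the smallest that 10000 circular shifts of the windows can give, also after adjustment over the 3 relations. Windows are stretches of 1 pooled genome and are not independent replicates.

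**Figure D2:**
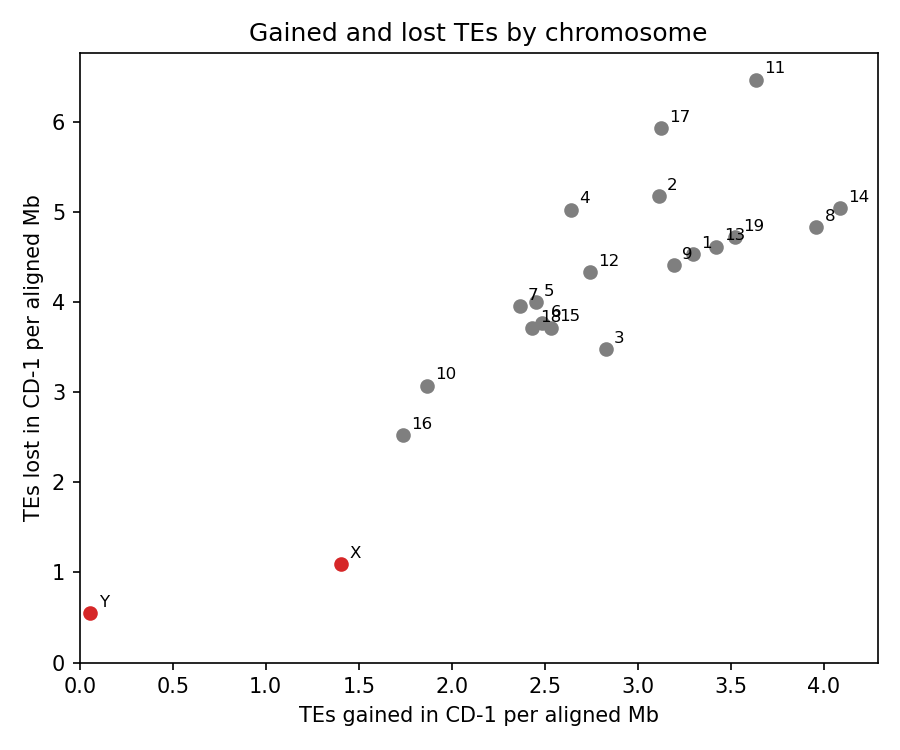
Lost TEs per aligned Mb against gained TEs per aligned Mb, with 1 point per chromosome and the sex chromosomes in red. X sits at 1.40 gained and 1.09 lost TEs per Mb, below and to the left of the autosomes. Y sits lower still, at 0.0568 gained and 0.545 lost TEs per Mb.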

**Table 1:** CD-1 variants

Uniform SNPs	2,374,877
Non-uniform SNPs	3,935,774
Uniform indels	377,418
Non-uniform indels	1,377,285
TEs added in Cd1	7,154
TEs lost in Cd1	10,645

After filtering, we recovered > 80% of the comparable, previously published uniform SNPs and > 70% of the comparable, previously published non-uniform SNPs. (Additional file 1: Figure S1N). Next, in order to get additional insights on the sufficiency of sequencing 5 mice for SNP calling, we down-sampled to 2, 3, and 4 mice and determined the number of uniform and non-uniform SNPs called in each case*,* and an asymptotic curve was fit to the down-sampled data (Additional file 1: Figure S1O). The curves asymptotically approach 2.12 million uniform and 4.17 million non-uniform SNPs, with 12 mice being sufficient to reach the asymptotic portion for both. This suggests that 12 mice may be sufficient to fully characterize the uniform and non-uniform SNPs in CD-1, as they are defined in this study. This would only result the loss of about 0.2 million uniform SNPs (8%), and the gain of about 0.2 million non-uniform SNPs (5%). More mice than this would be needed to include lower abundance SNPs with high confidence, however. For 12 mice, the theoretical probability that none of the mice have a variant that actually has a 10% population frequency is 0.08 (binomial distribution), while sequencing of 20 mice would bring that probability to 0.01. Thus, sequencing of 20 mice would allow for the detection of > 99% of low abundance alleles with population frequencies as low as 10%, though many more mice than this would be needed to obtain an accurate estimate of the population frequency for such low-abundance alleles. Nonetheless, the validation analyses suggest that the majority of SNPs present in CD-1 are represented in the uniform and non-uniform SNP sets we used to construct the CD-1 reference genome, and that sequencing of just 5 mice is sufficient to have accurately identified the majority of both uniform and non-uniform SNPs as defined in this study.

### Functional consequences of genotype variation within CD-1

Non-uniform SNPs and indels in CD-1 are regions that have the potential for functional variability within CD-1. For example, a non-uniform SNP at a transcription factor (TF) binding site could result in ablated binding in mice that deviate too far from the consensus binding motif for the TF. The result would be a TF that is bound in some CD-1 mice but not others. Over a million non-uniform SNPs have two alleles with a roughly equal population frequency (between 40 and 60%; Additional file 1: Figure S1L); these are variants with a relatively high chance that mice in a treatment group happen to have the same nucleotide at a SNP, whereas the control mice share a common nucleotide that differs from the treatment animals. If unrecognized, this could lead to the erroneous conclusion that altered TF binding was due to the treatment, when its actually due to a non-uniform SNP bias. Similarly, there are > 250,000 non-uniform indels with two alleles with a roughly equal population frequency (Additional file 1: Figure S1L), and these could lead to similar experimental biases.

To determine whether the non-uniform SNPs can result in variations in TF binding within CD-1, we used a CTCF ChIP-seq dataset that was taken from the liver of four male and four female CD-1 mice [7]. Upon examination, replicate 4 of the male, and replicate 4 of the female, appeared globally to be of lower quality than the other replicates (Additional file 1: Figure S2A); thus, these two replicates were removed from consideration. We then determined peaks that were irreproducible between the remaining replicates (Additional file 1: Figure S2B; see Methods) and took these as candidates for regions where there could be variability in Ctcf binding within CD-1. The study that generated these ChIP-seq datasets identified regions of sexual dimorphism in Ctcf binding [7], and these were excluded from the set of considered irreproducible peaks. We reasoned that it was possible that not all sexually dimorphic regions were identified. Therefore, we decided to consider only irreproducible peaks from the three male mice for a more focused, higher-confidence analysis; this left 1,461 irreproducible peaks (Fig. 1A).

**Fig. 1:**
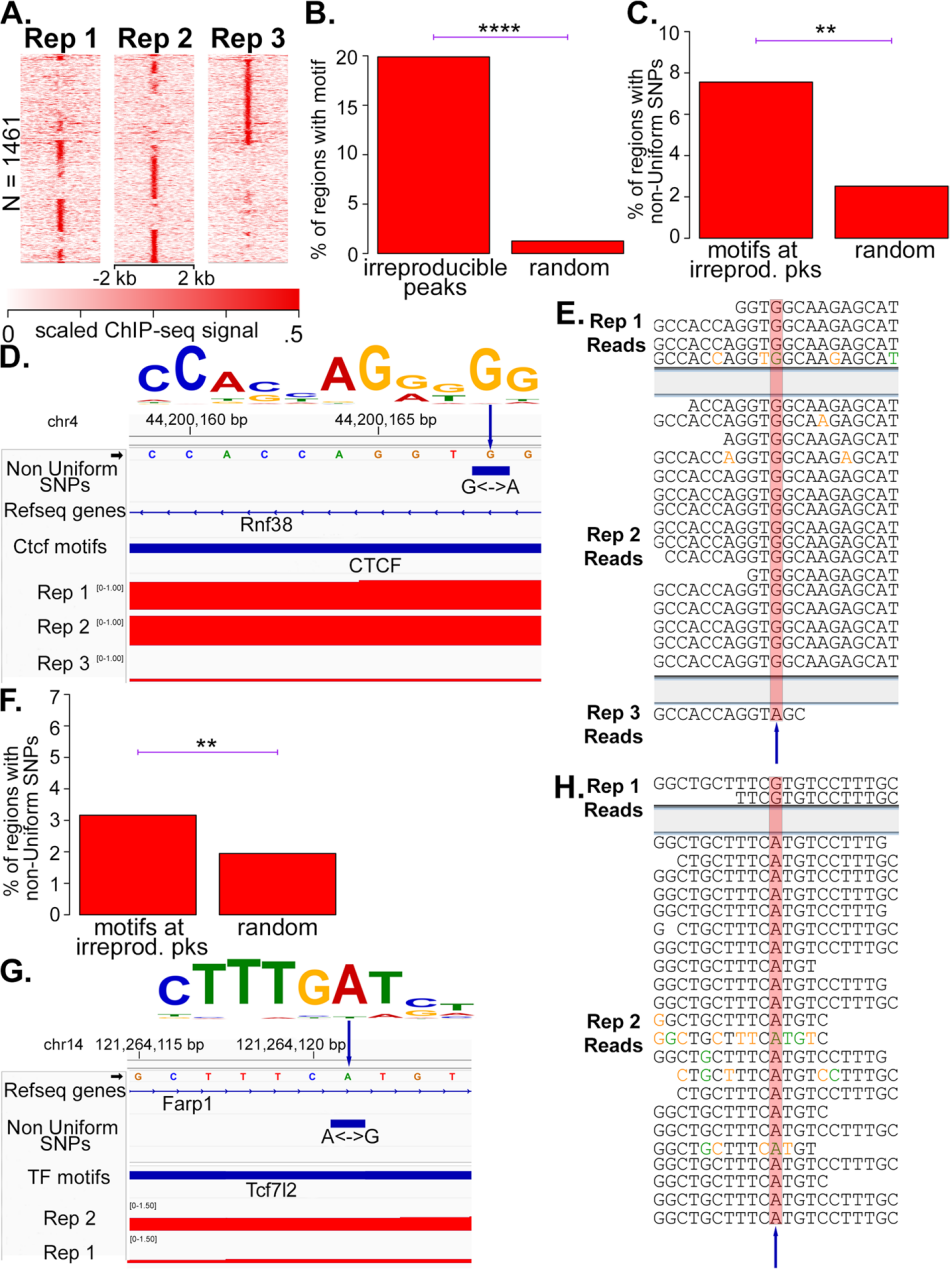
Genomic variants within CD-1 with associated functional consequences. **A** Heatmaps of enrichment of replicates (Reps) 1–3 of the CTCF Male liver ChIP-seq data at irreproducible peaks. **B** Barplots comparing the percentage of irreproducible peaks (Fig. 1A) that contain a called CTCF motif near the summit, to the ratio of randomly shuffled regions that contain a CTCF motif. **C** Barplots comparing the percentage of CTCF motifs near the summits of irreproducible peaks that overlap with a non-uniform SNP to the percentage of randomly shuffled regions that overlap a non-uniform SNP. **D** Genome browser image of Reads per million (RPM)-normalized CTCF ChIP-seq coverage around a non-uniform SNP that occurs at a highly conserved G in a called CTCF motif. The CTCF motif is pictured at top, and the arrow points to the nucleotide with the non-uniform SNP. **E** The sequenced CTCF ChIP-seq reads from the indicated replicate that map to the non-uniform SNP displayed in Fig. 1D. The non-uniform SNP is highlighted. Nucleotides are colored according to their phred sequencing quality score as follows: black for 30 or above, orange: < 30, green: < 20, blue: < 10. **F** Barplots comparing the percentage of TF motifs near the summits of ATAC-seq peaks that overlap a non-uniform SNP to the percentage of randomly shuffled regions that overlap a non-uniform SNP. **G**, **H** Same as D, E, respectively, but for ATAC-seq data at a called Tcf7l2 motif. *P*-values in this figure were calculated by Fisher’s exact test, with cutoffs shown as follows: * *p* < .01; ** *p* < .001; *** *p* < .00001; **** *p* < .0000000001

To test the hypothesis that a subset of the 1,461 irreproducible peaks are authentic Ctcf binding sites, we scanned for the presence of CTCF motifs near the summits of irreproducible peaks and compared them to a set of randomly shuffled regions. There was a highly statistically significant enrichment of CTCF motif hits at irreproducible peaks relative to controls (Fig. 1B and Additional file 1: Figure S2C), supporting the hypothesis that a subset of the irreproducible CTCF peaks are authentic Ctcf binding sites. Next, to test the hypothesis that a subset of the irreproducible Ctcf binding sites are irreproducible due to a non-uniform CD-1 SNP, we looked at non-uniform SNPs within CTCF motifs near the summits of irreproducible peaks compared to randomly shuffled controls, and indeed found a statistically significant enrichment of non-uniform SNPs within the CTCF motifs (Fig. 1C and Additional file 1: Figure S2D).

We next checked the specific sequences of CTCF ChIP-seq reads at irreproducible regions overlapping a non-uniform SNP, to see if that SNP is reflected in the ChIP-seq data in a manner that correlates with the amount of signal. Indeed, in the example shown (Fig. 1D), replicates 1 and 2 have substantial ChIP-seq signal, whereas replicate 3 only has a single read. There is a non-uniform SNP at this locus, with a population-wide alternate allele frequency of 40%, that occurs at a highly conserved G in the consensus CTCF motif. All reads from replicates 1 and 2 have a G at the SNP as expected, whereas the read from replicate 3 has an A (Fig. 1E). Importantly, the A that was sequenced in replicate 3 has a phred quality score of 41, indicating the base was called at high quality and not likely to be a sequencing error.

Another example like this is shown, in which a C <—> T non-uniform SNP occurs at a highly conserved C in the reverse-complemented CTCF motif (Additional file 1: Figures S2E, F); in this example, reads from replicates 1 and 3 have a C at this position, and both have substantial ChIP-seq signal, while the single read from replicate 2 has a T at this position, with a phred score of 41. These examples corroborate the presence of non-uniform SNP’s in datasets that are independent from the data used to determine the SNPs in the first place, and establish an association between non-uniform SNPs and variability of CTCF ChIP-seq signal within CD-1. Although only a small number of reads are in the replicate where there is no peak, this is to be expected, since the ChIP-seq experiment is enriching for DNA bound to Ctcf, and so only a small number of reads from background DNA not bound to Ctcf should occur.

To determine whether this non-uniform-SNP-associated functional variability occurs more generally for other TFs, we analyzed the ATAC-seq data from adipose tissue (generated for this study) in a similar manner as was done for CTCF ChIP-seq. The majority of ATAC-seq DNA fragment lengths from these samples were less than 100 bp (Additional file 1: Figure S2G), which is the size-range of ATAC-seq fragments that are expected to be bound by TFs. After determining the set of TF motif-containing, irreproducible ATAC-seq peaks (*N* = 521; Additional file 1: Figure S2H), we observed a statistically significant increase in the proportion of said motifs overlapping a non-uniform SNP than did randomized controls (Fig. 1F). We show an example of an irreproducible peak with high coverage in replicate 2 but not replicate 1, with a non-uniform SNP at a highly conserved A of a Tcf7l2 motif (Fig. 1G). All reads from replicate 2 contain an A at the non-uniform SNP position, whereas the two reads from replicate 1 contain a G (Fig. 1H). The two G’s sequenced in replicate 1 have phred quality scores > 30, indicating that the called G is unlikely to be a sequencing error. This provides another example in which an independent dataset corroborates the presence of the called non-uniform SNP, and in addition supports the hypothesis that non-uniform SNPs can result in variable TF binding within CD-1.

Having established evidence that the variants within CD-1 have the potential to lead to functional variability, we sought to characterize the potential, global functional consequences of both the uniform and non-uniform CD-1 variants (Fig. 2A, B). 

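Of the 290248 gaps counted as indels, which stand for the uniform indels written into the CD-1 genome, 46.1% (95% interval 45.9% to 46.3%) lay in introns of the CD-1 annotation and 51.2% (51.0% to 51.3%) lay outside genes. Exons outside coding sequence held 2.65% and coding sequence held 281 gaps, or 0.0968%, each gap being placed by its start in CD-1. Per aligned Mb there were 117 gaps in introns, 113 in the noncoding parts of exons, 108 outside genes and 7.64 in coding sequence. With curated transcripts only, 38.5% of the gaps lay in introns and 60.2% outside genes. Single nucleotide variants, which are the larger part of the variants counted in Fig. 2A, were not analysed here.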

The majority of both uniform and non-uniform variants occurred within introns of genes, followed by intergenic regions. The fact that more variants were identified at introns than intergenic regions may be due to the likely increased mappability at introns relative to intergenic regions: a study on mappability of short reads to the mammalian genome observed that the majority of regions that can’t be uniquely mapped lie within repetitive regions [8], which are enriched in both introns and intergenic space [9]; thus, exons are more mappable and can enable increased mappability into nearby introns. A substantial number of uniform and non-uniform variants were identified at regions that could lead to specific functional consequences (Figs. 2C, D).

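Of the gaps counted as indels, 275 of at most 302 bp lay in coding sequence of the CD-1 annotation together with the base on either side, a narrower rule than placing a gap by its start. Of these, 176 had a length that is a multiple of 3 and keeps the reading frame, or 64% (95% interval 58.2% to 69.4%). Outside coding sequence the share was 15.0% of 289951 gaps (Fisher's exact test, two-sided, odds ratio 10.1, p = 7.69e-76). With curated transcripts only, the share in coding sequence was 79.4% of 194 gaps. The coding gaps comprised 157 deletions, 96 of them in frame, and 118 insertions, 80 of them in frame, in 248 genes. The longest was a deletion of 96 bp, or 32 codons, in Prg4 at positions 150454597 to 150454692 of chromosome 1 in mm10. A deletion of 90 bp lay in 1700019O17Rik on chromosome 1 at 86426796 to 86426885, and a deletion of 48 bp in Sfr1 on chromosome 19 at 47732879 to 47732926. A deletion of 45 bp lay in Gm9573 on chromosome 17 at 35622887 to 35622931.

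**Figure D3:**
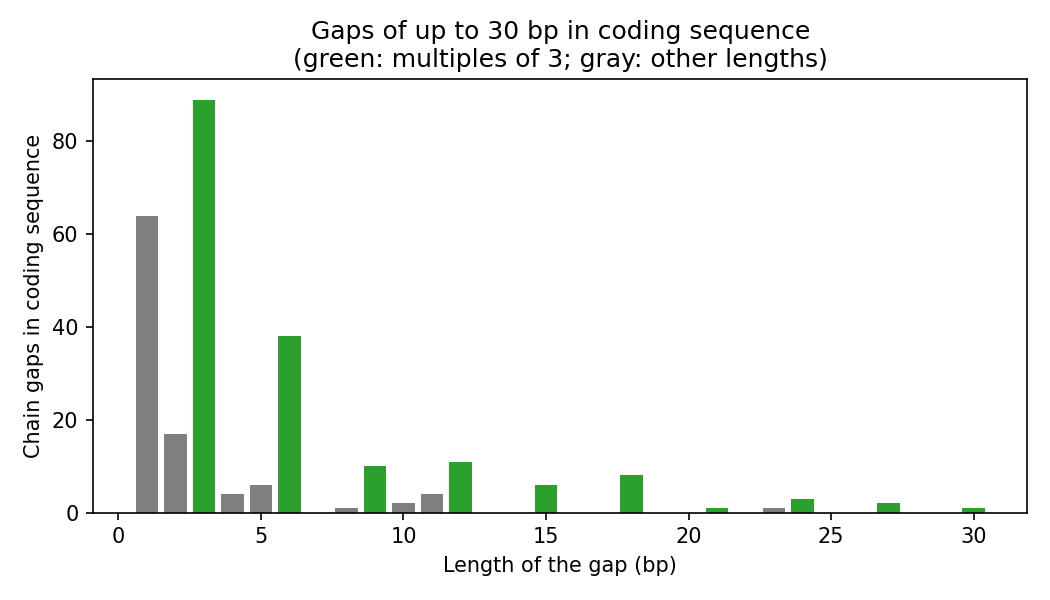
Number of chain gaps in coding sequence by length in bp, for gaps of up to 30 bp, with multiples of 3 in green. The multiples of 3 hold most of the gaps: over all lengths they are 176 of 275.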

**Fig. 2:**
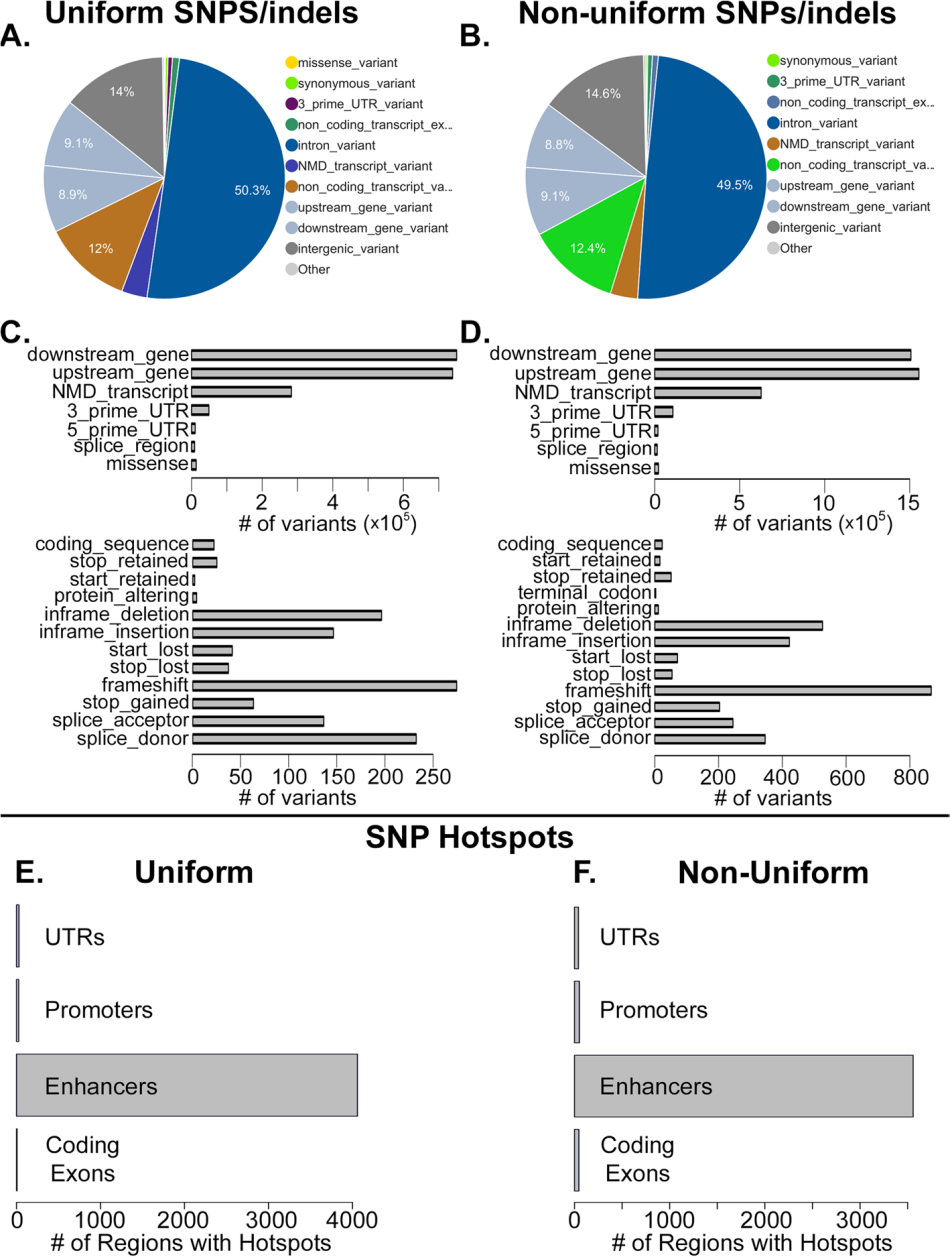
CD-1 genetic variants. **A** Pie chart showing the distribution of the consequence types of the uniform SNPs and indels, predicted by the Variant Effect Predictor. **B** Pie chart showing the distribution of the consequence types of the non-uniform SNPs and indels, predicted by the Variant Effect Predictor. **C** Absolute counts of the indicated consequence types at uniform SNPs and indels, predicted by the Variant Effect Predictor. **D** Absolute counts of the indicated consequence types at non-uniform SNPs and indels, predicted by the Variant Effect Predictor. **E** Total number of each of the indicated regions containing at least one uniform SNP hotspot. “Coding Exons” indicates protein coding exons. **F** Same as E, but for non-uniform SNPs

We next scanned for potentially functional regions of the genome that had significantly more SNPs in them than the global genomic background (SNP hotspots; Additional file 2). Importantly, > 4,000 annotated enhancers had a uniform SNP hotspot (Fig. 2E), and > 3,500 enhancers had a non-uniform SNP hotspot (Fig. 2F), further demonstrating the potential for functional consequences at both uniform and non-uniform SNPs. Both uniform and non-uniform SNP hotspots were also present at a small number of promoters, UTRs, and protein coding exons.

### The CD-1 reference genome

Taken together, the results thus far demonstrate millions of variants with the potential to result in functional variation within CD-1 and to confound nucleotide-sensitive genomics data derived from CD-1, such as ChIP-seq. The primary functional impact appears to be altered TF binding at enhancers, but a substantial number of variations have the potential to affect protein translation as well. Knowledge of the non-uniform CD-1 variants will be important in order to remove them from studies that use CD-1 as an experimental model, since otherwise they could confound the results and lead to functional variation that is not due to the experimental treatment. On the other hand, knowledge of the uniform CD-1 variants can enable greater accuracy when conducting sequence analyses on CD-1 mice, as there are millions of variants that separate the CD-1 genome from the standard reference genome.

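The CD-1 genome as deposited holds 21 chromosomes of 2716570000 bp in total, against 2725521370 bp for the same chromosomes of mm10, a change of -0.328%. Every one of the 21 chromosomes was shorter in CD-1, from -0.54% for chromosome 13 to -0.0147% for the Y chromosome. Gained TEs added 5987021 bp and the listed lost TEs amount to 14616049 bp. The rest of the change was -322342 bp, against a net length of -289147 bp over the chain gaps outside the TEs.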

We therefore created a CD-1-specific reference genome that incorporates the uniform SNPs and indels, non-uniform SNPs, and germ-line TEs identified in this study. Importantly, non-uniform SNPs are displayed as “N” in the CD-1 genome, since different CD-1 mice have different nucleotides at these regions. This should result in more accurate alignment, since most alignment tools will not penalize mismatches at “N”, whereas, when mapping to the mm10 genome, non-uniform alleles that differ from the mm10 sequence will incur an alignment penalty.

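In the best-scoring chain of each chromosome, 2624560030 bp of CD-1 were aligned without a gap, which is 96.3% of the length of mm10. Of the gained TEs whose exact name has a class in the RepeatMasker table of CD-1, 98.0% (5206 of 5311, 95% interval 97.6% to 98.4%) had an element of the same class in their gap. The strand of the element was that of the list for 7058 of the 7120 gained TEs at a gap. The authors inserted the listed elements before they ran RepeatMasker, so both values check how the genome was built and not the calls.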

We created chain files for converting between the CD-1 and mm10 genomes, and we used these to create a gene annotation file in CD-1 coordinates. 

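Ctcf lies on chromosome 8 at 105443760 to 105490144 in CD-1, on the plus strand, with 7 transcripts. Esrra lies on chromosome 19 at 6907235 to 6918306, on the minus strand, with 5 transcripts. Sp1, whose junction is shown in Fig. S3A according to its legend, lies on chromosome 15 at 102120332 to 102150420, on the plus strand, with 2 transcripts. The CD-1 annotation gives these genes 20, 13 and 8 exons at distinct coordinates. Both ends of all 41 exons had a position in mm10 through the chain, and all 41 had the same length there. No gap counted as an indel and no gained or lost TE lay within these 3 genes. In Tcf7l2, the other gene of the paper that was examined, on chromosome 19 at 55584191 to 55776048, both ends of all 38 exons had a position and 26 kept their length. The other 12 exons share 1 deletion of 3 bp, at 55742320 to 55742322 of mm10. In mm10 RefSeq, an exon with the same start and end was annotated for 15 of the exons of Ctcf, 10 of those of Esrra and all 8 of Sp1. For Tcf7l2 this held for 21 of the 38 exons. The annotation marks all transcripts of Ctcf, Esrra and Sp1 as encoding the same protein as in mm10. Of the 53 transcripts of Tcf7l2, 47 carry this mark and 0 are marked as not encoding it. The sequence of CD-1 itself was not used here.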

In order to validate that the chain files are properly set up and the gene conversion is accurate, we checked the sequence at exons of the *Ctcf* and *Esrra* genes, and verified that the sequence in CD-1 coordinates matches the sequence in mm10 coordinates (Additional file 1: Figures S3A, B). 

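The CD-1 annotation holds 35796 genes, 106260 transcripts and 1191178 exon entries. Together with the 1293 exons listed as not converted, this makes 1192471 exons, of which 99.9% were converted and 0.108% (95% interval 0.103% to 0.115%) were not. For curated transcripts only, 288 of 329756 exons (0.0873%) were not converted. The 1293 exons belong to 444 transcripts. Of these, 260 have no entry in the CD-1 annotation, or 0.244% (0.216% to 0.276%) of 106520 transcripts, and 184 are there without some of their exons. Of the genes in the annotation, 3048 (8.51%) were covered for less than their full length, and the median sequence identity to mm10 was 0.999. The annotation marks 26623 of 75933 coding transcripts (35.1%) as not encoding the same protein as in mm10. Coverage, identity and this mark are the authors' own, from the tool that carried the annotation over. The CD-1 sequence holds N at non-uniform SNPs, and how many marks rest on such masked bases was not tested. The share marked is therefore not a share of transcripts with a known protein change.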

In all, > 99.8% of the exons annotated in the NCBI RefSeq annotation file for mm10 were successfully converted into CD-1 coordinates (Additional file 1: Figures S3C, D), and > 99.7% of transcripts from mm10 are represented in the CD-1 annotation file (Additional file 1: Figures S3E, F). 

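The identifiers of the exons not converted were matched, without their version, to the NCBI RefSeq annotation of the same assembly, GRCm38.p6, of which 1010 of the 1293 exons had their transcript. Of the 1293 exons, 632 (48.9%) belong to transcripts on scaffolds outside the assembled chromosomes and 13 (1.01%) to the mitochondrial genome, neither of which is among the 21 chromosomes of CD-1. A further 365 (28.2%) belong to transcripts on the assembled chromosomes, and 283 (21.9%) were not found. All 632 exons on scaffolds belong to transcripts with no entry in CD-1. A gene name could be given to 1039 exons, in 233 genes. LOC100041057 had the most, with 111 exons of 11 transcripts, followed by LOC102638047 with 41 exons of 4 transcripts. Next were Nalcn on chromosome 14 at 123275678 to 123627330 of mm10 with 40 exons of 7 transcripts, Psd3 on chromosome 8 at 67689082 to 68212063 with 30 exons of 10 transcripts, and Vmn2r122 with 30 exons of 6 transcripts. LOC100041057, LOC102638047 and Vmn2r122 are placed on scaffolds and are absent from the CD-1 annotation.

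**Figure D4:**
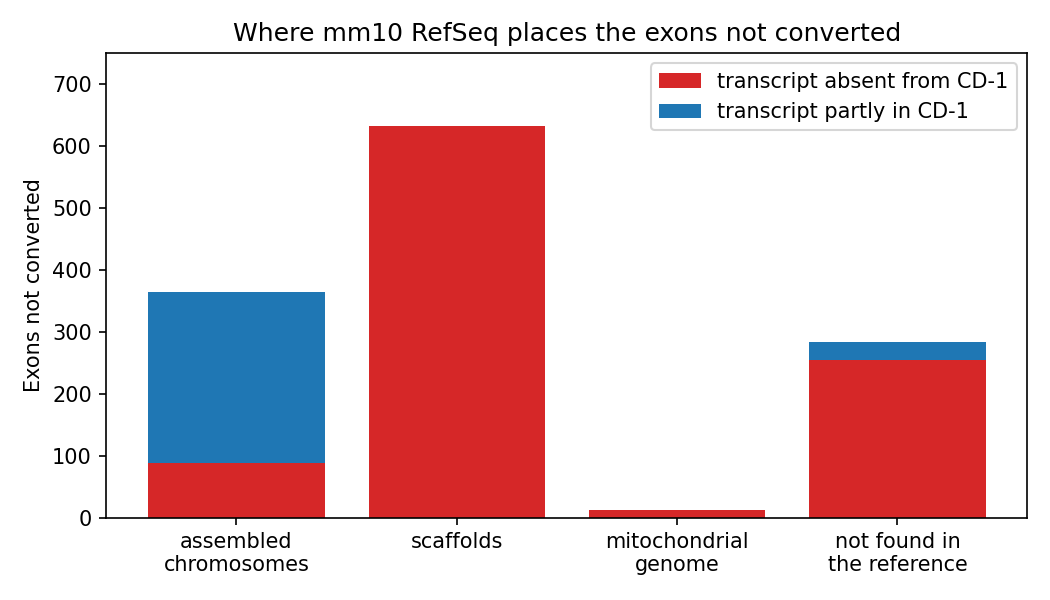
Number of exons not converted by the kind of sequence on which mm10 RefSeq places their transcript, with transcripts absent from CD-1 in red and transcripts partly in CD-1 in blue. Scaffolds hold 632 exons, all of absent transcripts, and the assembled chromosomes hold 365.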

We have included a table of the exon IDs that were not successfully converted to the CD-1 genome, which can be used as a starting point for researchers wishing to pursue a more complete annotation of the CD-1 reference genome (Additional file 3).

### Improved mappability and accuracy of whole genome bisulfite sequencing (WGBS) data alignment to the CD-1 genome

Given that WGBS data analysis is highly sensitive to SNPs at CpGs, we decided to align a published WGBS dataset consisting of 8 CD-1 samples [6] to the CD-1 reference genome, both as a way to validate our called CD-1 variants, and also to explore the ability of the CD-1 reference genome to produce more accurate results when compared to aligning with the standard reference genome. Similar to the ATAC-seq data produced for this study, the WGBS samples consist of two replicates each of adipose and sperm samples of descendants of F1 mice treated in utero by BPA, as well as two replicates each of sperm and adipose samples under control conditions. We used data from the F3 generation for BPA sperm samples, and the F5 generation for BPA adipose samples.

In all 8 samples, aligning to the CD-1 genome resulted in more mapped reads than when aligning to mm10 (Fig. 3A, B and Additional file 1: Figure S4A). Mapping to the CD-1 genome increased the number of mapped reads by > 2% in all 8 samples, amounting to an increase of between 2 and 4 million mapped reads per sample. This occurred despite the fact that a greater number of reads of low mapping quality (mapQ < 30) occurred when aligning to mm10 (Fig. 3B), demonstrating an overall improvement in both mapping quality and the number of reads mapped when mapping to the CD-1 reference.

**Fig. 3:**
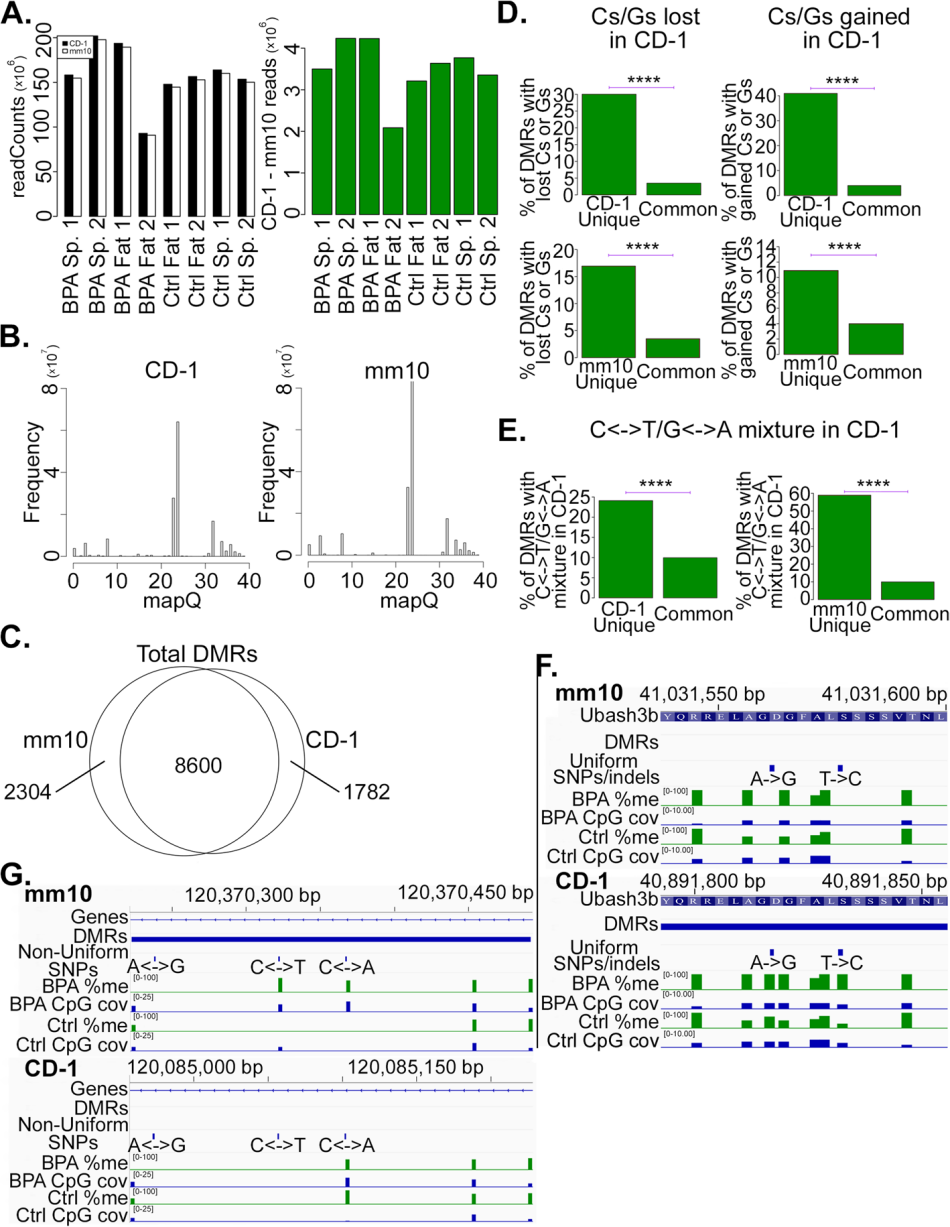
Improved mappability and accuracy of WGBS alignments to the CD-1 genome. **A** Left panel: Barplots showing the number of non-duplicate reads mapped to either CD-1 or mm10 in the indicated samples (Sp. = sperm; Fat = adipose). Right panel: Barplots showing the difference between the number of nonduplicate reads mapped in CD-1 and mm10. Positive values indicate more reads mapped in CD-1 than mm10. **B** Histograms of reads mapping with mapping quality (mapQ) < 40 when mapping to CD-1 and to mm10. **C** Venn diagram showing the number of DMRs called in both mm10 and CD-1, just in CD-1, and just in mm10. All DMRs called in BPA vs. control in all samples examined in this study were combined into a single set of DMRs called after mapping to CD-1, and a single set called after mapping to mm10. **D** Barplots comparing the percentage of the indicated DMR sets overlapping with a uniform SNP or indel in which a C or G is in mm10 but not CD-1 (left column), or comparing the indicate DMR sets overlapping with a uniform SNP or indel in which a C or G is present in CD-1 but not mm10 (right column). CD-1 Unique: DMRs that are called when mapping to CD-1 but not when mapping to mm10; mm10 Unique: DMRs that are called when mapping to mm10 but not when mapping to CD-1; Common: DMRs that are called both when mapping to CD-1 and to mm10. **E** Barplots comparing the percentage of the indicated DMR sets overlapping with a non-uniform SNP of one of the indicated types. C <—> T: Some CD-1 mice have C and others T at the SNP; G <—> A: Some CD-1 mice have G and others A at the SNP. **F**, **G** Genome Browser views of adipose WGBS, showing methylation % and WGBS read coverage at DMRs called uniquely in CD-1 and mm10, as indicated. Ctrl = Control. *P*-values for this figure are exactly as described in Fig. 1

Next, we called differentially methylated regions (DMRs) between the treatment (BPA) and control for each of the WGBS samples, both after aligning to mm10 as well as CD-1. The majority of DMRs were called when aligning to both mm10 and CD-1, whereas some DMRs were called only when mapping to CD-1, and still others only when mapping to mm10 (Fig. 3C). 1,782 DMRs were called only when mapping to CD-1, whereas 2,304 DMRs were called only when mapping to mm10. We hypothesized that DMRs unique to one genome or the other would either occur due to the loss of false positives or to the gain of true positives when mapping to CD-1 instead of mm10. To check this, we looked at variants involving Cs and Gs between mm10 and CD-1, since those regions will affect the methylation calls. For example, a C in mm10 that is actually T in CD-1 would, in the absence of sequencing errors, get called as a 100% unmethylated C, potentially contributing to a false discovery. On the other hand, a T in mm10 that’s actually C jn CD-1 would get called neither as methylated nor unmethylated when mapping to mm10, but when mapping to CD-1, the region would be accurately called as either methylated or unmethylated.

There was a statistically significant enrichment of Cs and Gs that were either lost or gained in CD-1 (relative to mm10) at DMRs that were either CD-1-specific or mm10-specific (Fig. 3D), supporting the hypothesis that changes in the accuracy of methylation calls are contributing to the differences in called DMRs between CD-1 and mm10. Interestingly, a higher percentage of CD-1-unique DMRs had both gained and lost Cs/Gs than did the mm10-unique DMRs, suggesting these may be contributing more to an increase in true positives than to a decrease in false positives. Upon further examination, the majority of Cs/Gs gained or lost are coming from either C- > T, G- > A, T- > C, or A- > G transitions (Additional file 1: Figure S4B), providing additional support that these are contributing to more accurate methylation calls when mapping to CD-1 than to mm10.

We also hypothesized that methylation calls based on the CD-1 reference would be more accurate than mm10 around the non-uniform CD-1 SNPs. To test this, we examined DMRs that contained a SNP that was a mixture of C and T (C <—> T), or a mixture of G and A (G <—> A), across different CD-1 mice. Consistent with our hypothesis, the proportion of CD-1-unique DMRs and mm10-unique DMRs with C <—> T or G <—> A SNPs were both significantly higher than the corresponding proportion of DMRs that were called with both CD-1 and mm10 (Fig. 3E). Nearly 60% of the mm10-unique DMRs contained at least one C <—> T or G <—> A SNP, suggesting that many of the mm10-unique DMRs are false positives that arise out of biases due to non-uniform C <—> T or G <—> A SNPs, which would be called as differentially methylated when mapping to mm10. In addition, about 25% of the CD-1-unique DMRs contain at least one C <—> T or G <—> A SNP. These regions do not get called as either methylated or un-methylated in CD-1, because they are masked by “N” in the CD-1 genome. Therefore, if non-uniform SNPs lie within a true DMR, they would contribute in a way that is uncorrelated with the rest of the DMR when mapping to mm10, potentially reducing the significance of the DMR and at times resulting in it not being called as significant.

We show an example of two uniform SNPs at a DMR that was called when mapping to CD-1 but not to mm10 (Fig. 3F). Both of these SNPs are not recognized as CpGs in mm10, whereas in CD-1 they are, and so they have called methylation values in CD-1 but not in mm10. We also show an example of a DMR that was called when mapping to mm10 but not to CD-1 (Fig. 3G). This DMR only contains 4 CpGs, one of which is at a C <—> T non-uniform SNP. Since it is not clear whether T’s at this SNP were bisulfite-converted C’s, or simply mice with T in their genome, this CpG should not get a methylation call. The unwarranted methylation call in mm10 results in a DMR getting called in mm10 amidst CpGs that do not have a major difference in methylation levels. On the other hand, in CD-1, the ambiguous reads do not contribute to DMR calling, and the potentially aberrant DMR isn’t called.

Taken together, these results show that both uniform and non-uniform SNPs can contribute in complex ways to the ultimate methylation value that is assigned at a DMR when mapping to mm10, potentially contributing to both an increase in false positives, and to a decrease in true negatives, when mapping to mm10 versus CD-1. By masking non-uniform SNPs with N’s, the CD-1 genome is protected from aberrant methylation calls that can result from biases due to non-uniform SNPs, and also increases the accuracy of methylation levels called at uniform SNPs, which are represented by incorrect nucleotides in mm10, but by the correct nucleotides in CD-1.

### Improved alignment of ATAC-seq to the CD-1 genome

While bisulfite-converted DNA is very sensitive to SNPs when used to determine DNA methylation levels, other common sequencing data types that map to the whole genome or transcriptome are more robust to SNPs. An example of such a data type is ATAC-seq, where a SNP would result in a slight mismatch score when mapping a read to the genome, but as long as the read is sufficiently long and matches the reference genome sufficiently well, it will be uniquely mapped and not influence most downstream analysis pipelines such as peak calling or transcript quantification. Therefore, the expected effect of SNPs on such sequencing data alignment is lower, but still nonzero.

To test the degree to which the CD-1 reference genome can improve the accuracy of sequence data analysis of data expected to be robust to SNPs, we used the ATAC-seq data obtained from adipose tissue of 4 CD-1 mice described above (generated in this study), as well as the ATAC-seq from sperm of 4 other CD-1 mice mentioned above (previously published [6]). The data were mapped to both CD-1 and mm10, and peaks were called. Across all 8 samples, mapping to CD-1 resulted in a slight increase in the number of mapped reads compared to mapping to mm10 (Additional file 1: Figure S5A,B). Although the percent increase in mapped reads was small, mapping to CD-1 resulted in 50–250 thousand additional reads being mapped per sample to CD-1 than mm10 (Additional file 1: Figure S5A). The increased mappability of reads to the CD-1 genome with respect to mm10 suggests a slight improvement in mapping accuracy of the CD-1 genome even when working with sequencing data robust to SNPs.

Collectively, ~ 5% of all reproducible ATAC-seq peaks called were only called using either CD-1 or mm10, but not both: 2,512 peaks were called when mapping to CD-1 but not mm10, whereas 2,759 peaks were called when mapping to mm10 but not CD-1 (Fig. 4A). A significantly greater proportion of peaks uniquely called either with mm10 or CD-1 contained both uniform and non-uniform variants than did peaks that were called with both CD-1 and mm10 (Fig. 4B), suggesting that these variants are contributing in a substantial way to peaks that are called uniquely to either CD-1 or mm10.

**Fig. 4:**
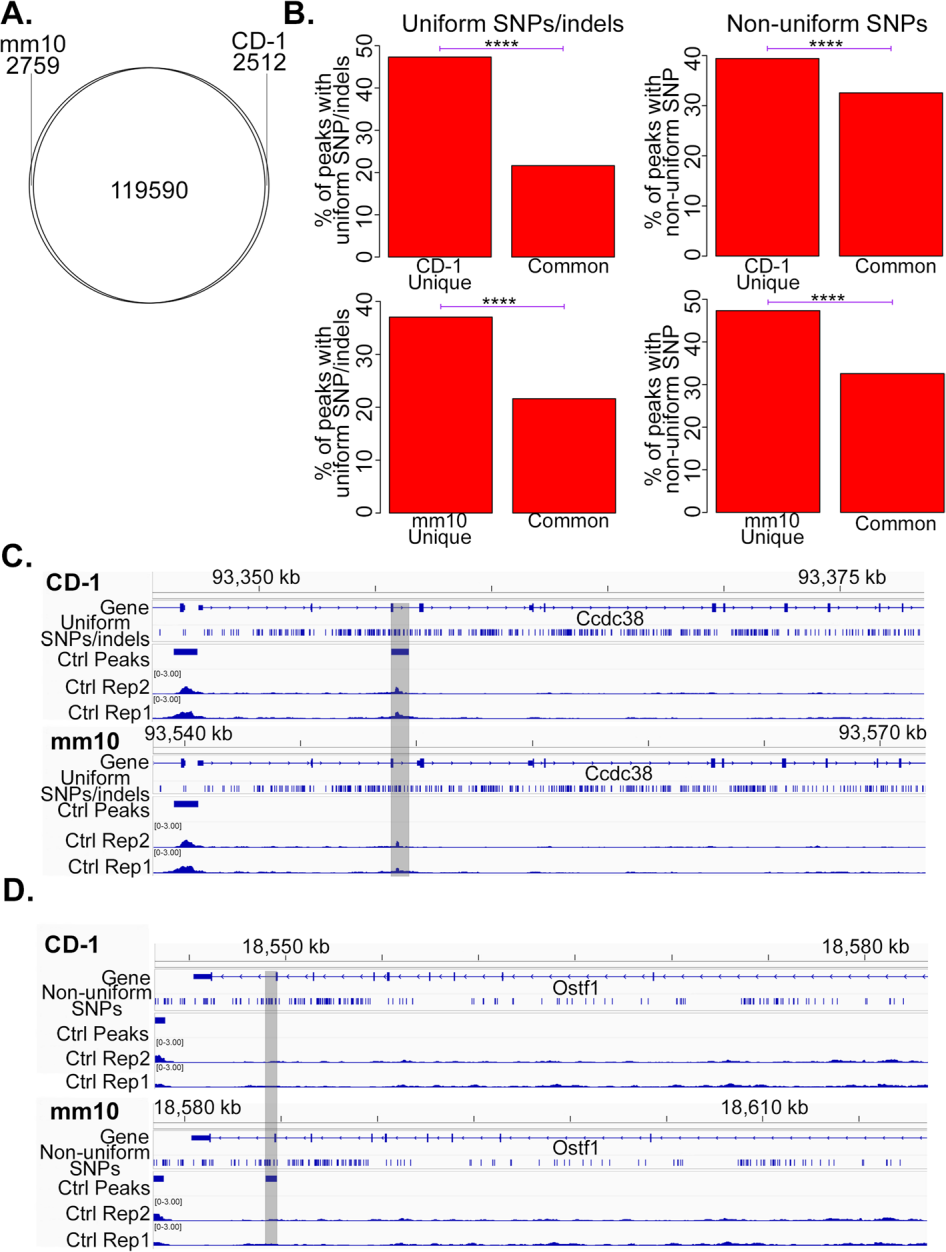
Improved accuracy of ATAC-seq alignment to the CD-1 genome. **A** Venn diagram showing the number of ATAC-seq peaks called in both mm10 and CD-1, just in CD-1, and just in mm10. Reproducible peaks (see Methods) were called separately in the BPA Adopose, Control Adipose, BPA Sperm, and Control Sperm samples, and then combined into a single pan-sample peak set for CD-1 and one for mm10. **B** Barplots comparing the percentage of the indicated ATAC-seq peak sets overlapping with uniform SNPs and indels (left column), and with non-uniform SNPs (right column). CD-1 Unique: peaks that are called when mapping to CD-1 but not when mapping to mm10; mm10 Unique: peaks that are called when mapping to mm10 but not when mapping to CD-1; Common: peaks that are called both when mapping to CD-1 and to mm10. **C** Genome browser view of a control (Ctrl) adipose ATAC-seq peak called when mapping to CD-1 but not mm10. **D** Genome browser view of a control (Ctrl) adipose ATAC-seq peak called when mapping to mm10 but not CD-1. In both C and D, RPM-normalized ATAC-seq coverage is displayed, and the region of interest is highlighted; the genome to which reads were mapped is indicated at the top left of each browser view. *P*-values in this figure are exactly as described in Fig. 1

In an example of a peak that was called with CD-1 but not mm10 (Fig. 4C), the peak region contains a number of uniform SNPs. Signal at this region can be seen to be clearly above background when examined by eye, yet was not called a peak under mm10, exemplifying an improved accuracy of peak calling when mapping to CD-1 rather than mm10. Conversely, in an example of a peak that was called with mm10 but not CD-1 (Fig. 4D), examination by eye shows this region to have background-level signal. In this case, the region contains a number of non-uniform SNPs, which, when mapping to mm10, can lead some mice to mismatch the reference genome at the SNP while others match the reference genome, resulting in differential signal due to the SNP and potentially resulting in false positive calls for differential peaks.

## Discussion

Here we report the genome-wide identification of a substantial number of SNPs, indels, and TEs that vary between CD-1 and C57BL/6 J, the strain used to construct the mm10 genome. In addition, we identified a substantial number of SNPs and indels that exist between individual CD-1 mice, which we have demarcated with the term “non-uniform”. These non-uniform variants are particularly problematic when using CD-1 as an experimental model, because by chance, the treatment mice could happen to have one allele at a given locus, while the control mice have another, resulting in a bias in the number of reads mapped to this site in the treatment vs. control samples.

We identified ~ 3.9 million non-uniform SNPs, of which over 1 million had two alleles with a roughly equal population frequency. For biallelic variants with equal population frequencies, and assuming 5 replicates each for the treatment and control groups of an experiment, that results in a probability of ~ 0.09% that any one non-uniform SNP could have 1 genotype in the 5 treatment animals that is distinct from the genotypes of all control animals, or vice-versa (see Methods). Under these assumptions, the expected number of biased regions per experiment due to non-uniform SNPs would be > 900. Similarly, we identified over 250,000 non-uniform indels with 2 alleles of roughly equal population frequencies, resulting in > 200 expected, potentially biased regions due to non-uniform indels in each experiment. Although most non-uniform variants do not affect the coding regions of genes, 67.4% of non-uniform variants are either within introns or immediately upstream or downstream of a gene (Fig. 2B), and these are regions that have a high chance of affecting binding of TFs at promoters or enhancers and altering transcription of nearby genes. In total, we estimate that over 700 regions near genes will have one genotype in the five treatment animals that is distinct from all control animals, or vice-versa.

We used previously published ChIP-seq data to show evidence that the non-uniform SNPs can lead to variability in Ctcf binding within CD-1, providing a proof-of-principle that the non-uniform SNPs of CD-1 can lead to functional variation within CD-1. Similarly, we used ATAC-seq data to show evidence that the non-uniform SNPs can lead to variability in TF binding more generally within CD-1 mice. We further found there to be non-uniform SNP hotspots at over 3,500 annotated mouse enhancers. There is therefore a relatively high risk when conducting genomics experiments on CD-1 mice that non-uniform SNP’s can lead to biased binding of TFs at enhancer regions. Loci overlapping non-uniform CD-1 variants should therefore either be eliminated from experimental consideration, or carefully genotyped in order to draw functional conclusions from them.

In addition to functional variability, we used WGBS and ATAC-seq data to show that significant read mapping biases can arise at both uniform and non-uniform SNPs. In an effort to help eliminate non-uniform SNP biases as potential sources of erroneous experimental interpretation, we constructed a CD-1 reference genome in which the non-uniform SNPs are masked by N’s, eliminating possible biases from occurring at these loci when mapping reads to the CD-1 genome. In addition, uniform SNPs and indels between mm10 and CD-1 are replaced with the proper nucleotide sequence for CD-1 in the CD-1 reference genome. The CD-1 genome has been made available to the public, complete with gene annotations and chain files for converting genomic coordinates between CD-1 and mm10. We showed a substantial improvement in mappability and accuracy of WGBS data derived from CD-1 mice when mapping to the CD-1 reference versus mm10, and similarly showed modest improvements when mapping ATAC-seq data. More accurate DMR and peak calling is demonstrated when mapping to CD-1 rather than mm10.

When performing WGBS experiments using CD-1 mice, we recommend using the CD-1 reference genome to improve the accuracy of the results. For data types such as ATAC-seq, RNA-seq, and ChIP-seq, using mm10 should be sufficient in most cases, given the modest improvement in accuracy we observed with ATAC-seq. However, we recommend blacklisting regions that overlap with non-uniform SNPs and indels, as these represent potentially biased regions. For this purpose, we have provided files containing all non-uniform CD-1 SNPs and indels in mm10 coordinates that can be used to simply blacklist potentially biased regions from the analysis. In cases where a treatment effect is suspected at a region overlapping a non-uniform variant, genotyping of each mouse in the experiment will be necessary to rule out SNP biases as the source of the effect. Even for data such as ATAC-seq, RNA-seq, and ChIP-seq, mapping to the CD-1 reference genome will likely confer an improved accuracy versus using mm10, as evidenced by our comparative mapping of ATAC-seq to CD-1 versus mm10. Thus, for experiments where maximizing accuracy of CD-1 sequencing data analysis is the goal, we recommend mapping to the CD-1 reference genome. Motif analysis and other sequence-based analyses will also likely benefit from improved accuracy when using the CD-1 genome for data derived from CD-1 mice.

Because only short-read sequencing was performed, this study contains limited information on longer variants. DNA fragments sequenced in this study ranged between 100 and 300 bp long, excluding adaptors. Thus, variants longer than this could not be fully identified in this study. Similarly, repetitive regions more than 300 bp from a non-repetitive region are also not covered in this study. This limitation was overcome in part for longer TEs by inserting the consensus sequence of identified TEs at regions that could not be sequenced. 

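Each gained element was given 1 fixed length at all of its loci, from 147 to 7581 bp, with a median of 444 bp over the 7154 loci. B2_Mm1a was inserted at 193 bp, L1MdA_I_3end at 993 bp and IMPB_01 at 2548 bp. The lost TEs have the length of the element in mm10, from 11 to 9707 bp with a median of 193 bp, and the 354 lost IMPB_01 loci had a median of 82.0 bp. The inserted length of a gained TE is thus that of the authors' consensus and was not measured at the locus.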

Although long read sequencing has recently become tenable, at the time of sequencing for this study, long read sequencing technologies such as those from Oxford Nanopore and PacBio still suffered from a lower per read sequencing accuracy than Illumina short read sequencing [10], and Illumina still remains among the top whole genome sequencing options in terms of read accuracy [11]. Thus, the methodology of this study provides the advantage of highly accurate results for SNPs and short- to mid-range variants in non-repetitive regions of the genome, including at and near most protein coding genes.

## Conclusions

We have identified millions of previously unidentified genomic variants of CD-1 mice that have the potential to confound studies using CD-1 as a model. We constructed a reference genome specific to CD-1 that can assist researchers in obtaining more accurate results from the analysis of sequencing data derived from CD-1 mice. The results of this study can improve accuracy and reduce bias when using CD-1 in toxicology, pharmacology, and fundamental biomedical research.

## Methods

### Experimental design for genomic DNA extraction

Adult (2–5 months old) CD-1 IGS mice (Charles River Lab, USA) were used for all experiments. Mice were housed in standard cages on a 12 h light:dark cycle and given ad libitum access to food and water. Five randomly picked male animals were euthanized by cervical dislocation before the cortex were retrieved for DNA extraction and genomic library preparations. All animal experiments were approved by the Emory University Institutional Animal Care and Use Committee (IACUC).

### Genomic DNA extraction and library preparations

Dounce homogenizers were used for each cortex sample in a general lysis buffer containing 0.1 M Tris-pH8, 0.2 M NaCl, 5 mM EDTA, 10% SDS, 150 mM DTT and proteinase K. The genomic DNA was extracted from the lysate using phenol:chloroform:isoamyl alcohol extraction followed by EtOH precipitation. 2 µg of genomic DNA was sheared with Diagenode Bioruptor to yield DNA fragments that are approximately 300 bp. DNA fragments were end repaired, A-tailed, and ligated to Illumina adaptors followed by PCR amplification for 7 cycles. The final libraries were size selected using AMPure XP beads, so the fragments were between the size of 200–400 bp long. Each library was subject to paired-end sequencing for 150 bp reads using Illumina NovaSeq platform.

### Experimental design for ATAC-seq data generation

Mice were maintained and handled in accordance with the Institutional Animal Care and Use policies at Emory University. All experiments were conducted according to the animal research guidelines from NIH and all protocols for animal usage were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC). Mice were housed in standard cages on a 12:12 h light:dark cycle and given ad lib access to food and water. Healthy 8-week old CD-1 mice (Charles River Labs) not involved in previous procedures were used for all experiments. Gestating females (F0) were administered daily intraperitoneal injections of Bisphenol A (Sigma 239,658, 50 mg/kg) or sesame oil (Sigma S3547) to prevent irritation at the injection site. Injections were performed from embryonic day 7.5 through 13.5. Offspring from different BPA-treated F0 mice were mated (no sibling breeding was used to avoid inbreeding artifacts) to produce offspring of BPA-treated mice that were not directly treated by BPA themselves, and this was done similarly for control mice. Direct, untreated descendants of BPA-treated and control-treated F0 mice were generated separately in this manner through the F4 generation, which is where samples were taken for sequencing.

### Sample extraction and library preparation for ATAC-seq

ATAC-seq was carried out using the Omni-ATAC protocol [12]. Visceral adipose tissue (1 g) was placed in cold 1 × homogenization buffer (320 mM sucrose, 0.1 mM EDTA, 0.1% NP40, 5 mM CaCl2, 3 mM Mg(Ac)2, 10 mM Tris pH 7.8, 1 × protease inhibitors (Roche, cOmplete), and 167 μM β-mercaptoethanol, in water), homogenized with Dounce homogenizers, and residual debris was precleared by using 80 um nylon mesh filter. Nuclei were then collected by layering with iodixanol mixture. 50,000 counted nuclei were transferred to a tube containing the transposition mix (25 μl 2 × TD buffer, 2.5 μl transposase (100 nM final), 16.5 μl PBS, 0.5 μl 1% digitonin, 0.5 μl 10% Tween-20, 5 μl water) and mixed by pipetting up and down six times. Transposition reactions were incubated at 37 °C for 30 min in a thermomixer with shaking at 1,000 r.p.m. Reactions were cleaned up with Zymo DNA Clean and Concentrator 5 columns. Library amplification was done with 2 × KAPA HiFi mix (Kapa Biosystems) and 1.25 µM indexed primers using the following PCR conditions: 72 °C for 5 min; 98 °C for 30 s; and 10–11 cycles at 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min.

### Pre-processing of CD-1 genomic DNA data

Adaptors were trimmed from raw sequencing reads using trimmomatic version 0.38 [13]. The script used for this has been provided on github. All subsequent analyses using these data started from the trimmed fastq files that resulted from this step.

### Identification of germline transposable elements different between CD-1 and mm10

We first constructed a fasta file of the consensus sequence for each mus musculus TE annotated on the Dfam website [14]. We then used TEMP2 [15] insertion (version 0.1.1) to detect TE insertions in each of the 5 samples separately, using the trimmed fastq files for each sample, and the fasta file of consensus motifs as inputs. From the output of TEMP2, we made a custom script to extract all candidate germline TEs by requiring that the allele frequency be at least 0.495, since a germline TE must be fully present on at least one of the two alleles, and 0.495 rounds up to the 50% allele frequency required. In addition, candidate germline TEs were required to have at least two reads supporting the insertion. Then, we merged the trimmed fastq files from all 5 CD-1 mice into a single fastq file for each read pair, and the two merged fastq files were then input into TEMP2 insertion in order to get population-wide allele frequencies for each TE identified. We filtered TEs from the pooled analysis, and kept only those with a minimum population allele frequency of just under 10% (corresponding to the germline in 1 of the 10 alleles, allowing for a small amount of sequencing error). Finally, the filtered TEs from the population-pooled analysis were only selected if they were also on the candidate germline TE list mentioned above, ensuring that the TE is contained on at least one allele in at least one mouse, with tolerance for a small amount of sequencing error. We were not very strict with our cutoffs for TEs, because we reasoned that inserting a TE that wasn’t actually a germline TE would not have much of an effect when aligning reads to a reference genome with these TEs inserted. On the other hand, with stricter cutoffs that would increase the odds of filtering out authentic germline TEs, and not having those in the genome would make it less accurate.

We also ran TEMP2 absence, specifying an insert size of 200 bp on the DNA fragments (-f 200). For the final list of TEs absent from CD-1, we required at least 10 reads that support its absence, and an estimated population frequency of 100% with the absence. After obtaining the coordinates for the final list of germline TE insertions and TEs in mm10 that are absent in CD-1, we modified the reference genome to insert the consensus sequence for each germline insertion, and removed the TE sequences for the mm10 TEs that are absent from the germline in CD-1, using RSVSim [16] version 1.26.0. Newly inserted germline TEs were first inserted into mm10 with the function simulateSV(), with the parameters sizeDups = 0, bpFlankSize = 0, maxIndelSize = 0, maxDups = 0, random = F, seed = 2, percCopiedIns = 1. These input parameters ensured that the consensus sequence for only the inserted TEs identified above were inserted into mm10 exactly once, at precisely the position where the insertion was identified, and no random insertions were made. We then took the fasta output from simulateSV(), and used that as the input for a 2^nd^ call of the function simulateSV() in order to remove the TEs identified as being absent from CD-1, as described above. In this case, we again used the input parameters random = F, seed = 2, percCopiedIns = 1 in order to ensure that only the TEs identified as absent were removed from the reference, and in precisely the position at which they were identified to have been missing from.

The resulting genome was soft masked using RepeatMasker [17] version 4.1.2-p1 with the flags “-xsmall -species mouse”. This marks repetitive regions with lower case letters for greater efficiency of analysis with a number of bioinformatics tools. The result of this was a fasta file which was the mm10 reference containing the consensus sequence for the newly identified CD-1 TEs, and with absent TEs removed; this fasta, which we will call “mm10-CD-1 hybrid” for brevity, was then used for SNP and indel calling as described below.

### SNP and indel calling

We then took the mm10-CD-1 hybrid fasta reference described above, and used GATK [18] version 4.2.0.0 to call SNPs and indels on it, based on the gDNA data, and then incorporate the called variants into the mm10-CD-1 hybrid reference genome. In this way, the deviations from the consensus sequences of the newly inserted TEs could be detected and corrected, as could SNPs and indels relative to mm10 at non-TE regions.

In order to use the gDNA data in GATK, we first mapped the trimmed fastq files for each sample to the mm10-CD-1 hybrid reference fasta. Alignments were done using bwa [19] mem version 0.7.17-r1198-dirty. PCR duplicate reads were removed from the resulting.sam files using samtools [20] markdup version 1.10. Files were converted to sorted bam format using samtools and saved for downstream analysis.

The sorted, duplicate-removed.bam files for each of the 5 CD-1 mice were then used as inputs for a single call of GATK HaploTypeCaller, along with the mm10-CD-1 hybrid fasta file, in order to call SNPs and indels between the mm10-CD-1 hybrid genome and CD-1. Called SNPs and indels were saved into two separate files using GATK SelectVariants. SNPs were then filtered with GATK VariantFiltration with the flags “-filter "QD < 2.0" -filter "QUAL < 30.0" -filter "SOR > 3.0" -filter "FS > 60.0” -filter "MQ < 40.0" -filter "MQRankSum < -12.5" -filter "ReadPosRankSum < -8.0"" to ensure only high-confidence SNP calls. Indels were similarly filtered with the flags “-filter "QD < 2.0″ -filter "QUAL < 30.0″ -filter "FS > 200.0″ -filter "ReadPosRankSum < -20.0″” in order to ensure high-confidence indels.

After filtering, “uniform” variants were selected using GATK SelectVariants with the flags “-select "AF > 0.8 && AC > 5" –restrict-alleles-to BIALLELIC”. This ensures that all SNPs and indels identified as uniform have an allele frequency > 80% and that more than half of the 10 total alleles are present. Uniform indels were further filtered using GATK RemoveNearbyIndels with the flag “–min-indel-spacing 1”. The final set of uniform SNPs and indels were merged into a single VCF file using GATK MergeVcfs. Uniform SNPs overlapping a uniform indel after final filtering were excluded.

“Non-uniform” variants were taken as the subset of filtered variants which were either biallelic with an allele frequency between 20 and 80% (GATK SelectVariants with the flags “-select "AF <  = 0.8 && AF > 0.2 && AC > 2" –restrict-alleles-to BIALLELIC”), or multiallelic with the most frequent allele being > 20% (GATK SelectVariants with the flags “-select 'AN > 5 && vc.hasGenotypes() && vc.getCalledChrCount(vc.getAltAlleleWithHighestAlleleCount())/(1.0*vc.getCalledChrCount()) > 0.2' –restrict-alleles-to MULTIALLELIC”). Non-uniform biallelic and multiallelic SNPs/indels were merged into a single VCF file with GATK MergeVcfs.

Finally, uniform and non-uniform variants were converted to mm10 coordinates using GATK LiftoverVcf. The use of such tools to convert single nucleotide variants from vcf files between genomes is known to introduce a small amount of error in the conversion process due to various factors [21]. In human, the maximum conversion error rate of variants not removed by conversion software was 0.785% (maximum “Novel CUP’s” from Table 1 by Ormond et al. [21] (0.651%) plus maximum “Novel CUP’s” from Table 2 by Ormond et al. [21] (0.134%)). Assuming a similar error rate for mouse provides a conservative estimate of the false positive rate introduced by the use of LiftoverVcf of under 1% of the SNPs and indels reported in Table 1 of the present study.

### SNP validation

We obtained a previously published set of CD-1 SNPs genotyped in 245 CD-1 mice [3]. From that list, we obtained a set of uniform SNPs by taking only the SNPs with a minor allele frequency (MAF) of 0 and in which the minor allele nucleotide was the nucleotide in the mm10 reference genome. Non-uniform SNPs were taken as those with MAF > 0.2, and in which the nucleotide of either the minor allele or the major allele was the nucleotide present in the mm10 reference genome. The genomic coordinates of the published SNPs were done in mm8, so liftOver [22] was used to convert them to mm10, for direct comparison with our set of uniform and non-uniform SNPs.in mm10 coordinates. The uniform and non-uniform sets obtained from the previously published SNPs were combined for comparison with our full set of SNPs prior to removal of those with low allele frequencies and low coverage.

### SNP down-sampling analysis

For all sub-samplings of 2, 3, and 4 mice, we sub-sampled from the total, unfiltered set of called variants using GATK SelectVariants using the “–sample-name” flag to subsample selected mice, and also using the flags “–exclude-non-variants –remove-unused-alternates”. SNPs that were not a part of either the uniform or non-uniform SNP set when using all 5 mice were excluded. This was done for all possible combinations of 2, 3, and 4 mice. After sub-sampling, variants were filtered using GATK VariantFiltration with the flags “-filter "QD < 2.0" -filter "QUAL < 30.0" -filter "SOR > 3.0" -filter "FS > 60.0” -filter "MQ < 40.0" -filter "MQRankSum < -12.5" -filter "ReadPosRankSum < -8.0"”. Uniform variants were then selected using GATK SelectVariants with the flags “-select "AF > 0.8 && AC > AC_uniform" –restrict-alleles-to BIALLELIC”, where AC_uniform = 2, 3, and 4 when down-sampling to 2, 3, and 4 mice, respectively. This is to ensure that the AC cutoff is at least 50% of the total number of alleles sequenced, as was done for 5 mice. Uniform indels were further filtered using GATK RemoveNearbyIndels with the flag “–min-indel-spacing 1″, and then uniform SNPs overlapping a uniform indel after final filtering were excluded.

Non-uniform SNPs were selected from filtered variants using both GATK SelectVariants with the flags “-select "AF <  = 0.8 && AF > 0.2 && AC > AC_nonuniform" –restrict-alleles-to BIALLELIC”, and GATK SelectVariants with the flags “-select 'AN > AN_min && vc.hasGenotypes() && vc.getCalledChrCount(vc.getAltAlleleWithHighestAlleleCount())/(1.0*vc.getCalledChrCount()) > 0.2' –restrict-alleles-to MULTIALLELIC”. In this case, AC_nonuniform = 0, 1, and 1, and AN_mi*N* = 2, 3, and 4, for 2, 3, and 4 mice, respectively. This was done to ensure that the proportions of both AC_nonuniform and AN_min to the total number of subsampled alleles was as close as possible to the proportions when using 5 mice (> 20% and > 50% for AC_nonuniform and AN_min, respectively, with 5 mice).

A nonlinear least squares regression analysis was then performed separately on the subsampled data for uniform and non-uniform SNPs as follows. Due to the discrete nature of allele frequencies when determining whether a SNP is uniform or non-uniform, the total number of called uniform and non-uniform SNPs when subsampling to 2 mice resulted in a discontinuity in the data (Additional file 1: Figure S1O), and so was not used in the regression analysis. The average number of SNPs when down-sampling to 3 and 4 mice, as well as the number of SNPs when 5 mice were used, were then input into the nls() function in R version 4.0.3 in order to determine estimates for the parameters a, b, and c, in the function “*N* = a—(a-c)*exp(-b*(x-3))”, which is an asymptotic model function, where N is the number of SNPs called, and x is the number of mice sequenced. This function asymptotically approaches a as x goes to infinity, and takes the value c when x = 3. The average number of SNPs obtained from 3 mice was used as the starting value for c, while b = 1 was used as the starting value for b. The starting value for a was then used by solving for a in the asymptotic equation, and plugging in the starting values for b and c, as well as x = 5 and the value of N at x = 5. The parameters “control = list(maxiter = 5000)” and “algorithm = "port"” were used within nls().

The parameters identified were a = 2.117X10^6^, b = 0.5501, and c = 2.892 X10^6^ for uniform SNPs and a = 4.174X10^6^, b = 0. 8065, and c = 2.978X10^6^ for non-uniform SNPs. These parameter values were entered into the R function curve() to draw the regression curves from x = 3 to x = 15.

### CTCF ChIP-seq data analysis

Raw fastq files of CTCF ChIP-seq were downloaded from the NCBI GEO [23] website using their fasterq-dump tool. Fastq files were then trimmed using trim_galore [24] version 0.6.6., a wrapper for cutadapt [25] (version 2.8). Trimmed fastq files were then mapped to the mm10 reference genome using bowtie2 [26] version 2.3.5.1, and peaks were then called with macs [27] version 2.2.7.1. Peaks from all replicates were merged using bedtools [28] merge (version 2.27.1). Reads per kilobase per million (RPKM) values were then calculated for all replicates at the set of merged peaks. All peaks where the minimum RPKM across all replicates considered was < 0.5, and where the maximum RPKM across all replicates considered was > 2, were selected as the set of irreproducible peaks. We then used bedtools shuffle to create a random set of control regions for comparison with the irreproducible peaks. RepeatMadker regions from mm10, as obtained from the UCSC table browser [29], were excluded from use in bedtools shuffle, with the flag “-f 0.5”, to ensure that no randomly shuffled region overlaps by more than 50% with a repetitive region.

Next, the mm10 sequences at all irreproducible and randomly shuffled peaks were extracted using bedtools getfasta, and then TF motif scanning was done at these sequences using fimo [30] version 5.3.0, using a combination of the jolma2013.meme, JASPAR_CORE_2014_vertebrates.meme, and uniprobe_mouse.meme TF motif data files provided by fimo for motif scanning. We then compared the proportion of irreproducible peaks with a CTCF motif hit (either human or mouse) to the proportion of random peaks with such a motif hit, using Fisher’s exact test to calculate the P-values, to perform the analysis presented in Fig. 1B. We similarly compared the proportion of motifs at irreproducible peaks that overlap a non-uniform SNP to the proportion of randomly shuffled regions that overlap a non-uniform SNP, to perform the analysis presented in Fig. 1C. *P*-value calculations were made using the R function fisher.test() in R version 4.0.3.

ChIP-seq read sequence content was compiled as follows..bam files of duplicate-removed CTCF ChIP-seq alignments to mm10 were input into bamView [31] version 18.2.0, with “Colour by” set to “Base Quality”. The CTCF and reverse-compliment CTCF motif images used in the main and supplemental figures were generated using meme2images, a tool from the MEME Suite [32] version 5.3.0.

### Classification of CD-1 variants

Uniform SNPs/indels, and non-uniform SNPs/indels, were input separately into the command-line version of the Ensembl variant effect predictor [33] version 104. The gtf file, “Mus_musculus.GRCm38.102.gtf.gz” was downloaded from the Ensembl website [34] and processed according to the vep User’s Manual, for use with the –gtf flag of vep. We used the pie charts under the heading “Consequences (all)” for display in Fig. 2. In addition, we extracted.the table of counts of each consequence type under “Consequences (all)” for plotting in barplots.

### SNP hotspot analysis

We used mutEnricher [35] noncoding, version 1.3.3 to call hotspots separately using uniform and non-uniform SNPs. The software was called separately for UTRs, promoters, enhancers, and coding exons. UTRs and coding exons were obtained as bed files from the UCSC Table Browser [29] using the mm10 assembly and the refFlat table from NCBI RefSeq [36]. To obtain promoters, a.gtf file of genes was downloaded from the UCSC Table Browser using the mm10 assembly and the refFlat table from NCBI RefSeq, and then a custom script was used to obtain promoter regions of genes, taken as 500 bp up- and down-stream of transcription start sites. Annotated enhancers were obtained by downloading all available mouse enhancers from EnhancerAtlas 2.0 [37] in mm9 coordinates. Enhancers were then converted to mm10 coordinates using UCSC liftOver [22]. Each of the bed files was sorted and then merged with bedtools merge [28] version 2.27.1 prior to being input into mutEnricher. The flags “–stat-type nmutations –no-wap” were used in mutEnricher. Only hotspots containing at least 50 SNPs and with FDR_BH < 0.05 were selected as significant.

### Construction of the CD-1 reference genome and associated annotation files

GATK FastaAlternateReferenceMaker was used to convert to CD-1 nucleotides at the uniform SNPs and indels in the mm10-CD-1 hybrid genome. The non-uniform SNPs were used within the flag “–snp-mask”, resulting in non-uniform SNPs being masked by “N” in the final CD-1 genome. The resulting genome was then soft-masked for repeats with RepeatMasker [17], with the flags “-xsmall -species "Mus musculus”.

To facilitate conversion between the coordinate systems of mm10, the mm10-CD-1 hybrid, and CD-1,.chain files were constructed using the commands recommended by the genomewiki site [38], which makes use of several tools from the UCSC genome browser [22]: faSplit, liftUp, axtChain, chainNet, faToTwoBit, chainMergeSort, twoBitInfo, and netChainSubset, as well as blat [39], and samtools faidx, The script we used to make the.chain files is available on our Github repository page. The chain files for converting between CD-1 and mm10 coordinates have been made publicly available.

VCF files of uniform SNPs/indels, and non-uniform SNPs/indels, in mm10 coordinates were obtained via UCSC’s liftOver tool [22], by using the.chain file attained as described above to convert from the mm10-CD-1 hybrid coordinates to mm10 coordinates. These VCF files are publicly available.

An annotation.gtf file of genes was created in CD-1 coordinates as follows: a refFlat gtf file in mm10 coordinates was downloaded from the UCSC Table Browser [29], and the tool crossMap [40] was used in gff mode to convert it to CD-1 coordinates. This resulted in a simple genome annotation that was used for viewing in the Integrative Genomics Viewer (IGV) [41]. However, we observed some instances of exons that were repeated in regions of the genome that were far from the rest of the gene and most likely errenous. Therefore, in order to construct a more accurate gene annotation, we used the liftoff [42] software (version 1.6.3), which was specifically designed for accurate mapping of gene annotation files. The file “mm10.ncbiRefSeq.gtf “ was downloaded from the UCSC Genome Browser website [22] and then converted to CD-1 coordinates using liftoff with the flags, “-infer_genes -exclude_partial -polish -chroms”. We verified that the IGV screenshots in this paper, which used the simpler refFlat annotation, were also correctly annotated with the file created with liftoff. The annotation file created with liftoff has been made publicly available.

### ATAC-seq data analysis

Raw fastq files were trimmed using trim_galore as described above for CTCF ChIP-seq. Trimmed fastq files were then mapped separately to both the mm10 and CD-1 genomes as follows. Reads were mapped using bowtie2 [43] version 2.3.5.1, with the flag “-X 2000” to allow for DNA fragments up to 2 kb. Reads that did not map uniquely to one location were removed, and then reads were sorted, and PCR duplicates were removed with samtools markdup. Peaks were then called on each sample with macs2 [44] callpeak version 2.2.7.1. We kept only peaks that overlapped by at least 50% in the two replicates of each sample, and kept these as the set of reproducible peaks. Reproducible peaks from all samples were then merged into a single peak set separately for mm10 and CD-1, using bedtools merge.

Irreproducible ATAC-seq peaks were obtained as follows. Peaks from both Control Adipose replicates were merged using bedtools [28] merge (version 2.27.1). Reads per kilobase per million (RPKM) values were then calculated for each replicate at the set of merged peaks. Peaks with RPKM < 1 in one replicate and RPKM > 2 in the other were selected as the set of irreproducible peaks. The generation of randomly shuffled control regions, TF motif analysis, the analysis of SNPs at irreproducible peaks vs. control peaks, and the display of sequence content of the ATAC-seq reads, were all done in mm10 in the same manner as described above for the CTCF ChIP-seq data.

For the analysis of common and unique peaks, peaks called when using the CD-1 genome were converted to mm10 coordinates using UCSC liftOver with the.chain file for converting from CD-1 to mm10 generated in this study. “Common” peaks were those that overlap when using bedtools intersect v2.27.1, comparing the CD-1 peaks in mm10 coordinates to the mm10 peaks. “Unique” peaks were similarly taken with bedtools intersect, using the “-v” flag. Bedtools intersect was also used to determine the number of SNPs overlapping each of the peak sets.

### WGBS data analysis

Raw fastq files were trimmed using trim_galore version 0.6.6. Trimmed fastq files were then mapped separately to both the mm10 and CD-1 genomes as follows. Reads were mapped using bismark [45] version 0.22.3. PCR duplicates were then removed with the command deduplicate_bismark, and then bismark_methylation_extractor was used to extract methylation counts at CpGs. Then, for each sample, DMRfinder [46] version 0.3 was used to call DMRs of BPA vs. control for the available tissue samples. The analysis of common versus unique DMRs was done in the same manner as described for common versus unique ATAC-seq peaks.

### Estimation of the probability of experimental bias due to non-uniform CD-1 variants

At a variant with 2 possible alleles of equal frequency, denote the alleles as “a” and “b”. There are 20 total alleles across all 10 mice, so the probability of any one set of the 20 alleles is p = 0.5^20^ (e.g. P(aa aa aa aa aa bb bb bb bb bb) = p). Let P(all a’s, X a’s) denote the probability all mice in the treatment group are ‘aa’, whereas there are X a’s in the control group, with no mouse in the control group having the ‘aa’ genotype. Similarly let P(X b’s, all b’s) denote the probability that all control mice are ‘bb’, and there are X b’s in the treatment group, with no treatment mouse having the ‘bb’ genotype. The overall probability of all mice in the treatment group having a common genotype that differs from all mice in the control group, or vice-versa, is then 2*[P(all a’s, all b’s) + P(all a’s, 1 a) + P(all a’s, 2 a’s) + P(all a’s, 3 a’s) + P(all a’s, 4 a’s) + P(all a’s, 5 a’s) + P(1 b, all b’s) + P(2 b’s, all b’s) + P(3 b’s, all b’s) + P(4 b’s, all b’s) + P(5 b’s, all b’s)]. The factor of 2 is to account for the situation where a and b are switched everywhere, which has an equal probability, e.g. P(all b’s, all a’s) = P(all a’s, all b’s), P(all b’s, 1 b) = P(all a’s, 1 a), etc. $$\mathrm{P}\left(\mathrm{all\,a's},\mathrm{ X\,a's}\right)={2}^{X}\left(\genfrac{}{}{0pt}{}{5}{X}\right)$$ p, since X control mice must be chosen from 5 to assign a single a, and there are two ways the a can be assigned to each mouse (ab or ba). Thus, the overall probability that the 5 treatment mice have a common genotype that is distinct from all control mice, or vice-versa, is $$2p+4p{\sum }_{X=1}^{5}{2}^{X}\left(\genfrac{}{}{0pt}{}{5}{X}\right)=0.0009250641$$.

The expected number of such occurrences genome wide is then just the total number of applicable non-uniform variants times 0.0009250641. Considering only non-uniform variants that are bi-allelic and where each allele has a roughly equal frequency (between 40 and 60%; Additional file 1: Figure S1L), this results in an expected 10^6^ X 0.0009250641 = 925 non-uniform SNPs and 250,000 X.0009250641 = 231 non-uniform indels. To get the final estimate of over 700, we added these two numbers together (925 + 231 = 1156) and then multiplied by the percentage of non-uniform variants that were either at introns, or immediately upstream or downstream of a gene (Fig. 2B).

### Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

## Data Availability

Genomic DNA sequencing and adipose ATAC-seq data that support the findings of this study have been deposited in NCBI GEO with the accession code GSE209816. The CD-1 reference fasta and index files, as well as .vcf files containing uniform and non-uniform SNPs, indels, and N-masked regions, and chain files for conversion between the CD-1 and mm10 genomes, are all available as supplemental files under NCBI GEO accession number GSE209815. Within this accession (GSE209815), users can click on any one of the individual gDNA sample accessions to see a description of the files just mentioned and how to use them. All previously published data analyzed in this study are available at the NCBI GEO repository at the following locations: CTCF ChIP-seq, GSE102997 and GSE130908 [7]; WGBS and sperm ATAC-seq, GSE149302 [6]. All custom scripts used to process and analyze the data and to obtain the results described in this paper have been deposited in the GitHub repository (https://github.com/ikremsky/Scripts-for-Characterization-of-a-strain-specific-CD-1-reference-genome…-).

# Supplementary material for: Characterization of a strain-specific CD-1 reference genome reveals potential inter- and intra-strain functional variability
**Source:** BMC Genomics. 2023 Aug 3;24:437. doi: 10.1186/s12864-023-09523-x
**Supplement:** Supplementary file 1 — Additional file 1.

**Figure S1**

1.
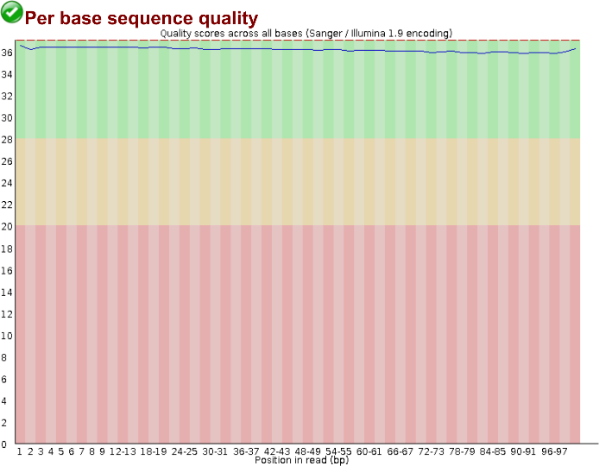

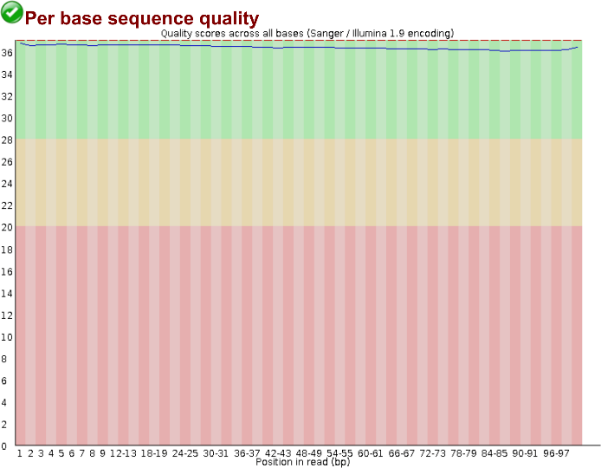
 **CD1-brain-M-2M-DNA-4**
2. **CD1-brain-M-3M-DNA-1**

**
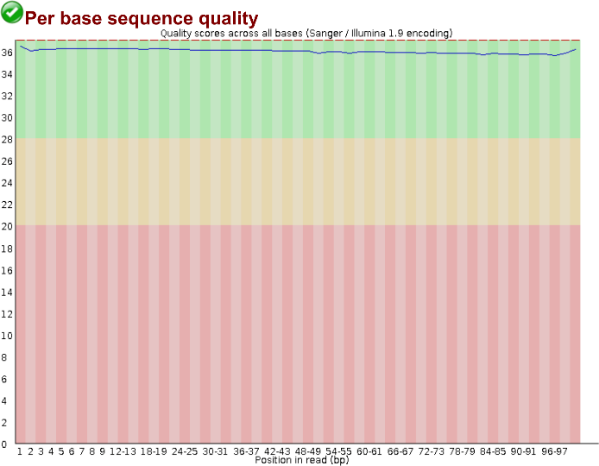

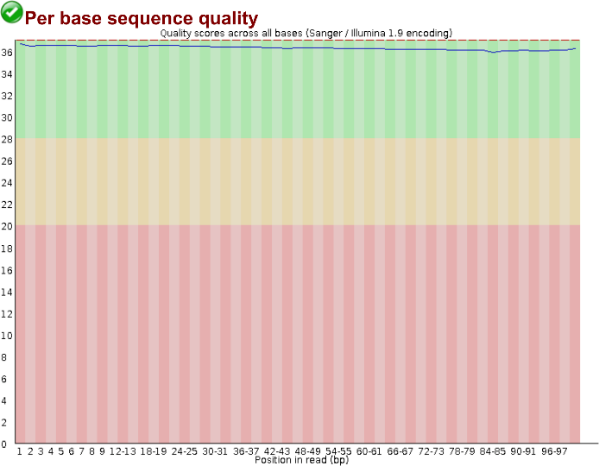
**

1. **CD1-brain-M-4M-DNA-2**

**
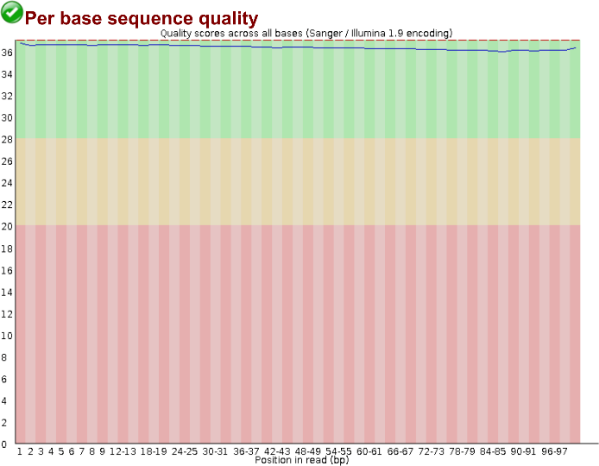

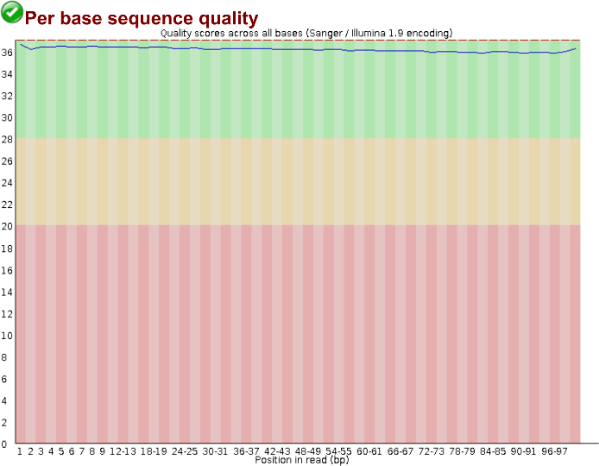
**

**Figure S1 (Cont.)**

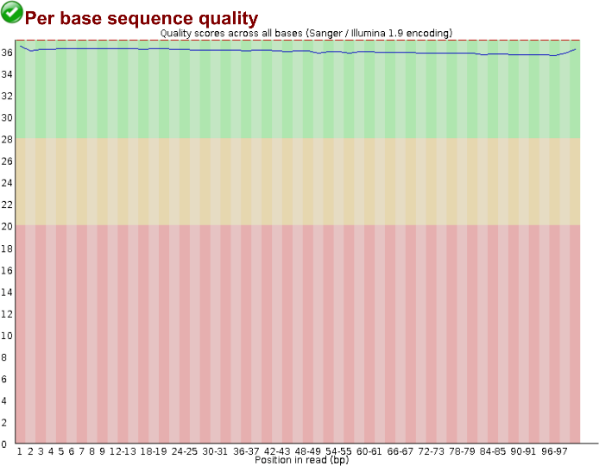

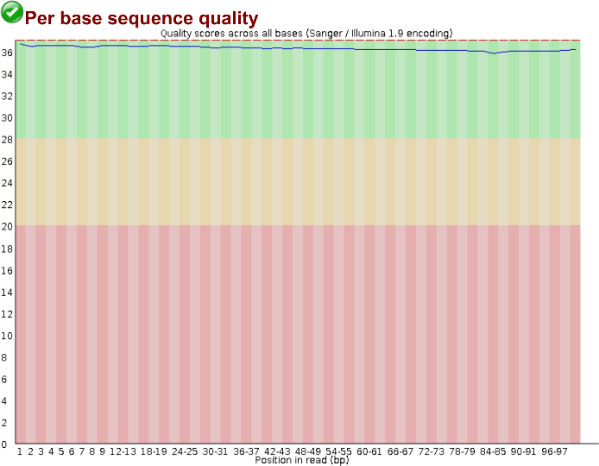
**D. CD1-brain-M-4M-DNA-3**

**E. CD1-brain-M-5M-DNA-5**

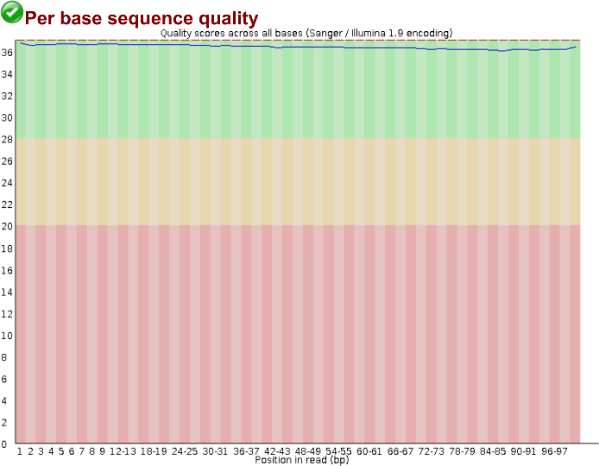

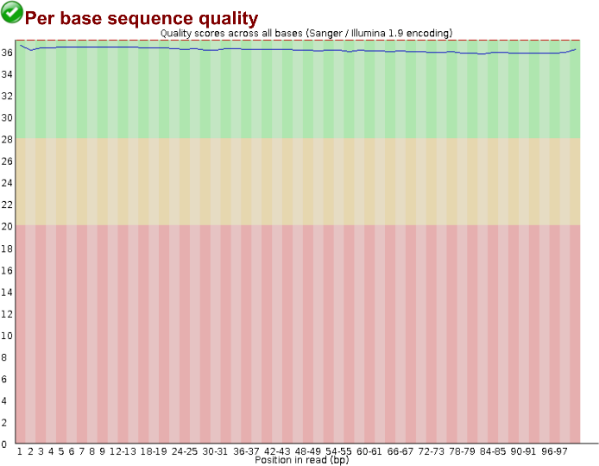

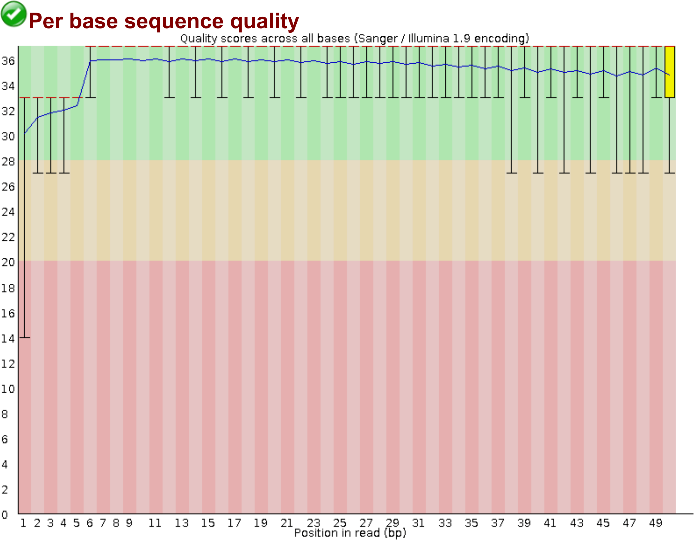
**F. Cont-Adipose-ATACseq-Rep1**

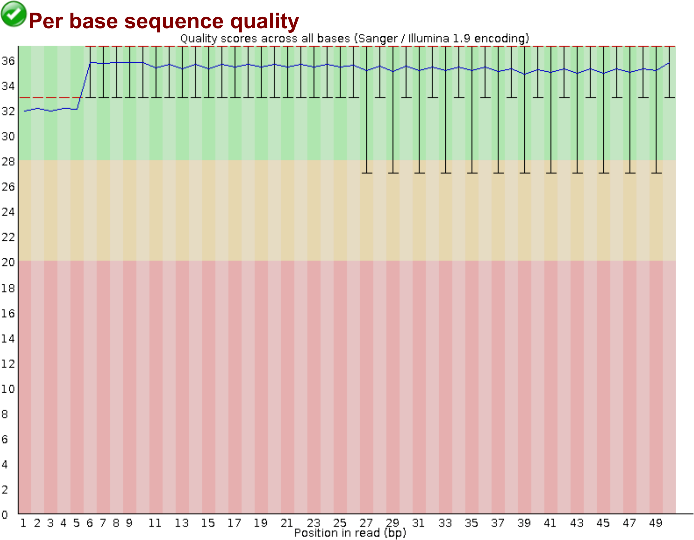

**Figure S1 (Cont.)**

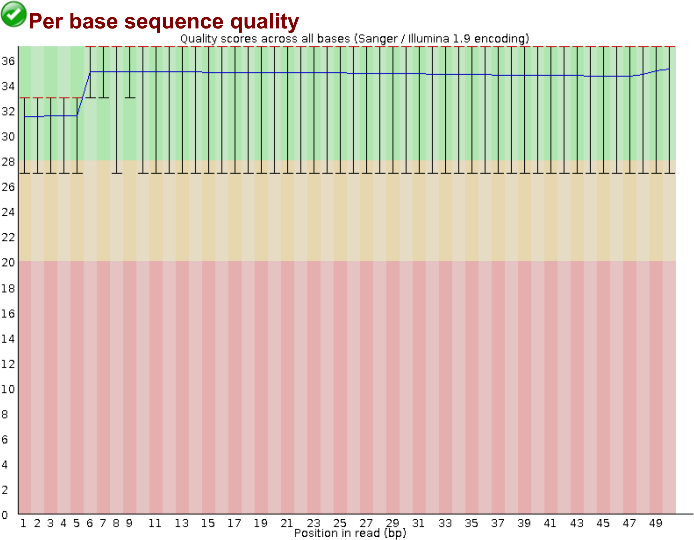

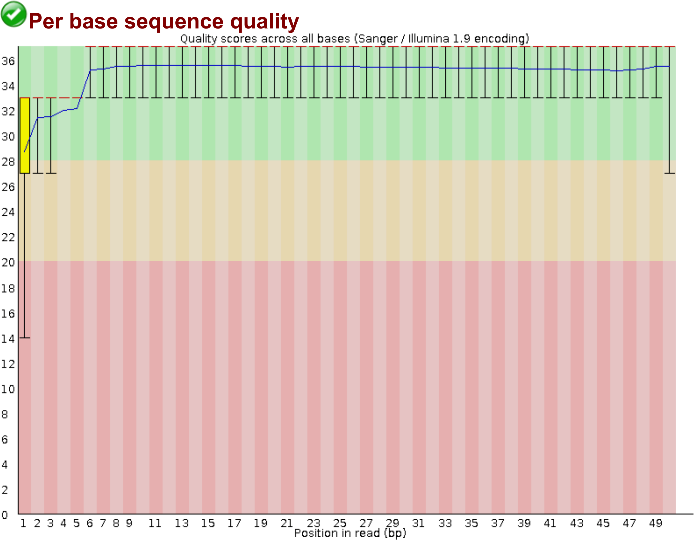
**G. Cont-Adipose-ATACseq-Rep2**

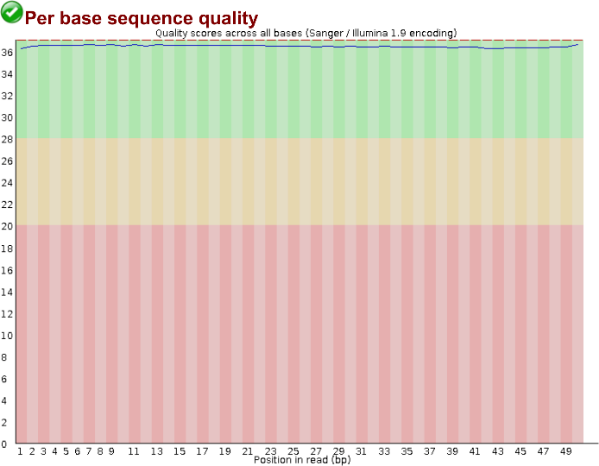

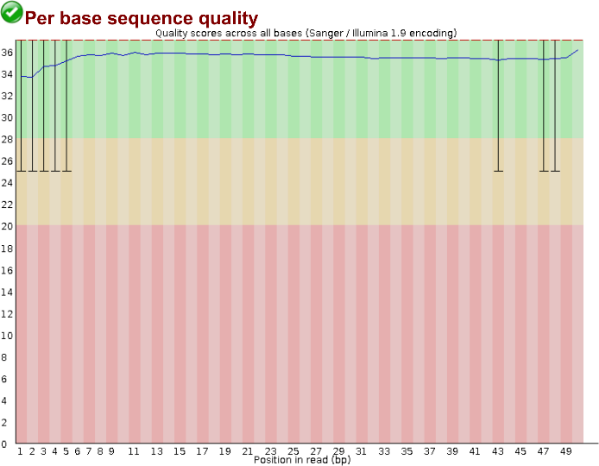
**H. BPAF4-Adipose-ATACseq-Rep1**

**I. BPAF4-Adipose-ATACseq-Rep2**

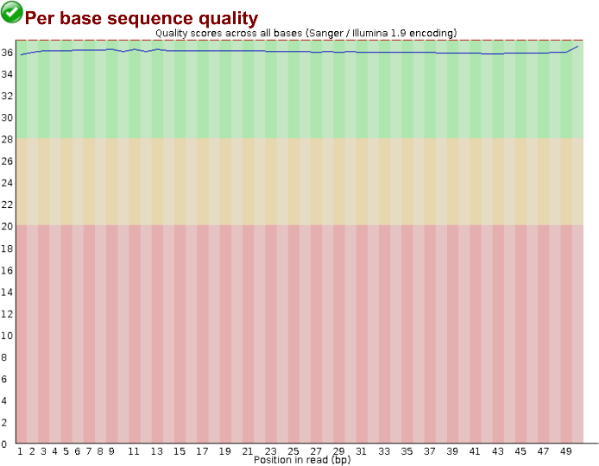

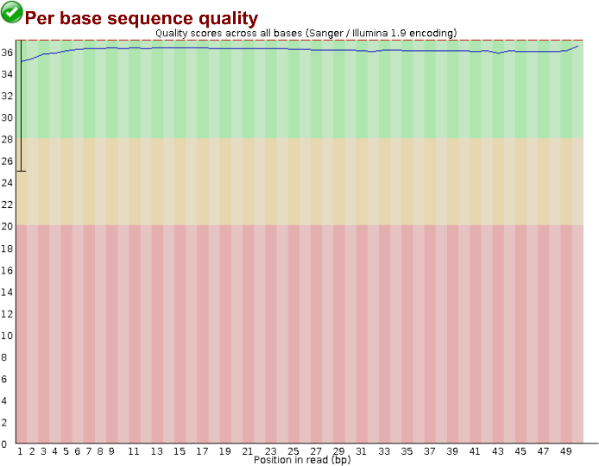

**Figure S1 (Cont.)**

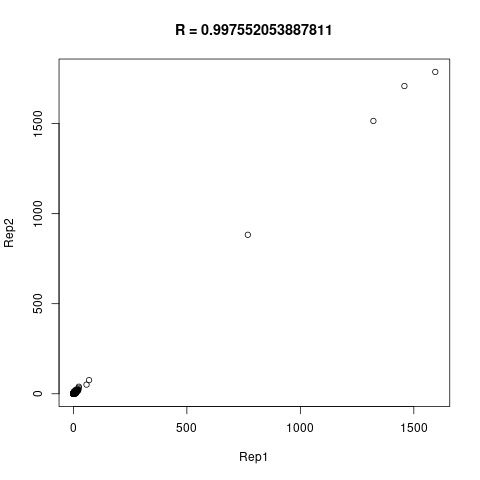

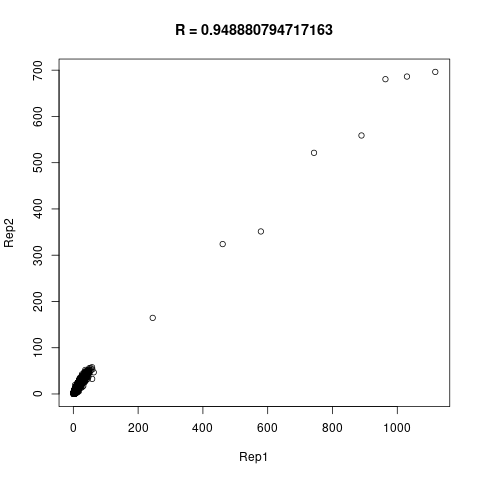
**J.** BPA Control

**K. Validation SNPs**

**
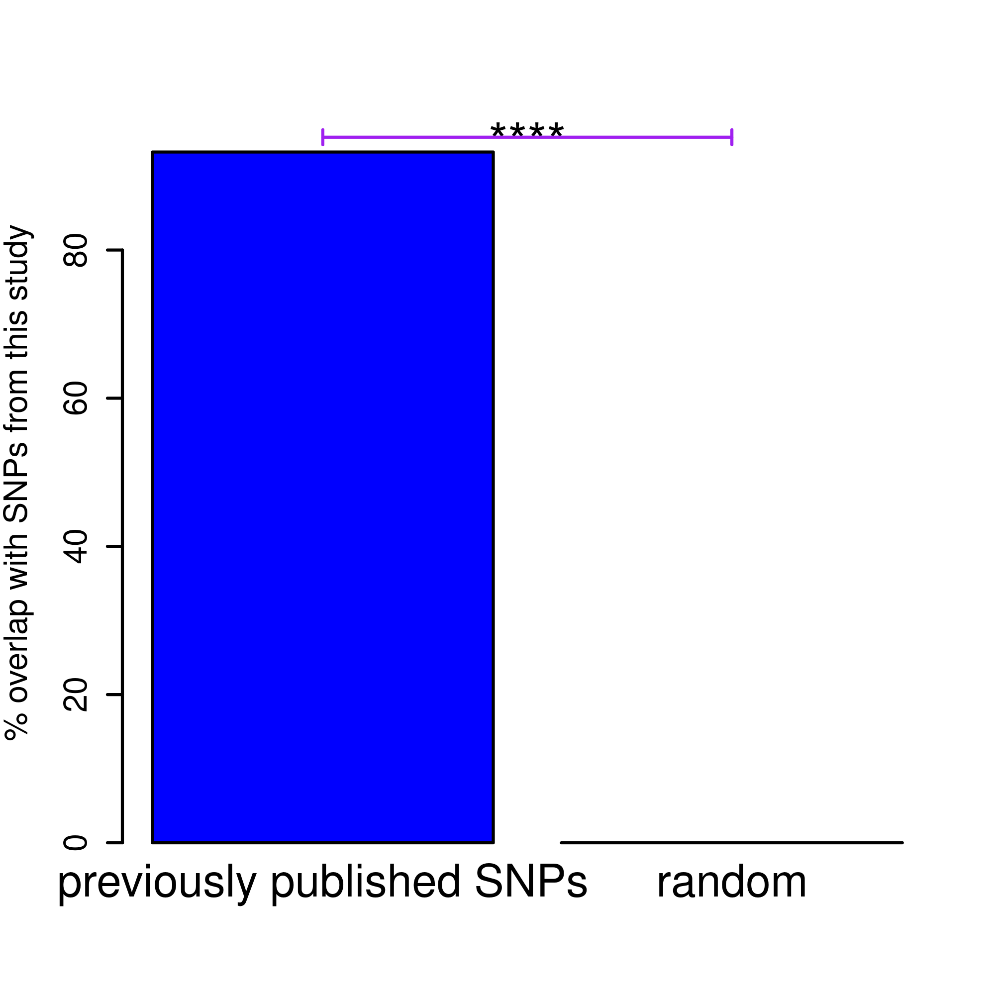
**

**Figure S1 (Cont.)**

**L. Non-Uniform SNPs Non-Uniform SNPs**

**
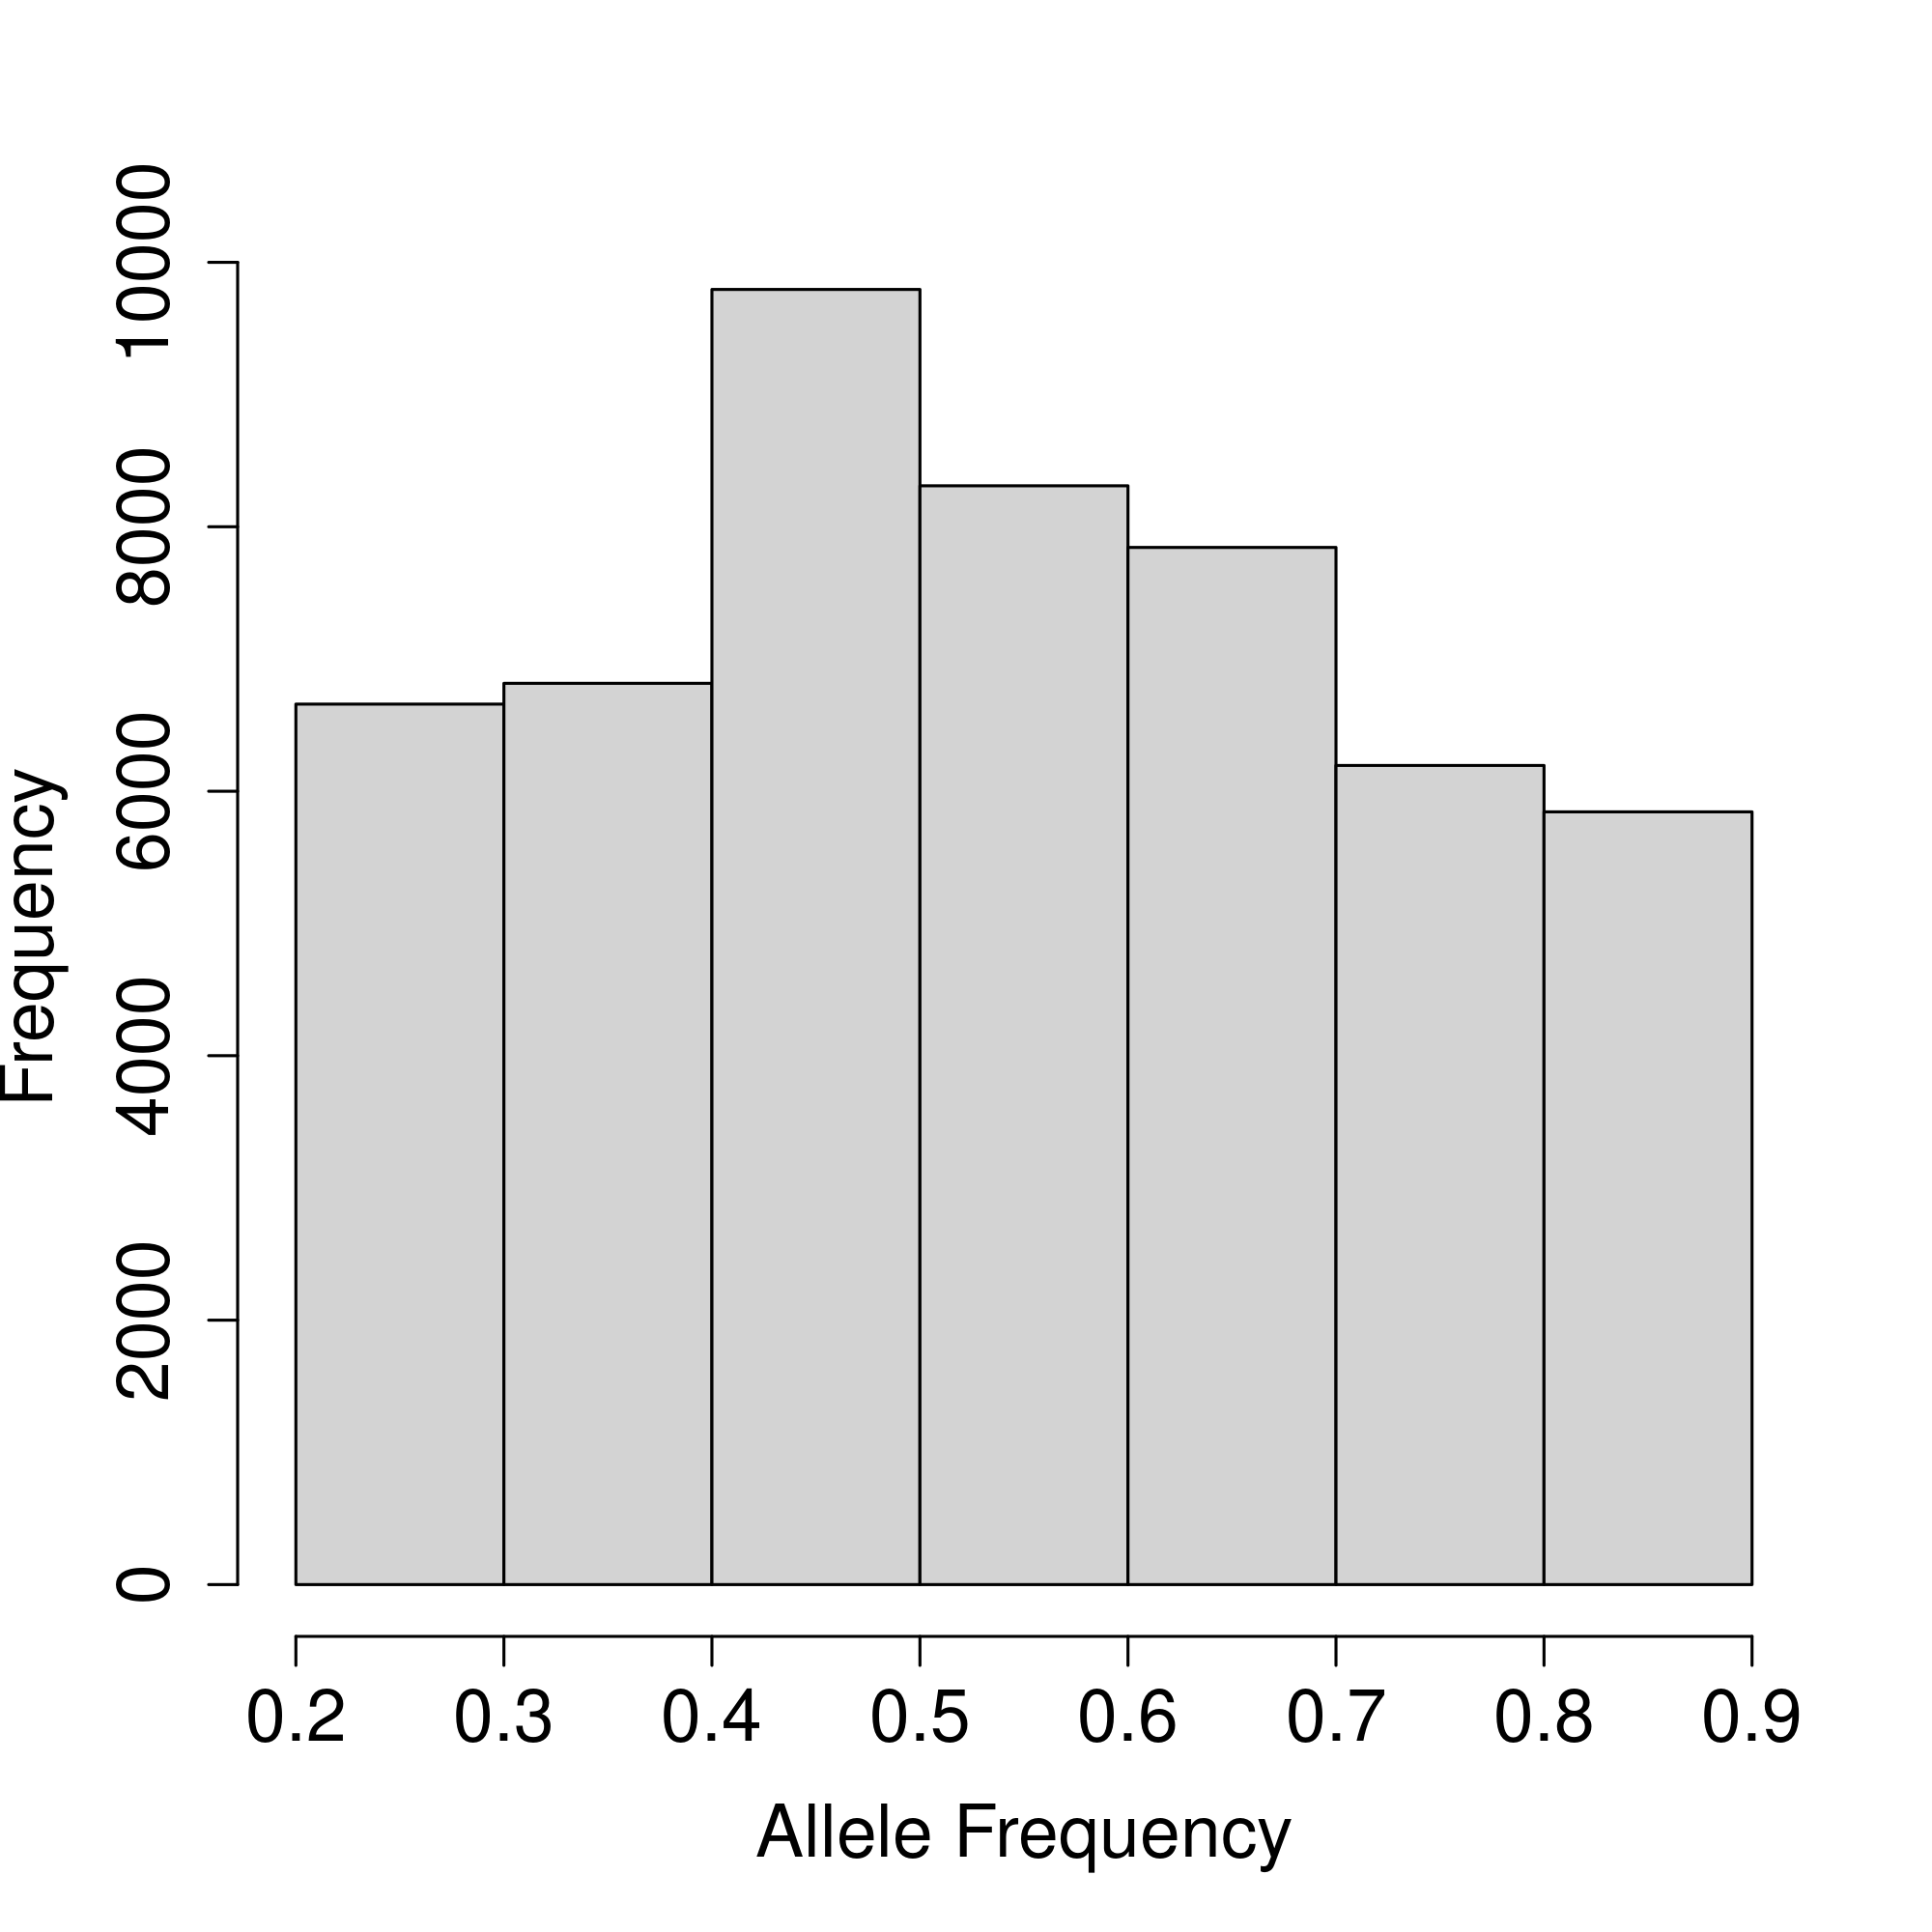

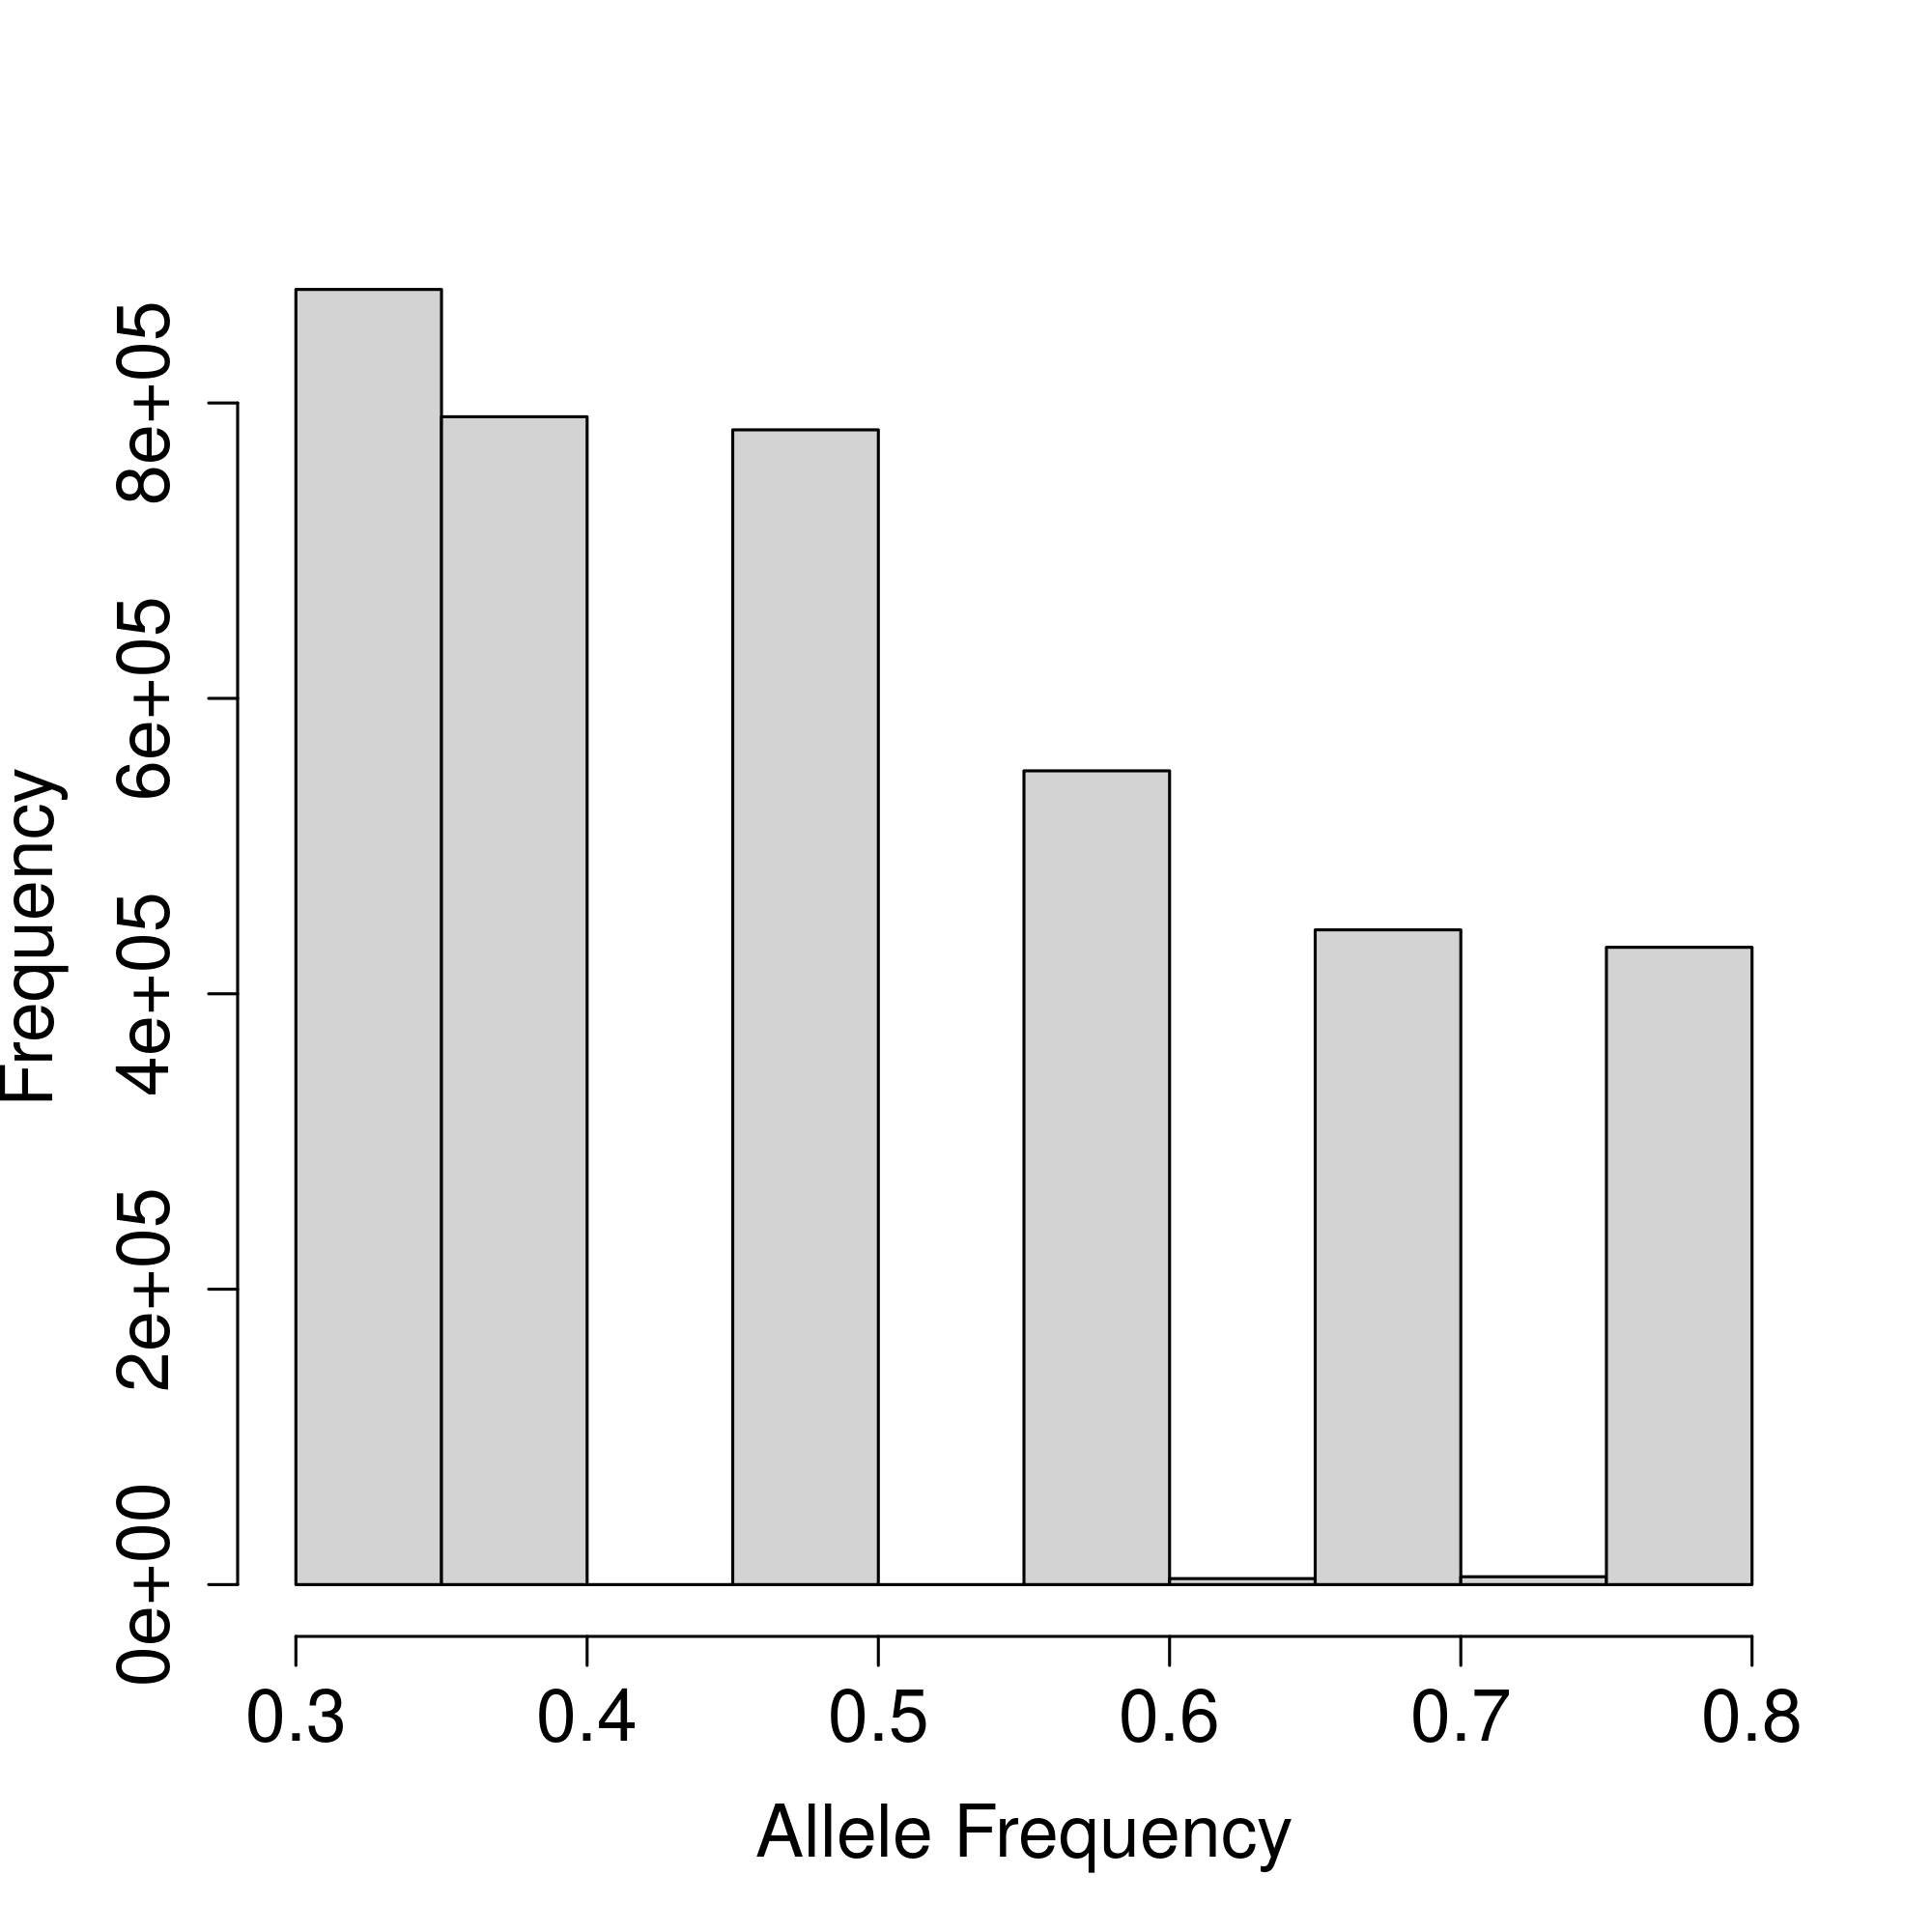
 1 alt. allele >1 alt. allele**

**Uniform Indels Uniform SNPs**

**1 alt. allele 1 alt. allele**

**
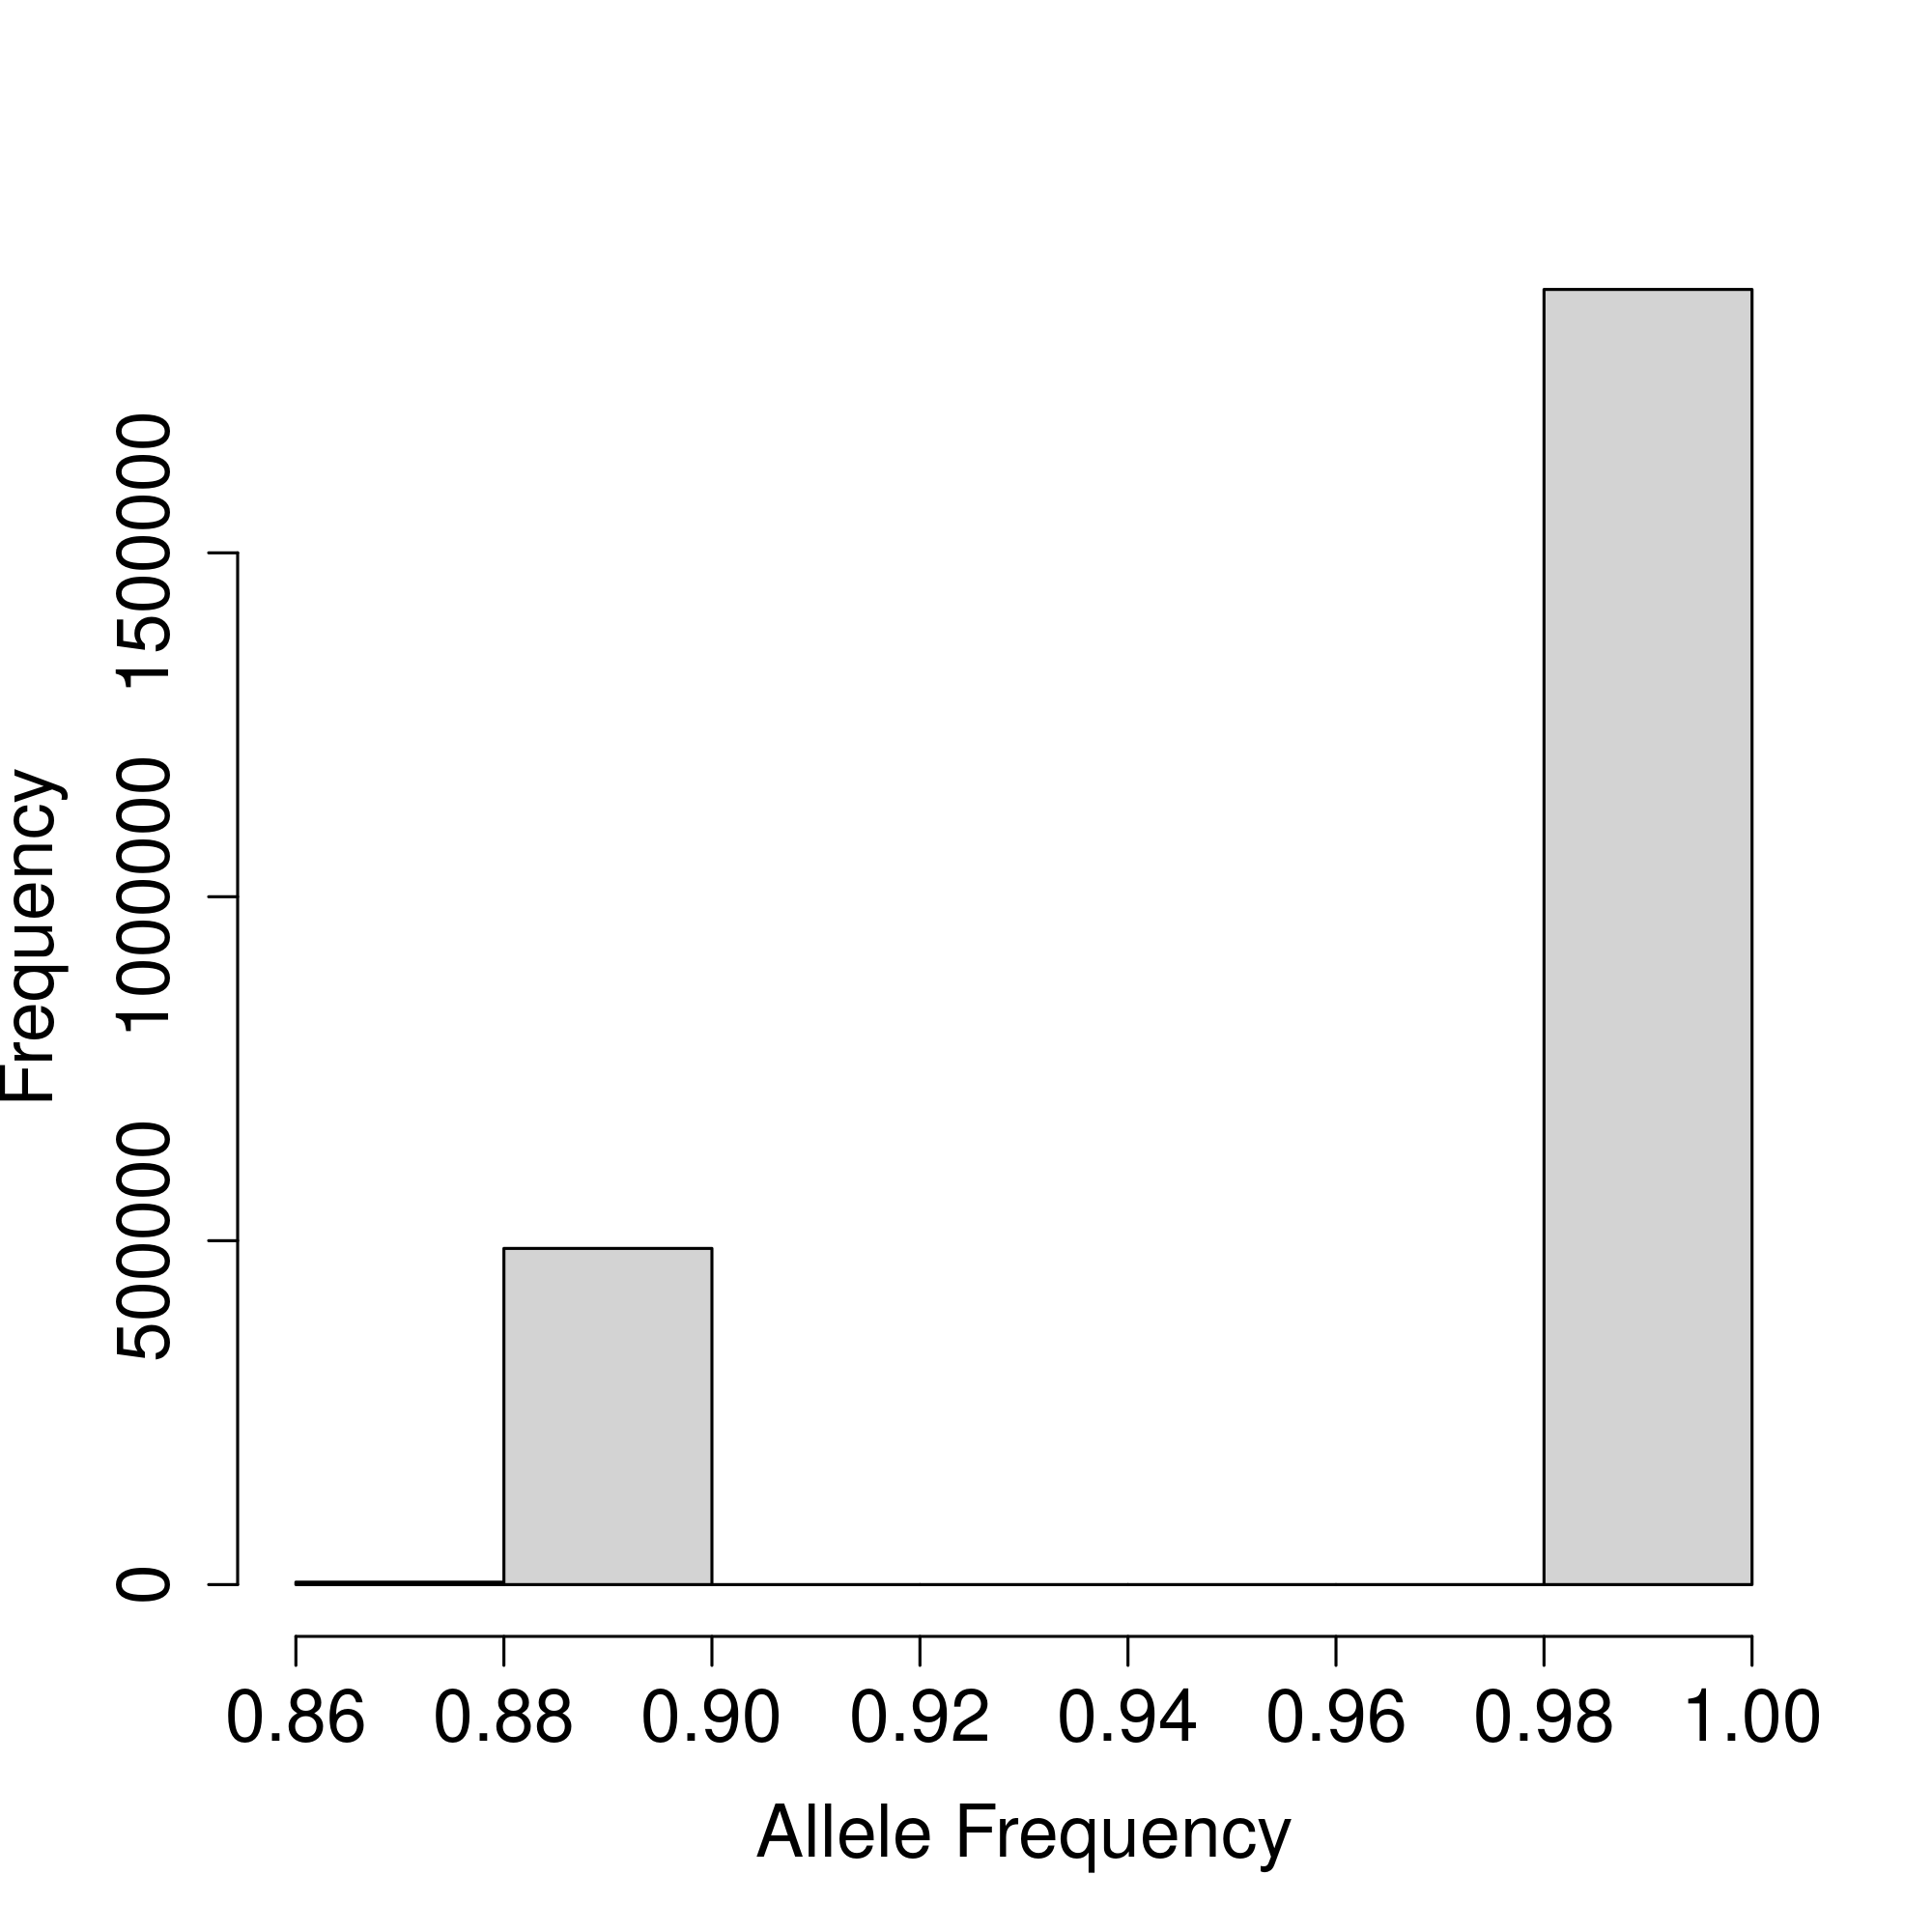

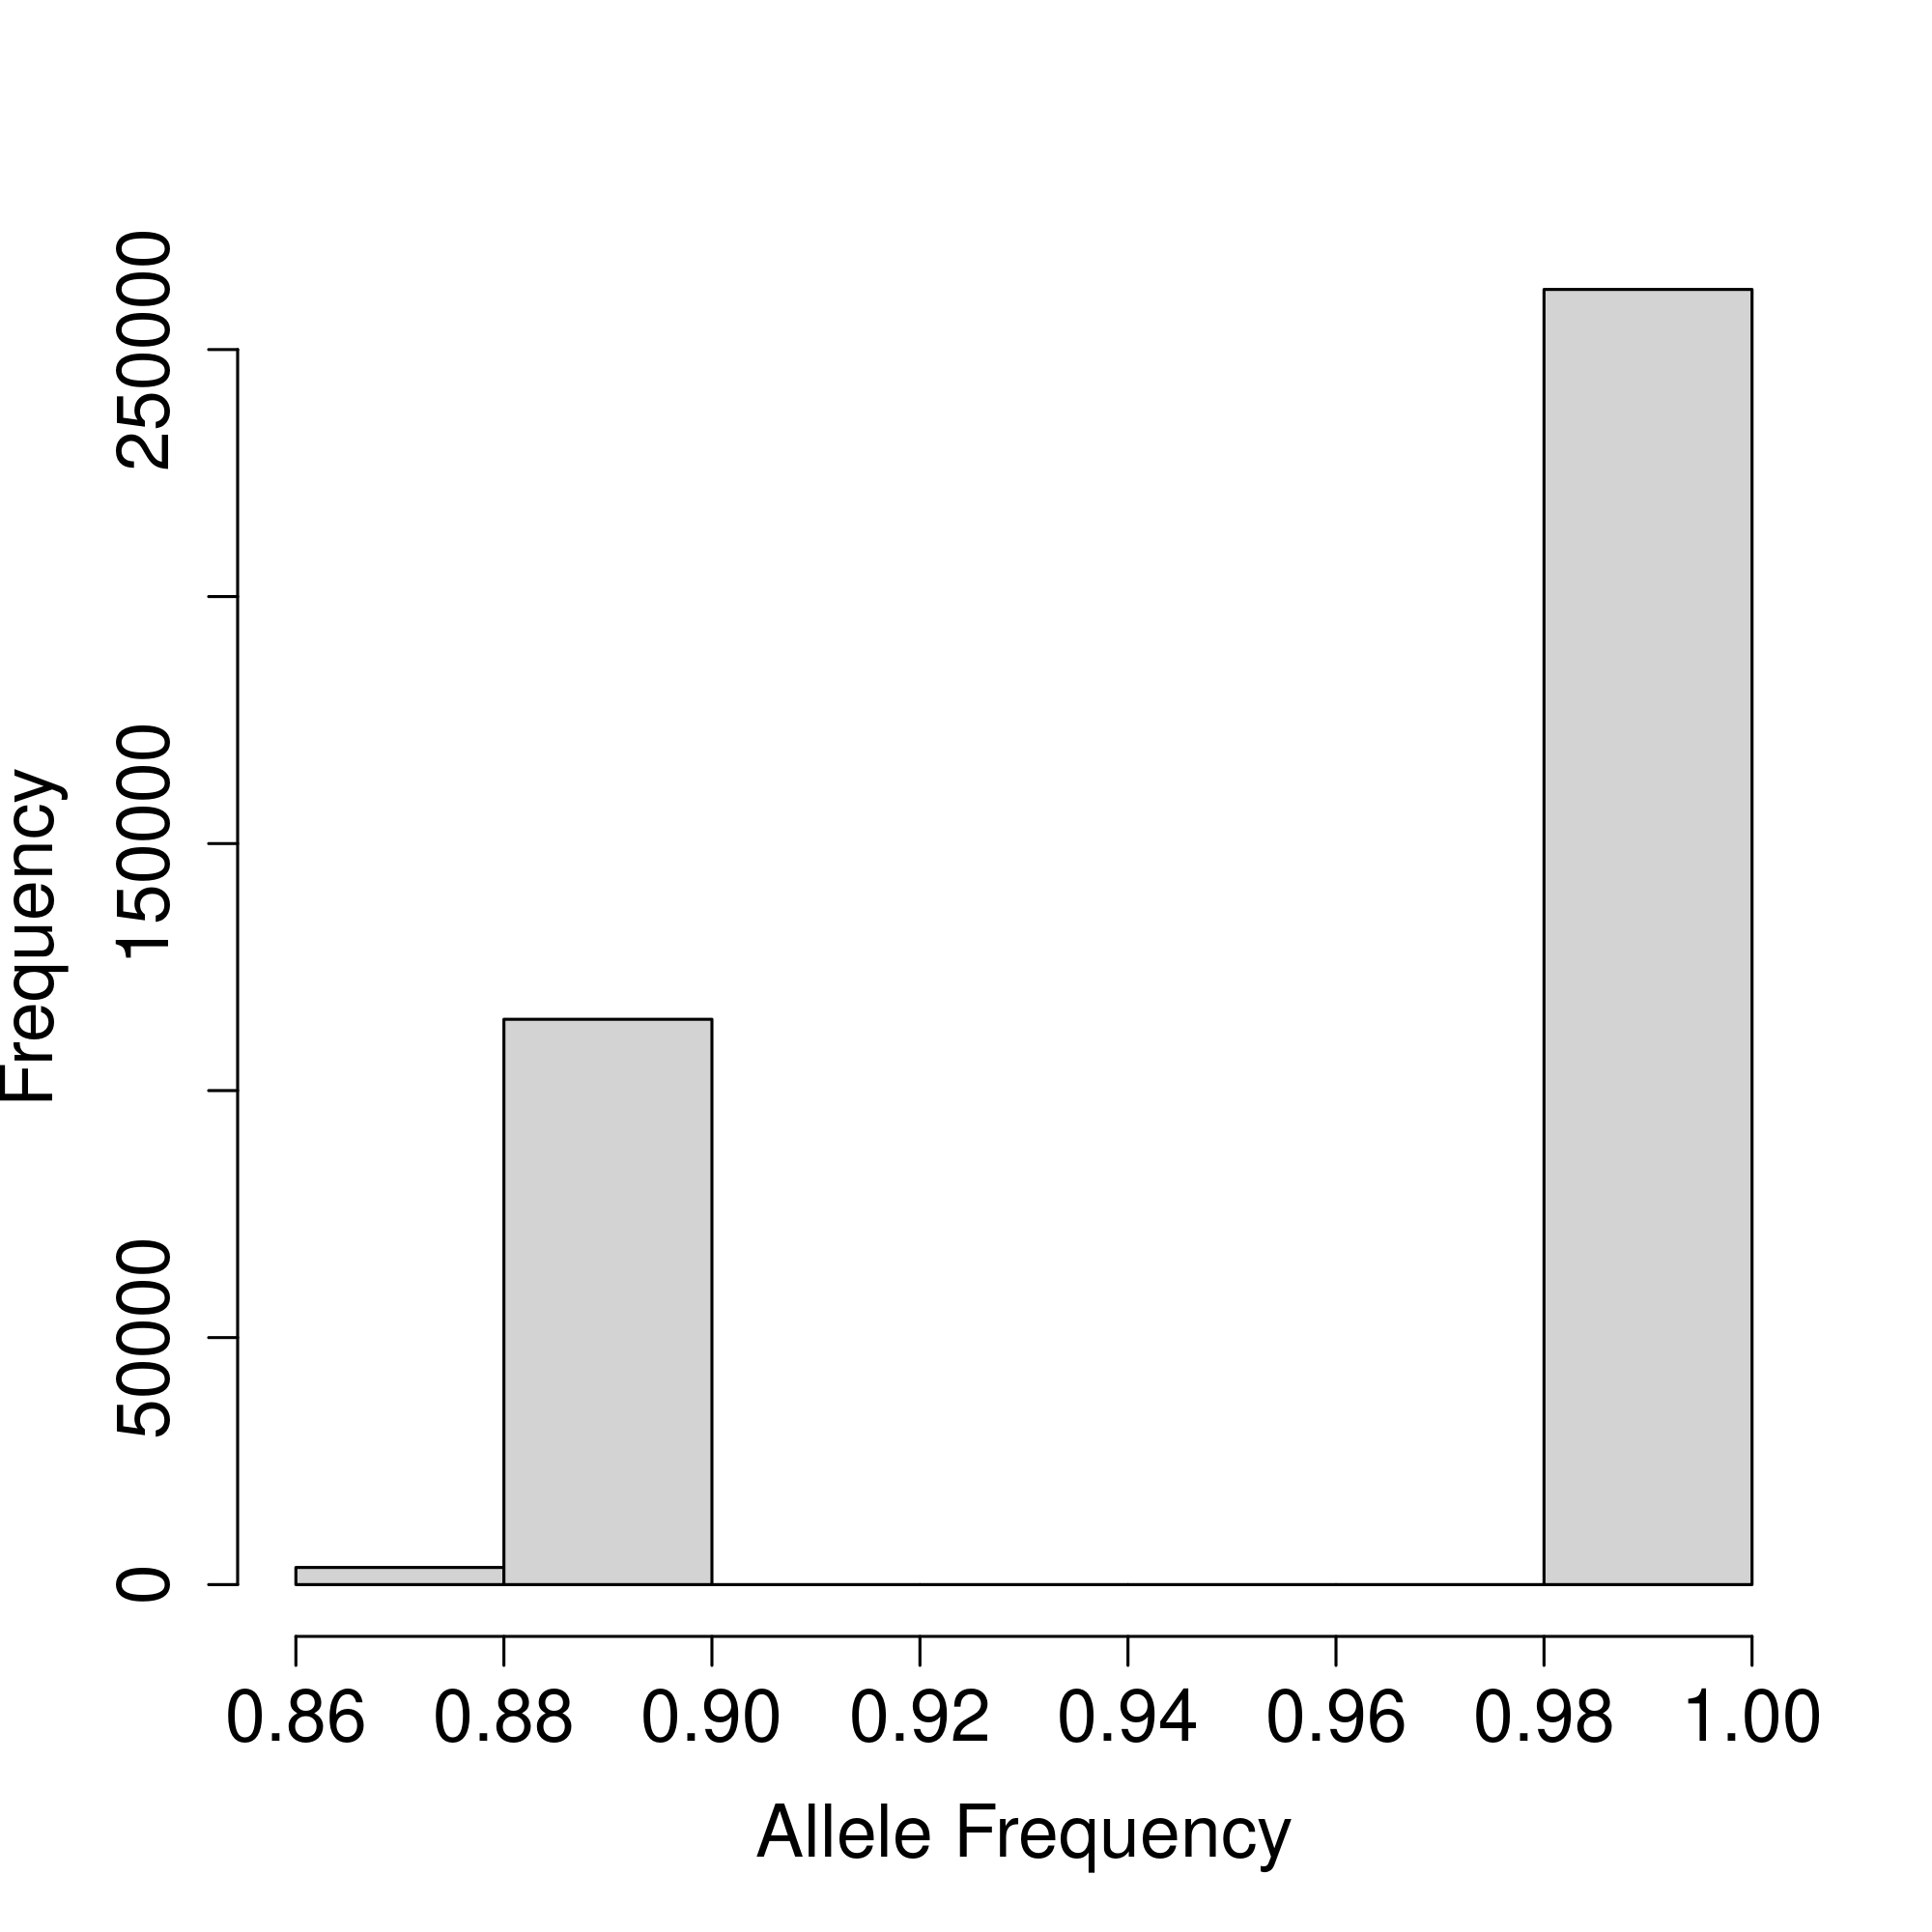
**

**Non-Uniform Indels Non-Uniform Indels**

**1 alt. allele >1 alt. allele**

**
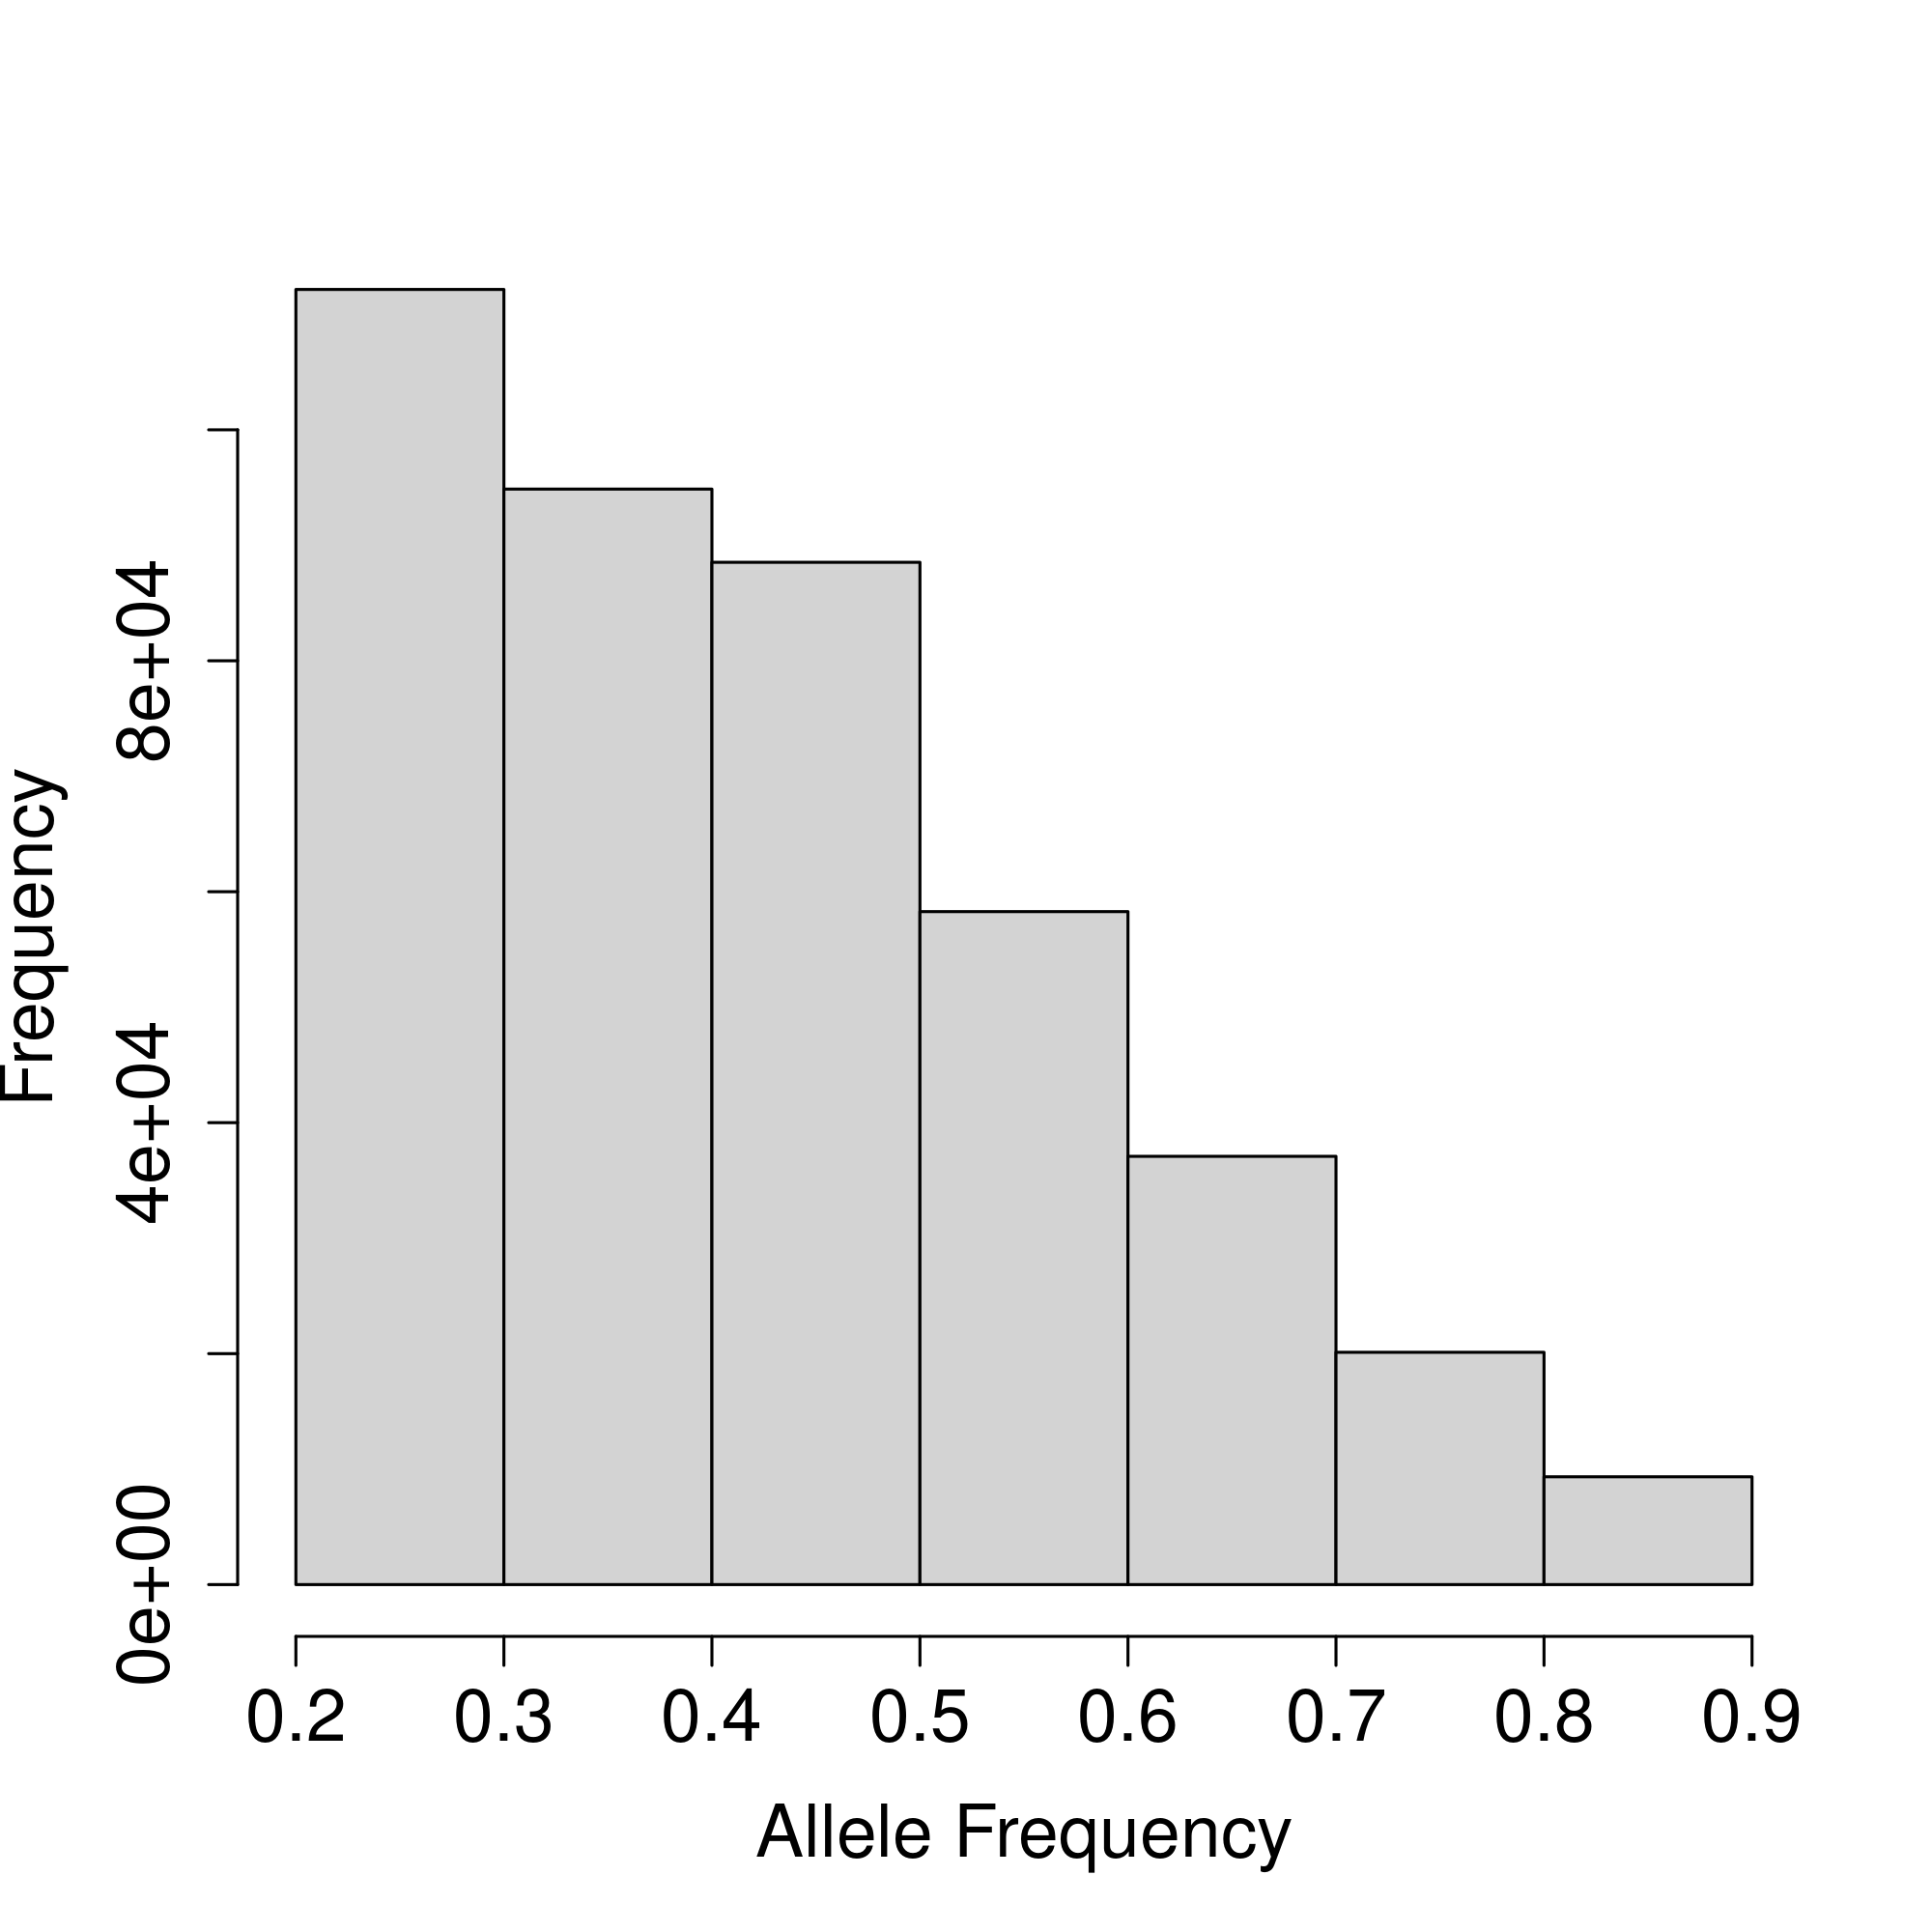

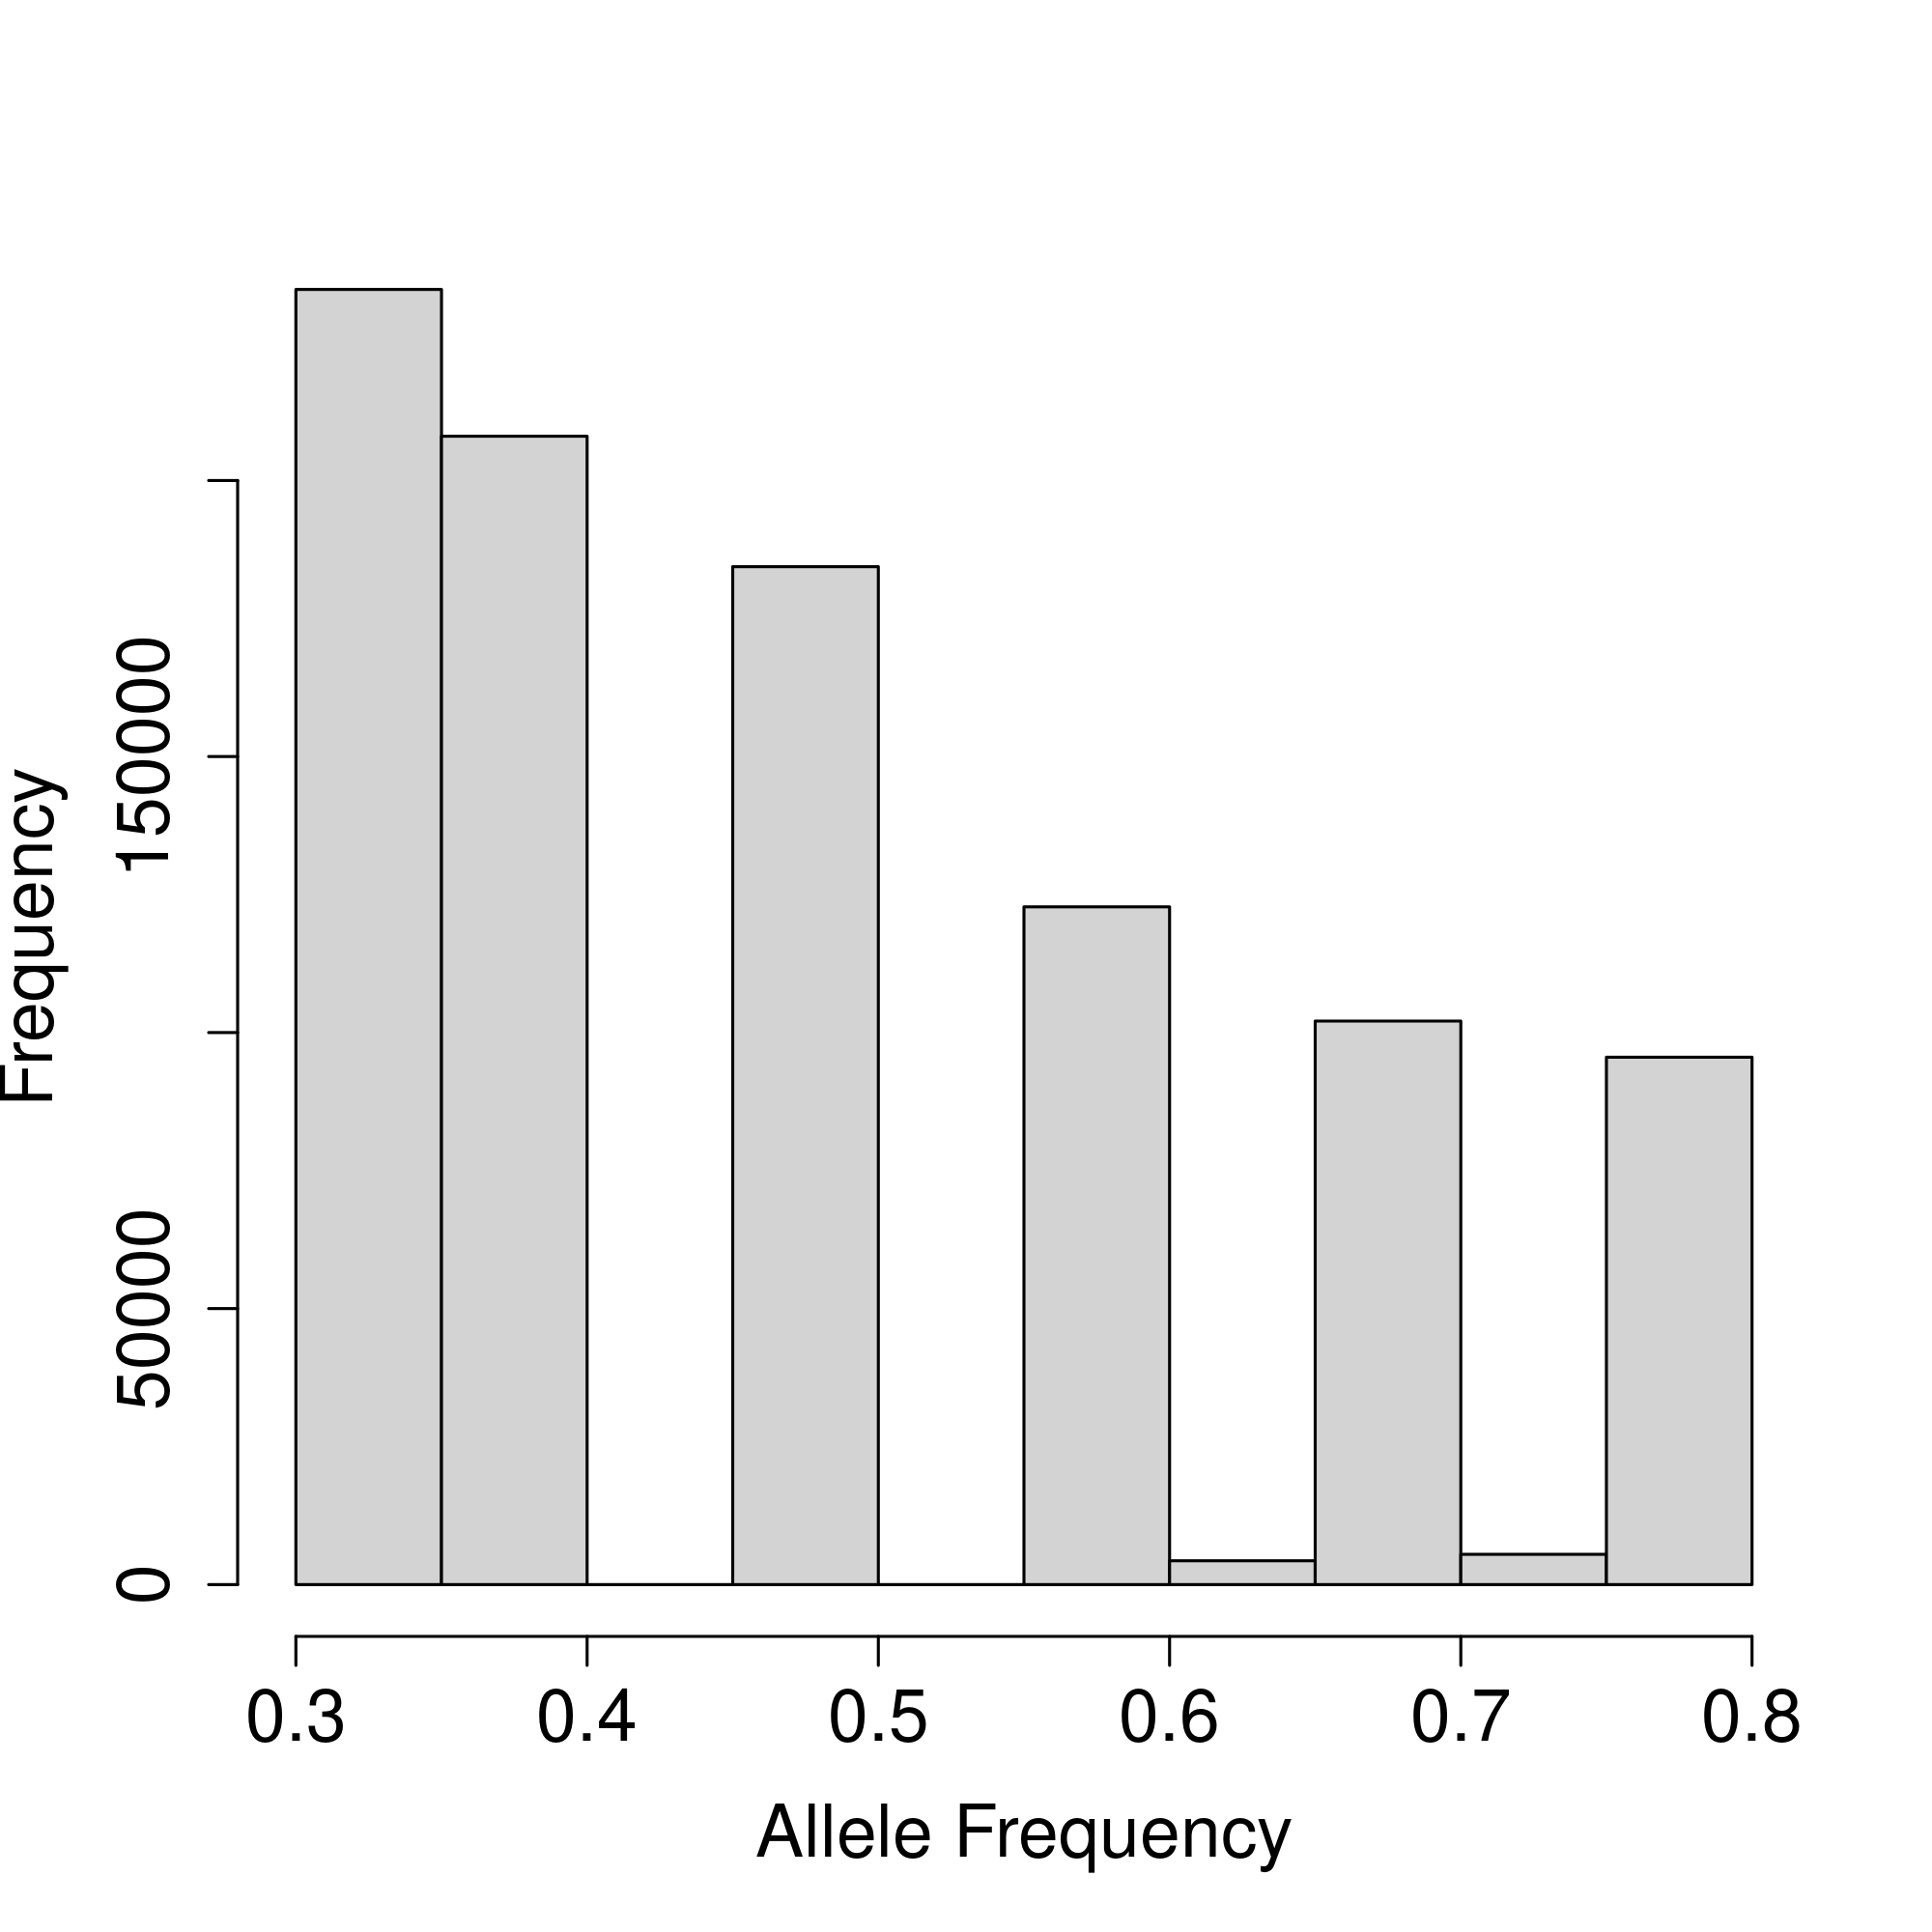
**

**Figure S1 (Cont.)**

**M.**

**
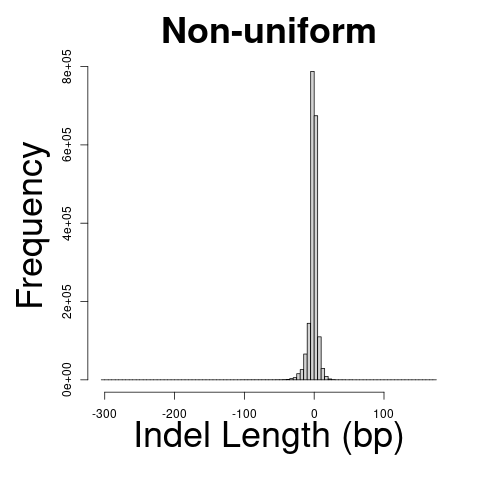

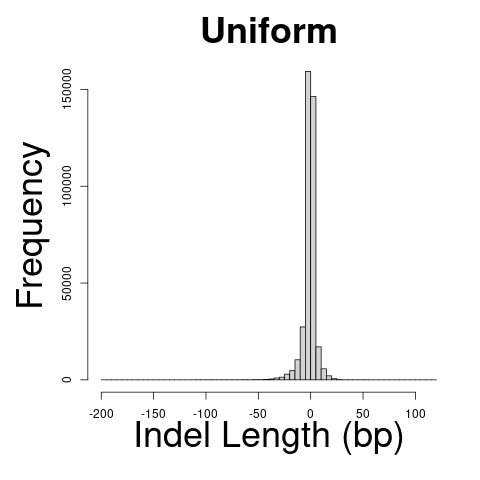
**

**
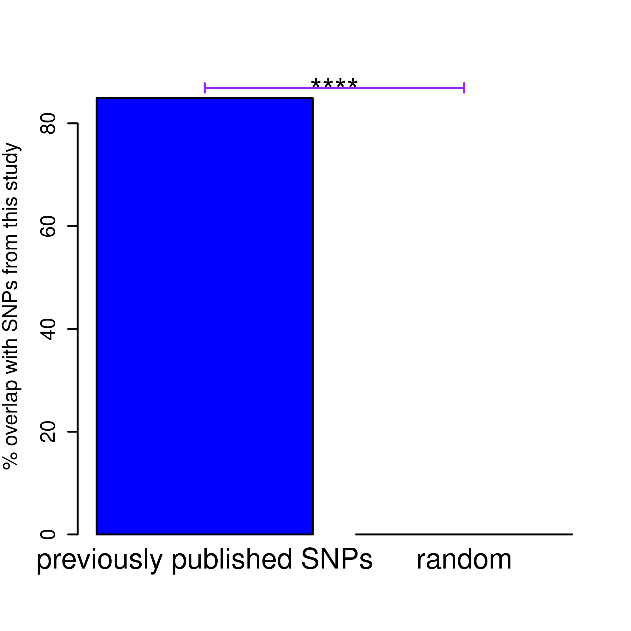

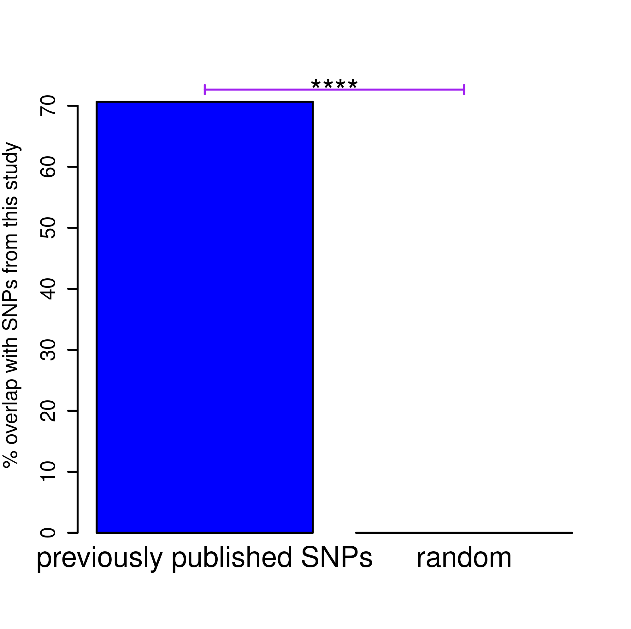
N. Non-uniform Unifor****m**

**Figure S1 (Cont.)**

**O.**

**
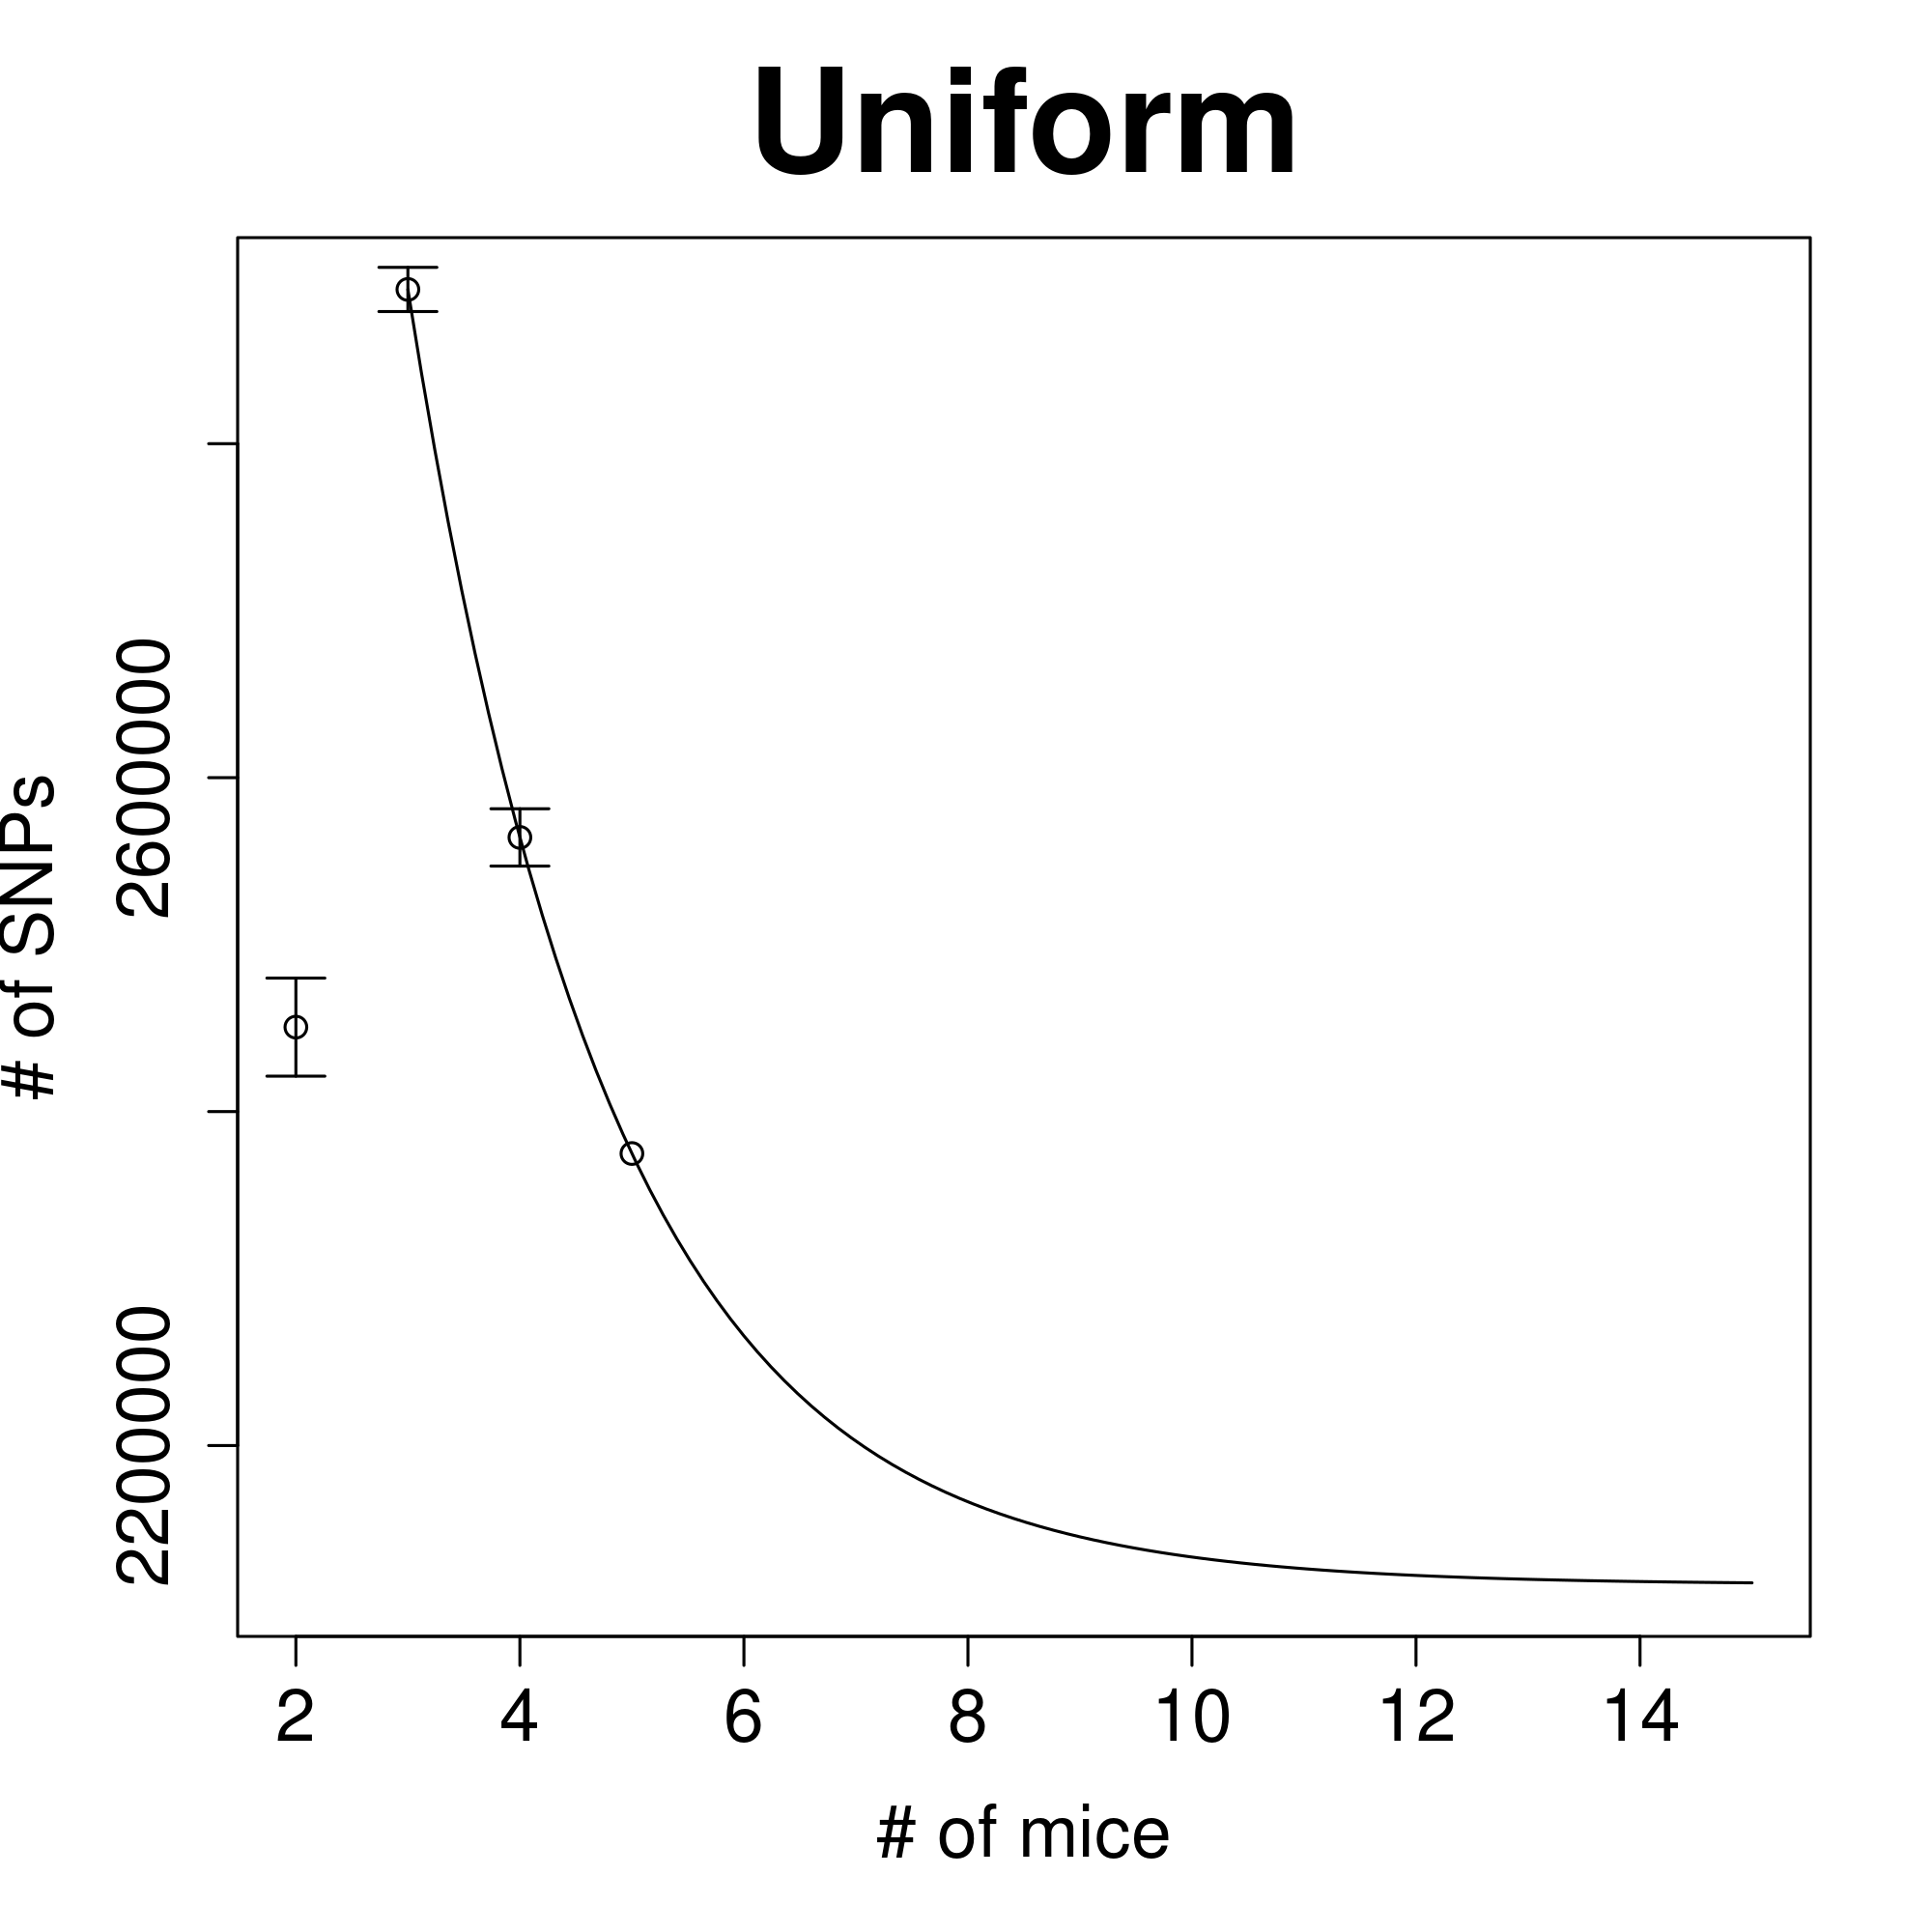

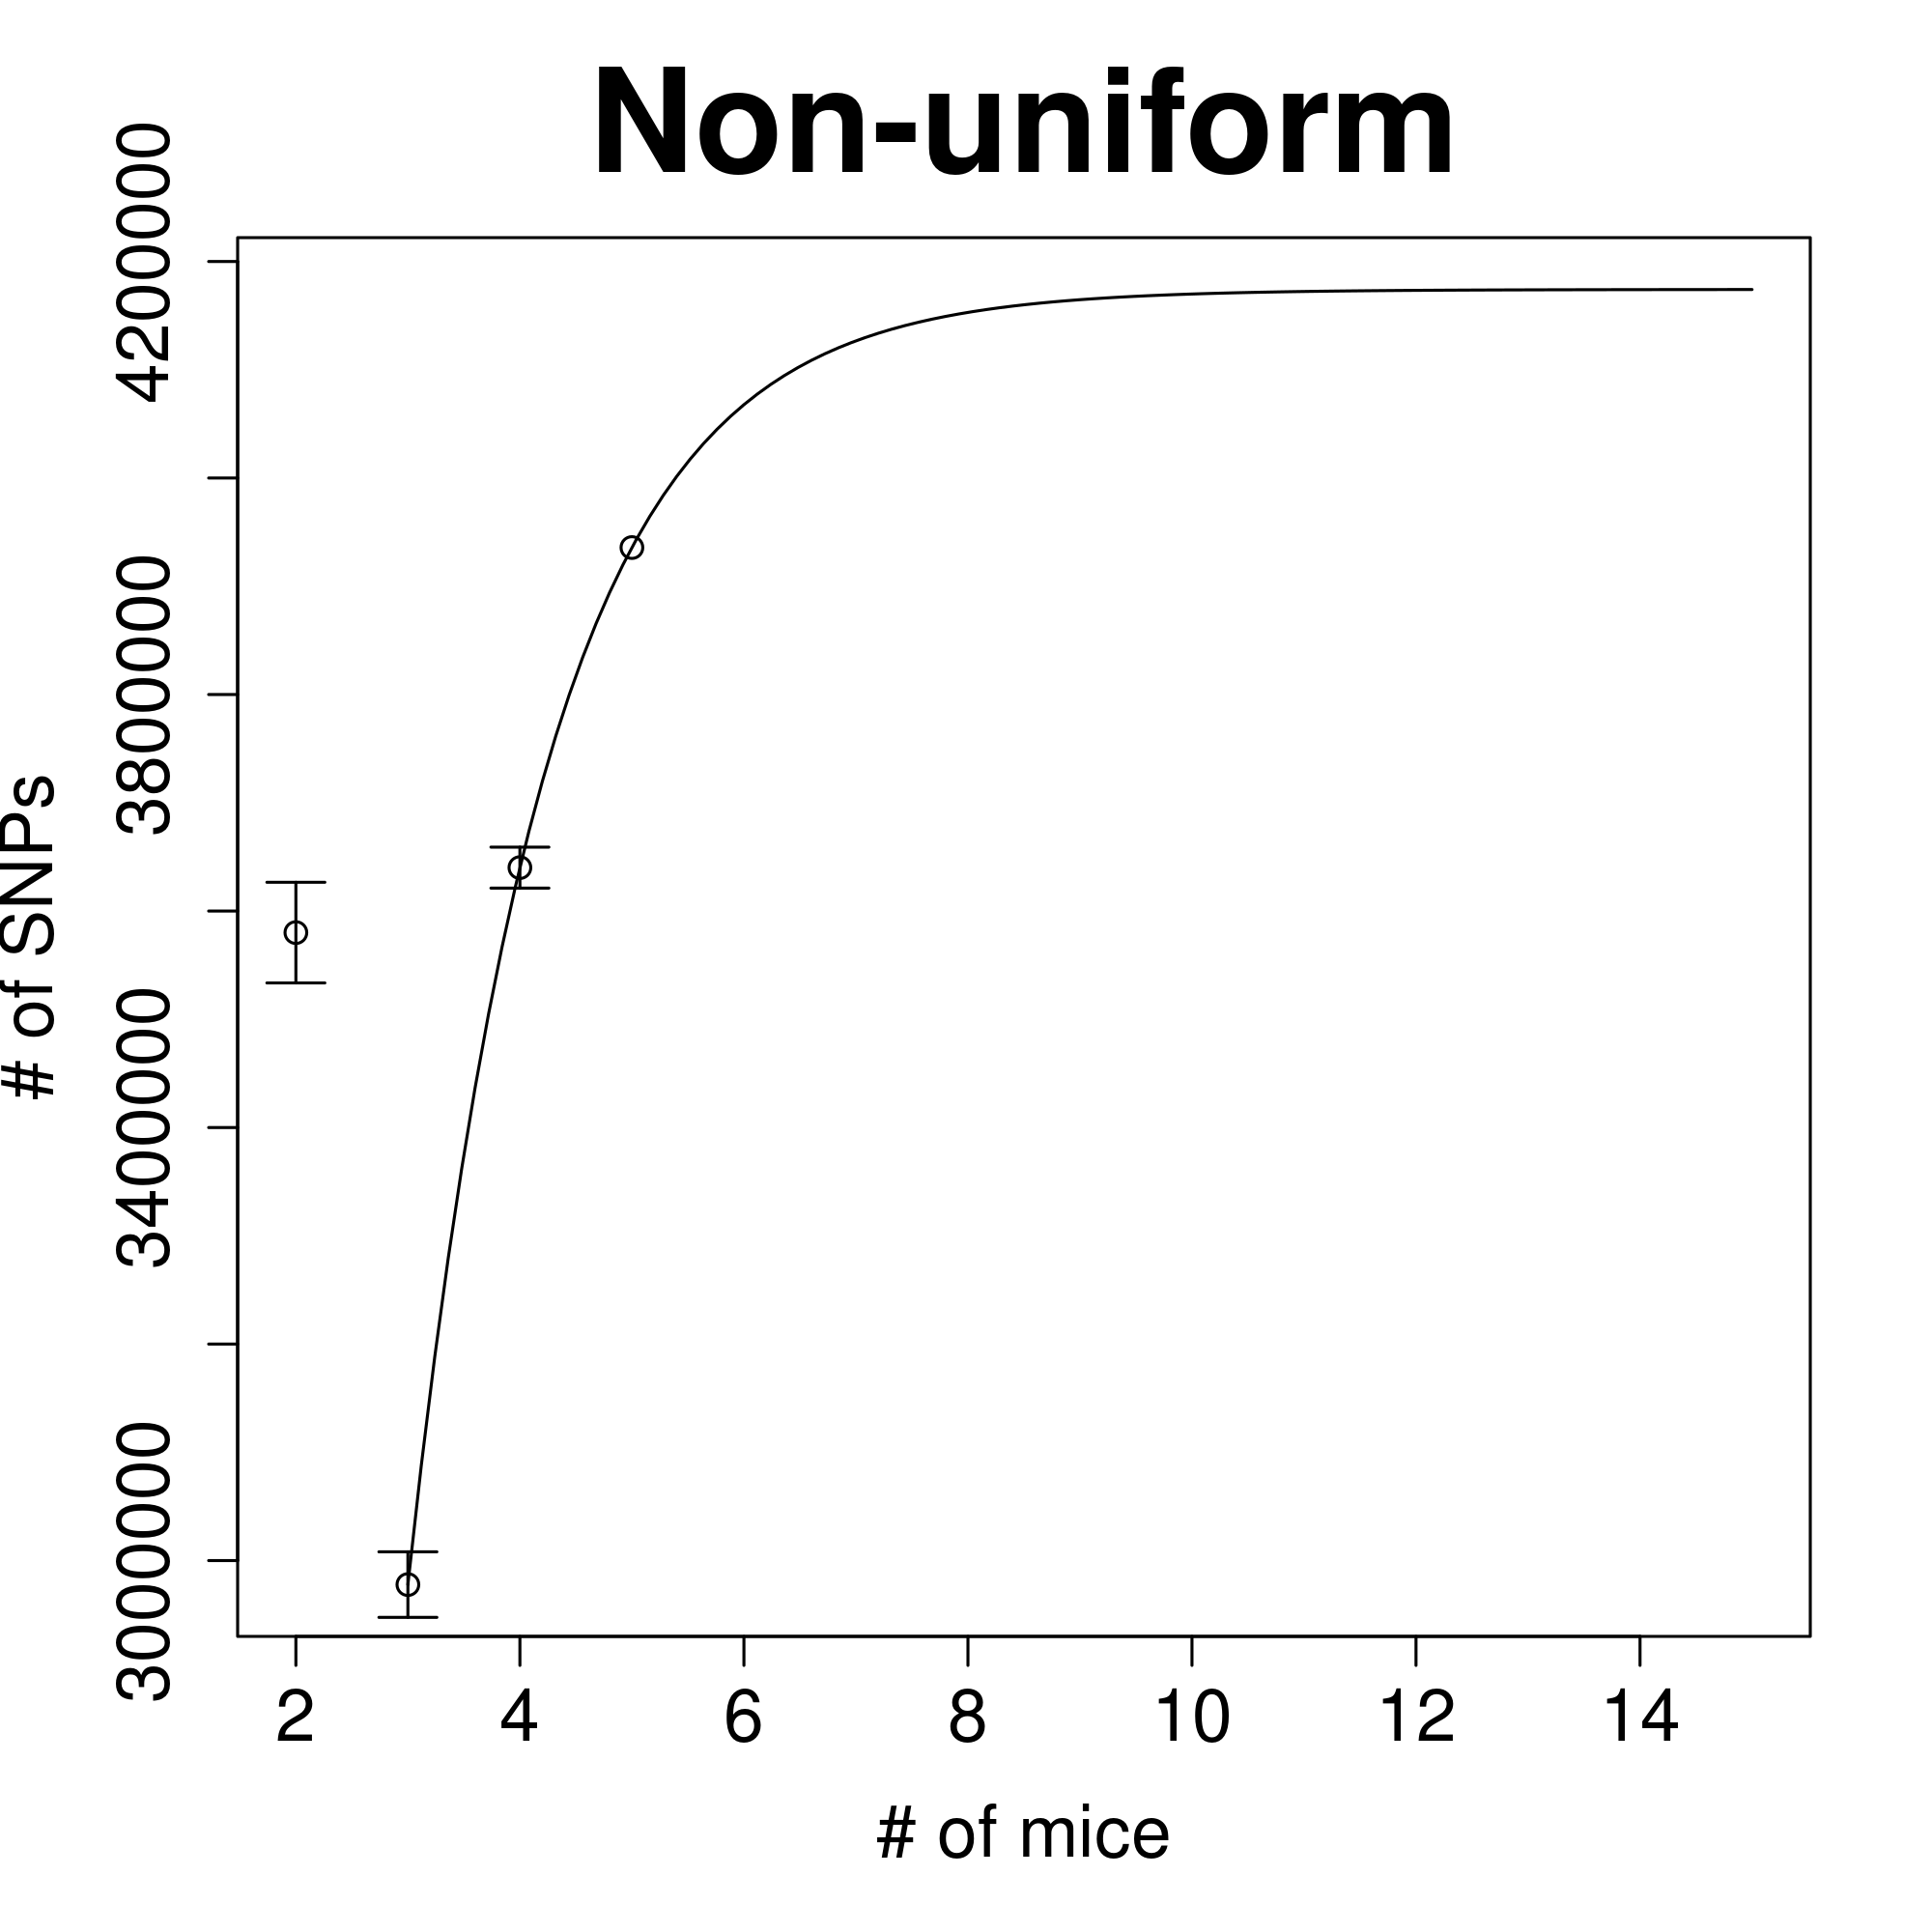
**

**Figure S1. Validation of sequencing data generated in this study. A-E** Plots showing the distribution of base quality scores at each position along the left and right read pair (left and right plots, respectively) for the indicated Cd1 gDNA sample. **F-I** Same as A-E, except for the indicated ATAC-seq sample. **J** Scatterplots comparing RPKM values of the two replicates of the indicated ATAC-seq sample generated in this study (BPA or Control). Pearson’s correlation coefficient is shown above each plot. **K** Barplot showing the percent overlap of the combined set of uniform and non-uniform, previously published SNPs that overlap with our SNPs before removal of low abundance and low frequency SNPs, and comparing that to the percent overlap of randomly shuffled regions with our SNPs before removal of low abundance and low frequency SNPs. **L** Histograms of the frequencies of the most abundant alternative allele for the indicated variant type. 1 alt. allele = variants with only 1 alternative allele that differs from the reference (mm10) allele; >1 alt. allele = variants with more than one alternative allele that

**Figure S1 (Cont.)**

differs from the reference (mm10) allele. Categories not shown do not have any variants. **M** Histograms of the distribution of non-uniform and uniform indel lengths (left and right plot, respectively). Positive values indicate insertions while negative values indicate deletions. **N** Same as K, except using just non-uniform SNPs (left panel), and just uniform SNPs (right panel). **O** Plots showing the number of non-uniform and uniform SNPs acquired upon down-sampling to the indicated number of mice. Down-sampled points are averaged over all possible subsets, and the mean±S.E.M. are shown. Also shown are asymptotic curves fitted using nonlinear least squares regression. P-values in this figure were calculated by Fisher’s exact test, with cutoffs shown as follows: * p < .01 ; ** p < .001 ; *** p < .00001 ; **** p < .0000000001.

**Figure S2**

**
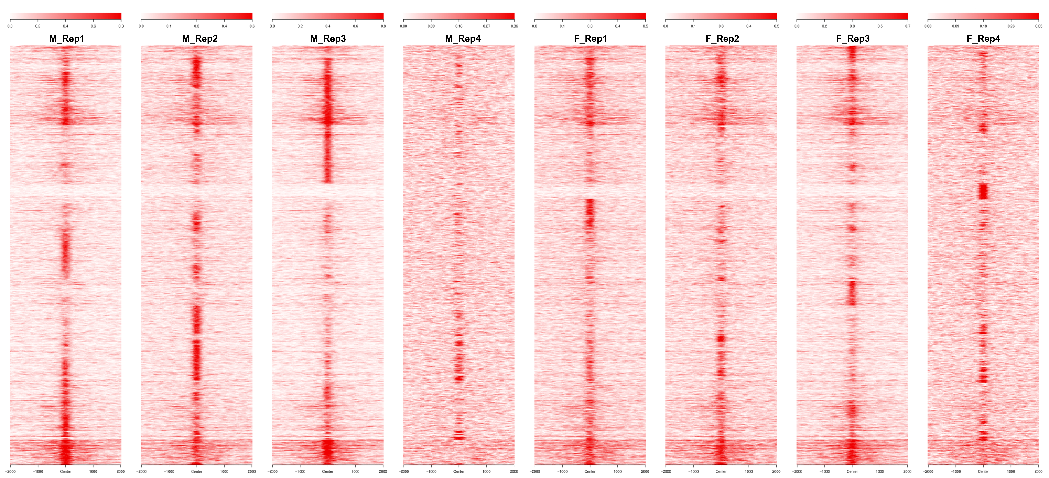
A.**

N=9602

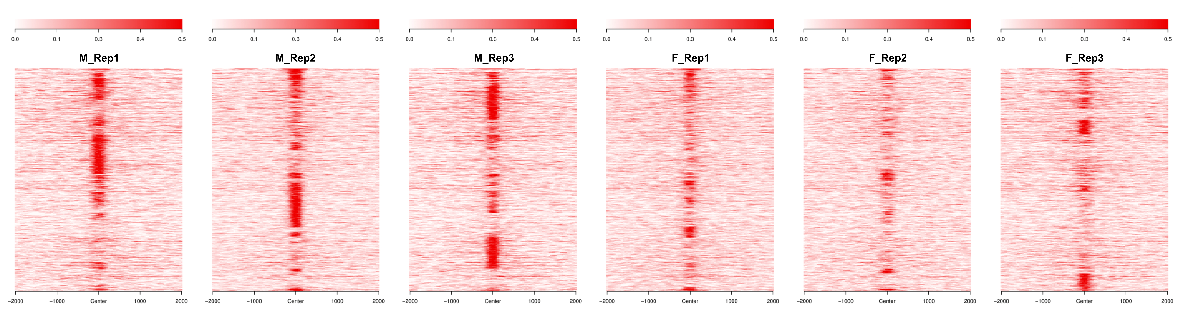
**B.**

N=3387

**Figure S2 (Cont.)**

**
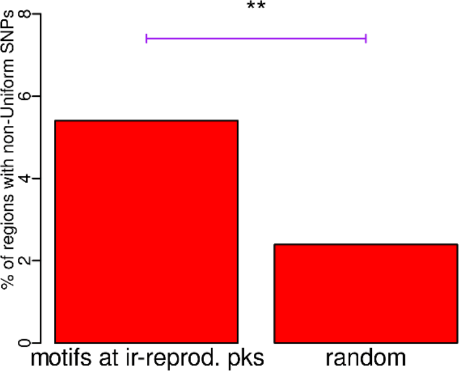

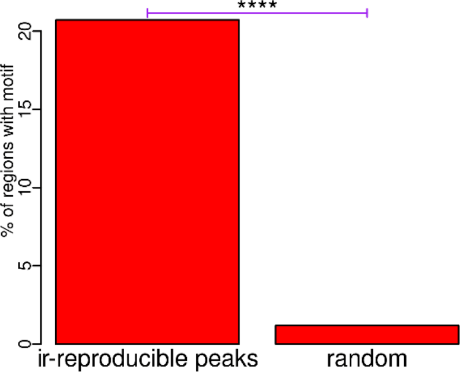
C. D.**

motifs at irreprod. pks random

irreproducible peaks random

**_
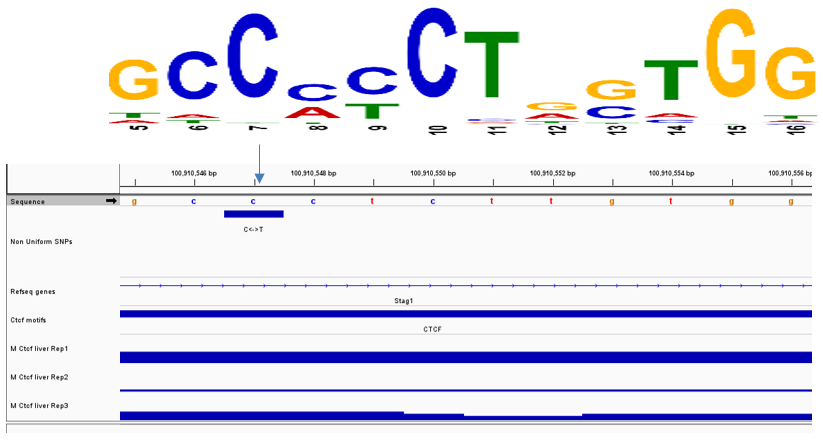
_E.**

**_
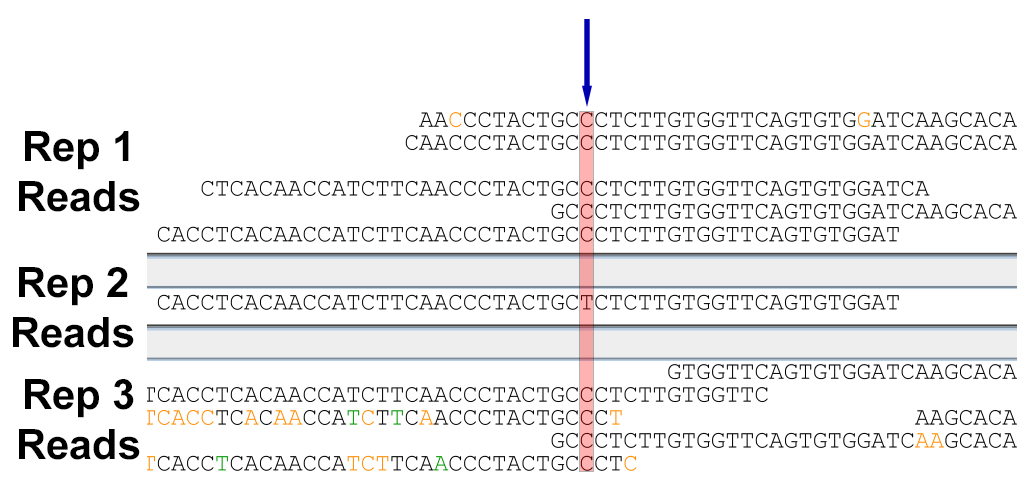
_F.**

**Figure S2 (Cont.)**

**
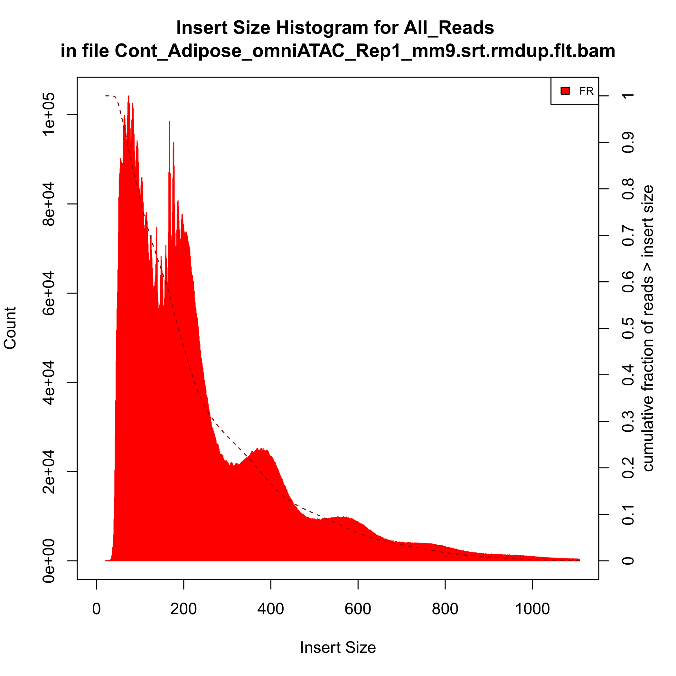

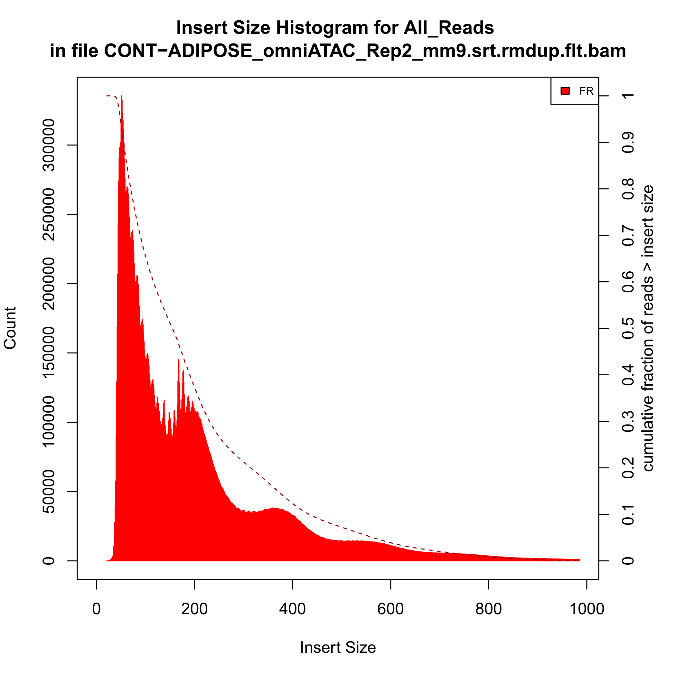
G.**

**
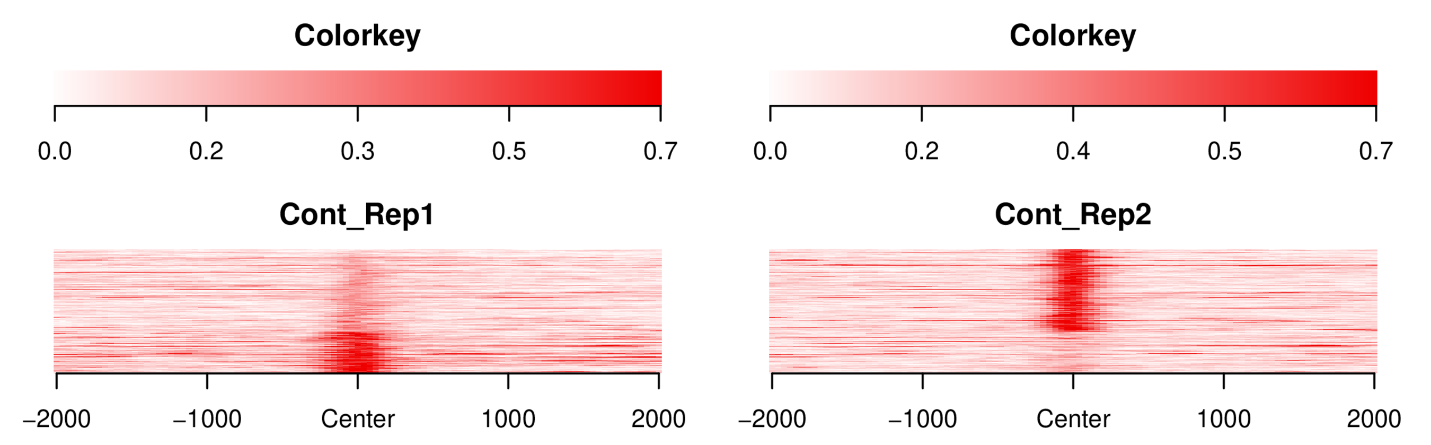
H.**

N=521

**Figure S2. Related to Figure 1. A** Heatmaps showing the enrichment of Ctcf ChIP-seq signal at irreproducible peaks when all four replicates from both male and female liver samples were considered. **B** Same as **A,** except in this case, only considering replicates 1-3 of both the male and female samples. **C** Barplots comparing the percentage of CTCF irreproducible peaks (with

**Figure S2 (Cont.)**

replicates 1-3 of both male and female samples considered) with a called CTCF motif near the summit, to the ratio of randomly shuffled regions that contain a CTCF motif. **D** Barplots comparing the percentage of CTCF motifs at irreproducible peaks (with replicates 1-3 of both male and female samples considered) that overlap with a non-uniform SNP to the percentage of randomly shuffled regions that overlap a non-uniform SNP. Only motifs within 25 bp of a summit were considered. **E** Genome browser image of Reads per million (RPM)-normalized CTCF ChIP-seq coverage around a non-uniform SNP that occurs at a highly conserved C in a called CTCF motif. The reverse-compliment CTCF motif is pictured at top. **F** The sequenced CTCF ChIP-seq reads from the indicated replicate that map to the non-uniform SNP displayed in Figure S1E. Nucleotides are colored according to their phred sequencing quality score as follows: black for 30 or above, orange < 30, green < 20, blue < 10. The non-uniform SNP is highlighted. **G** Histograms of the fragment length distribution for the two replicates of adipose ATAC-seq in control, CD-1 mice. **H** Heatmaps showing enrichment of ATAC-seq signal at irreproducible ATAC-seq peaks. P-values in this figure were calculated by Fisher’s exact test, with cutoffs shown as follows: * p < .01 ; ** p < .001 ; *** p < .00001 ; **** p < .0000000001.

**Figure S3**

**A.
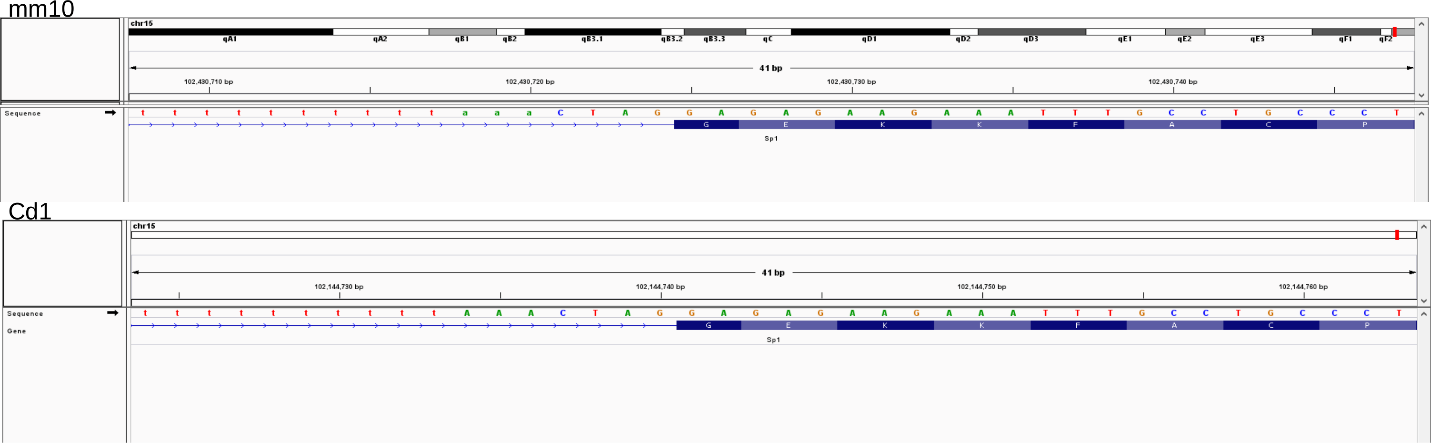
**

**B.
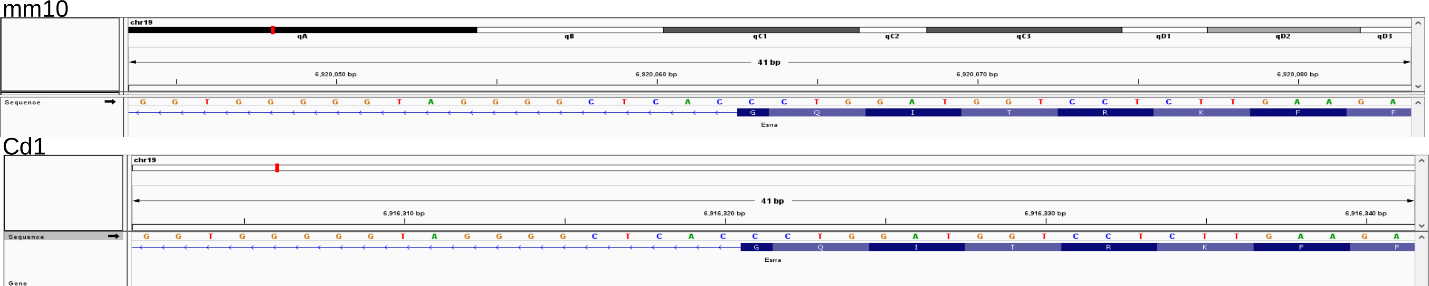
**

**
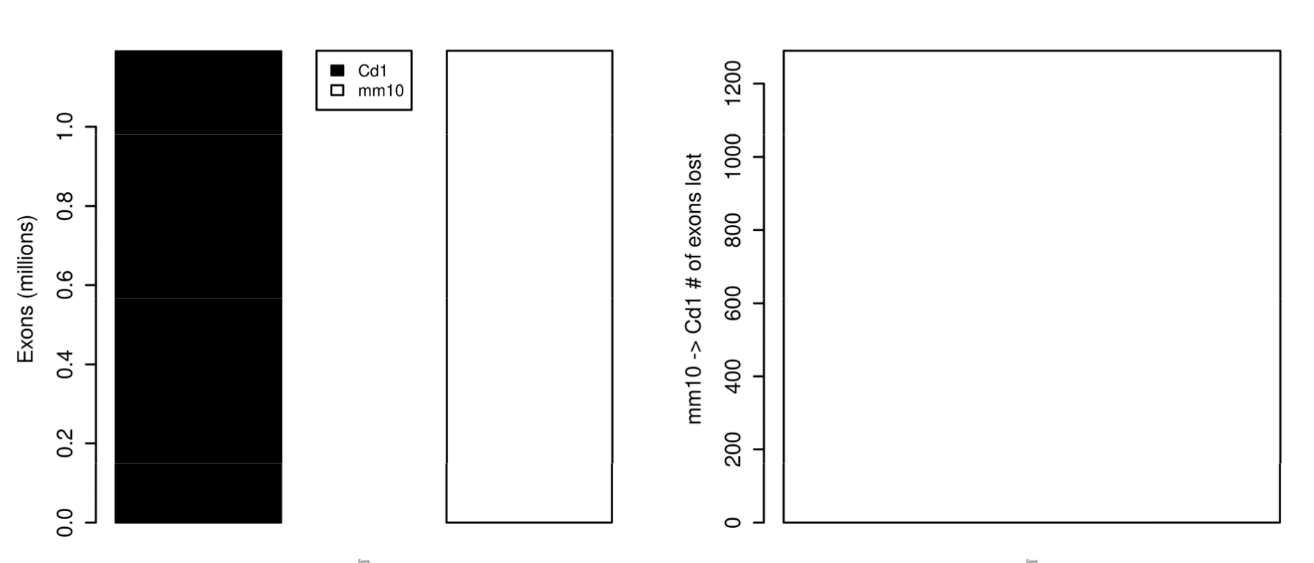
C.**

**Figure S3 (Cont.)**

**
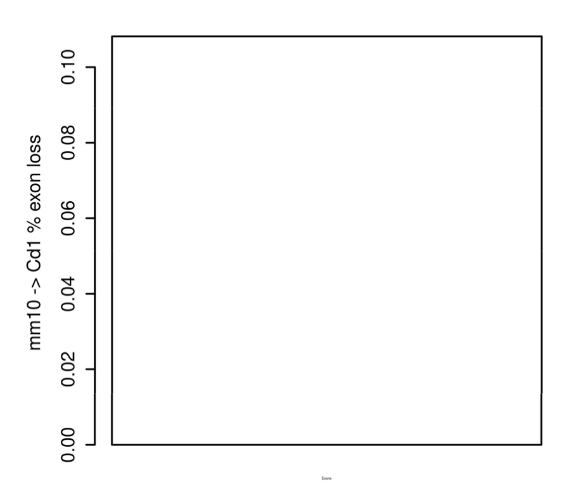
D.**

**
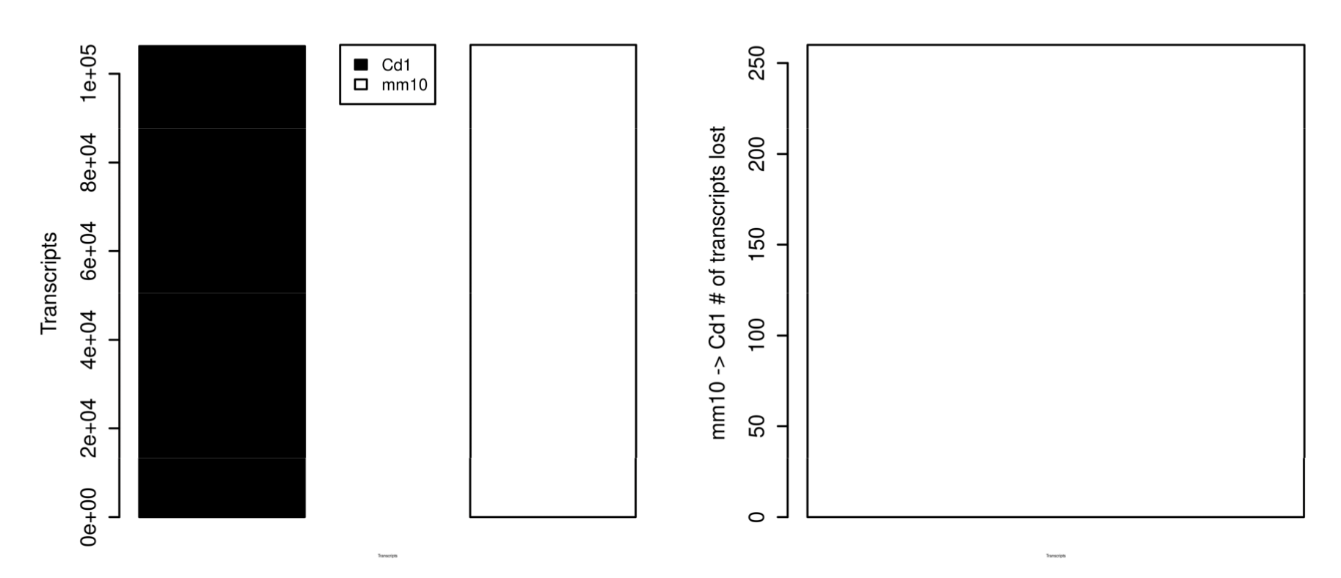
E.**

**
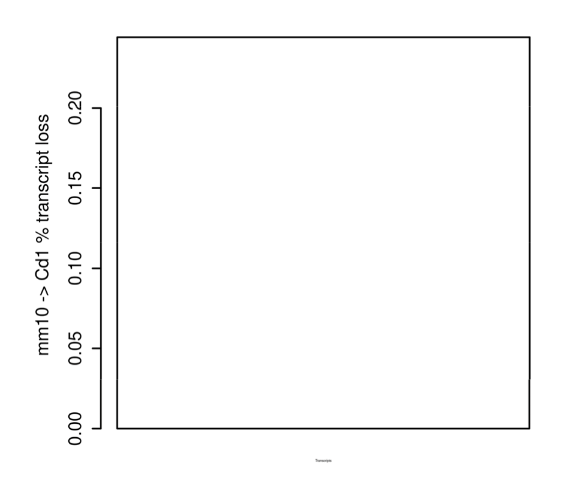
F.**

**Figure S3 (Cont.)**

**Figure S3. Validation of the newly generated CD-1 gene annotations. A** Genome browser views in mm10 coordinates (top) and Cd1 coordinates (bottom) around an intron-exon junction of the Sp1 gene. Both the mm10 and Cd1 nucleotide sequences at this region are displayed for comparison. **B** Same as **A**, except for an intron-exon junction of the Esrra gene. **C** Barplots comparing the number of annotated exons in mm10 to the number of exons successfully converted to CD-1 (left panel), and the number of exons lost in the CD-1 gene annotation (right panel). **D** The percentage of annotated mm10 exons lost when converting to CD-1. **E** Barplots comparing the number of annotated transcripts in mm10 to the number of transcripts successfully converted to CD-1 (left panel), and the number of transcripts lost in the CD-1 gene annotation (right panel). **F** The percentage of annotated mm10 transcripts lost when converting to CD-1.

**Figure S4**

**
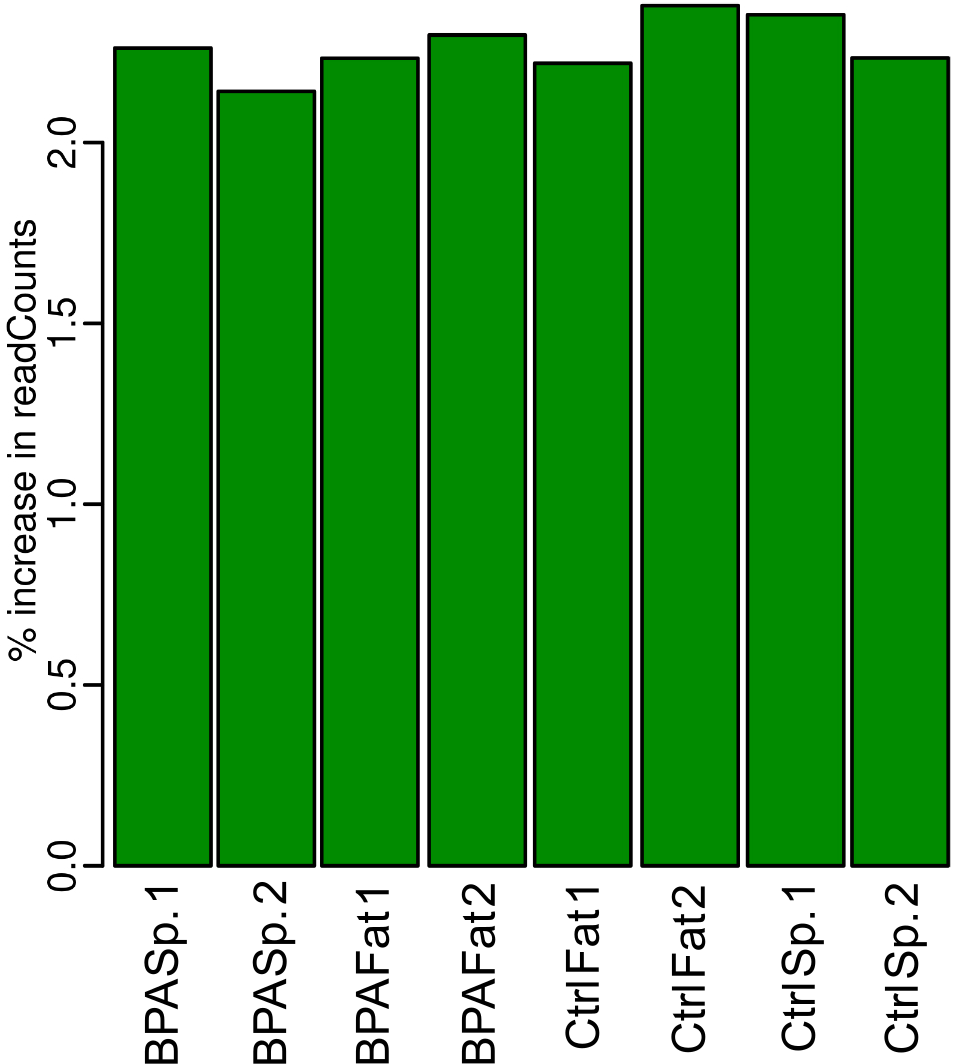
A.**

**
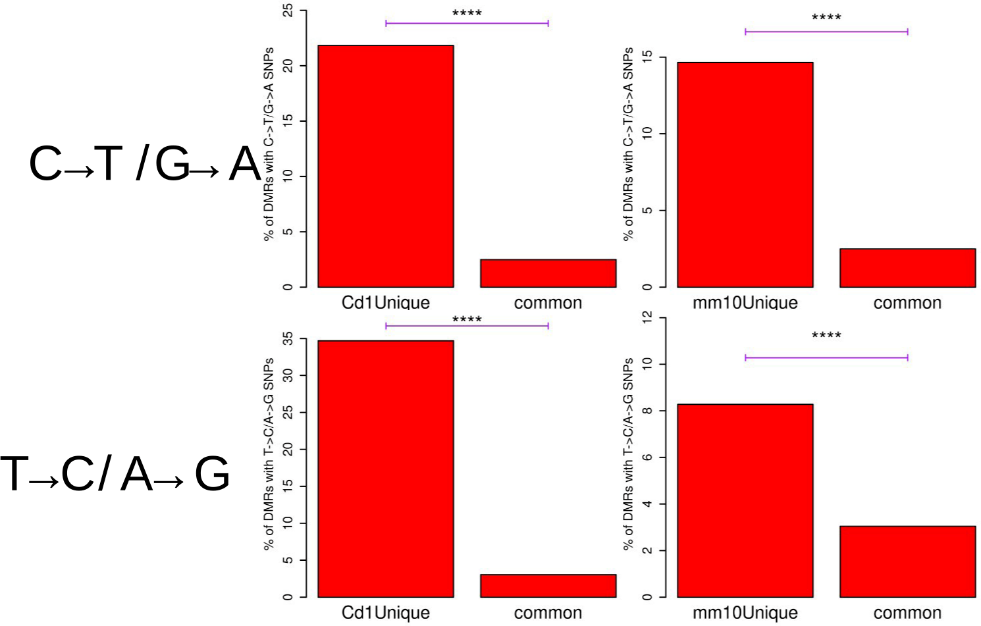
B.**

**Figure S4. Related to Figure 3. A** Barplots showing the percent increase in the number of nonduplicate BS-seq reads mapped when mapping to Cd1 rather than mm10, for the indicated

**Figure S4 (Cont.)**

samples. Positive values indicate more reads mapped in Cd1 than mm10. **B** Barplots comparing the percentage of the indicated DMR sets overlapping with a uniform C->T or G->A SNP (mm10->Cd1; top row), or comparing the indicate DMR sets overlapping with a uniform T->C or A->G SNP (mm10->Cd1; bottom row). Cd1Unique: DMRs that are called when mapping to Cd1 but not when mapping to mm10; mm10Unique: DMRs that are called when mapping to mm10 but not when mapping to Cd1; common: DMRs that are called both when mapping to Cd1 and to mm10. P-values in this figure were calculated by Fisher’s exact test, with cutoffs shown as follows: * p < .01 ; ** p < .001 ; *** p < .00001 ; **** p < .0000000001.

**Figure S5**

**
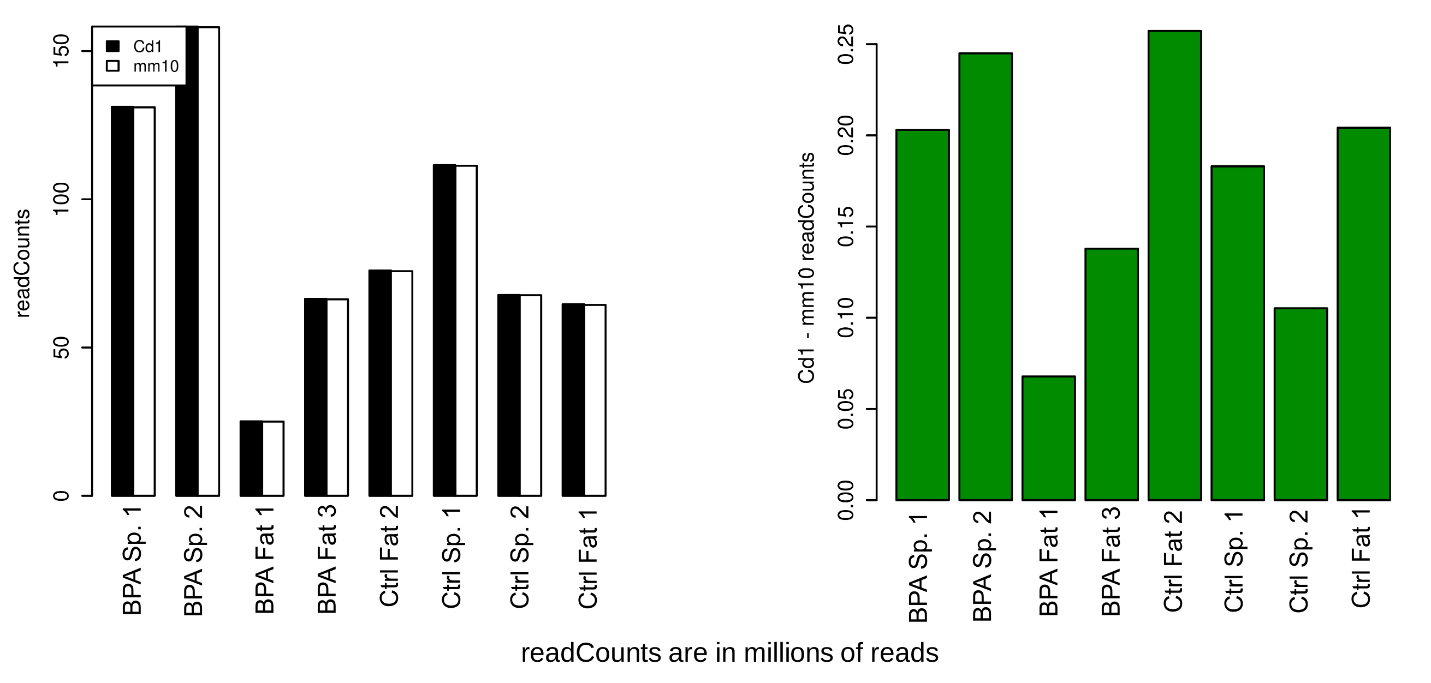
A.**

**B.**

**
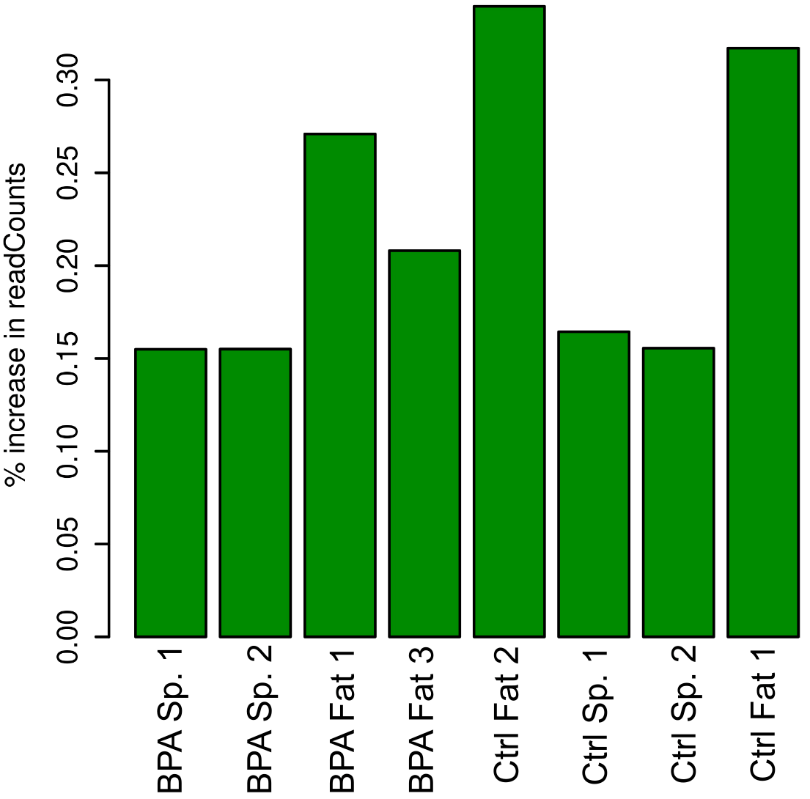
**

**Figure S5. Related to Figure 4. A** Left panel: Barplots showing the number of non-duplicate ATAC-seq reads mapped to either Cd1 or mm10 from the indicated samples. Right panel: Barplots

**Figure S5 (Cont.)**

showing the difference between the number of nonduplicate ATAC-seq reads mapped in Cd1 and mm10. Positive values indicate more reads mapped in Cd1 than mm10. **B** Barplots showing the percent increase in the number of nonduplicate ATAC-seq reads mapped when mapping to Cd1 rather than mm10. Positive values indicate more reads mapped in Cd1 than mm10.

How the deposited data were processed for this re-analysis (not part of the article)

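Genomic DNA from the cortex of 5 male CD-1 mice was sequenced, and the authors deposited files pooled over these mice. They called gained TEs with TEMP2 on the trimmed reads of each mouse, and the population allele frequency they deposited for each gained TE is a fraction, computed by TEMP2 from the reads of all mice together. They called lost TEs with the absence mode of TEMP2, and the authors deposited for each lost TE the count of reads that support its absence, kept from 10 reads upwards. They also required full population frequency for the absence, a filter that the gained TEs did not have. They inserted the consensus sequence of each gained TE into mm10 with RSVSim, then removed the lost TEs, and then wrote the uniform SNPs and indels into the sequence and masked the non-uniform SNPs. They aligned the result with mm10 to make the chains, ran RepeatMasker on it and carried the RefSeq genes over with liftoff. The remaining values used are lengths and positions in bp. No file used here gives a depth or a value for a single mouse, so the precision given is the Wilson interval at 95% confidence, which covers counting error only.

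From these files, chain gaps were read as insertions and deletions, with the best-scoring chain of each chromosome. A gap was assigned to a gained TE when it was at least 50 bp longer in CD-1 and within 50 bp of the locus, and to a lost TE when it overlapped the listed interval. Indels were the other gaps with sequence in 1 genome only. The authors label the gained list as mm10. Its positions were found to be those of the genome with the gained TEs inserted and the lost TEs removed, and they were brought back to mm10 by subtracting the gained lengths upstream and adding the lost lengths upstream. This step was chosen after the data were seen, as were the alternatives that read the list as labelled, that use the mm10 RefSeq features, and that remove the suffix of the repeat name in the comparison of strands and in the comparison with the RepeatMasker table. All other alternatives were set before the data were examined. Positions in mm10 and CD-1 come from the authors' own chains, and no other conversion was made.

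The class of a TE is that of its exact name in the RepeatMasker table of CD-1. Classes were compared with Fisher's exact test. Shares in genes were compared with 100000 draws from the aligned sequence of the same chromosome for gained TEs and from retained RepeatMasker elements of the same class and chromosome for lost TEs. The strand of gained TEs within genes was compared with equal shares by a binomial test. The lost list gives no strand, so the part of that comparison set for lost TEs was left out. Densities were compared by exact permutation over chromosomes, and 1 Mb windows with at least 0.5 of their length aligned by 10000 circular shifts. P-values were adjusted by the Benjamini-Hochberg method within each family of tests.

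The genes named were fixed before the data were examined: Ctcf, Esrra, Sp1 and Tcf7l2, up to 10 genes with a TE in a coding exon in chromosome order, the 5 genes with most exons not converted and the 5 longest indels in coding sequence, of which 1 is not reported here. TE families named were the 5 most frequent in each list and, among those with at least 20 loci in both, at most 5 whose share differs by the largest factor. Exon identifiers were matched without their version, since the reference annotation is of another release than the one the authors carried over. The set of exons not converted was not counted by distinct coordinates, because 283 of the 1293 exons had no position.

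The methods were tested on simulated data. Simulated gained positions were recovered exactly in 3679 of 3693 cases, scored only where the order of insertions was kept. A planted difference in share was called in 200 of 200 simulations and an absent one in 9 of 200, or in 197 and 11 of 200 with a matched background, a planted window correlation was called in 200 of 200 and an absent one in 10 of 200, and 5000 of 5000 positions were converted correctly through a simulated chain. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and samtools 1.23.1 to index the mm10 sequence. The SNP and indel calls, the CD-1 sequence and the ATAC-seq, ChIP-seq and bisulfite data were not analysed here, and the table of SNP hotspots, held only in part, was not used here.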

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

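The comparisons with the sum of the listed lengths, with wider windows and with the assembled chromosomes were chosen after the results were seen; the comparisons with lost TEs that overlap no other and with the converted exons were set before. The samples are 5 mice of 1 condition, so no biological explanation was tested for either pattern.

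The list of lost TEs contains 246 clusters of overlapping intervals, with 543 loci that cover 349798 bp together and 661607 bp when added up. The paper does not discuss these overlaps. In the chains the deletions at these clusters add up to 670918 bp, so that 321120 bp more than the covered sequence is missing from CD-1. The sum of the listed lengths exceeds the covered sequence by 311809 bp. Deletions were looked for around each cluster up to this excess downstream and 2 times the excess upstream. The deleted length equalled the sum of the listed lengths, within 5% and 20 bp, in 93.9% of the clusters (95% interval 90.2% to 96.3%), and the covered length alone in 2 clusters. On chromosome 5 at 109725036 to 109730300 of mm10, 3 overlapping loci cover 5265 bp and the deletions add up to 15427 bp. Chain gaps that run past any removed element are argued against: among 10102 lost TEs that overlap no other, the deleted length exceeded the listed length by more than this margin in 1.58%, and in 3.93% when these loci were searched in windows as wide as those of the clusters. A candidate explanation is that overlapping loci were removed one after another, each in full, so that the later removals took neighbouring sequence.

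Of the 260 transcripts with no entry in the CD-1 annotation, 142 are annotated on scaffolds or the mitochondrial genome, which the CD-1 genome does not hold. This is 74.0% (95% interval 67.3% to 79.7%) of the 192 that were found in the reference, and 68 were not found. These transcripts may therefore be absent because their sequence was not part of the genome that was built, which leaves 50 on the assembled chromosomes. For the transcripts that are in CD-1 without some exons, 277 of 306 missing exons had a position. Of these, 25.3% (95% interval 20.5% to 30.7%) had at least 50% of their length in a lost TE, against 3 of 1821 converted exons of the same transcripts (Fisher's exact test, two-sided, p = 2.87e-61). A converted exon still has its sequence in CD-1, so its share was bound to be small. The comparison with converted exons therefore cannot decide the cause. Exons were counted per transcript and not by distinct coordinates. An exon shared by several transcripts is therefore repeated, which the intervals and the p-value do not allow for. In chain gaps of any kind, including those beside overlapping lost TEs, 103 exons (37.2%, 95% interval 31.7% to 43.0%) had at least 50% of their length. Removal as a lost TE is thus argued against as the cause for most of these exons. It stays open for the 70 that lie in one, and removal beside a lost TE was not tested for the others in a gap.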

How the results depend on the processing

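No paired analysis was possible because every file used here is pooled over the 5 mice and holds no value of a single replicate; for the same reason no replicate was left out. The alternatives were set before the data were examined except where stated. Over 87 values under an alternative, 75 kept their direction and their side of the threshold, or moved by less than their interval or 1.5 times for counts. The comparisons of X with the autosomes cannot pass the threshold under any setting, since their smallest p equals it, so for these only the direction was compared.

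Of the alternatives set before, matching TE names without their suffix reversed the comparison of LINEs, from -0.0376 to 24.8 percentage points more among gained than lost TEs, because names such as L1MdA_I_3end then have a class. A background matched on the repeat name reversed the comparison of lost TEs with their background, from -5.80 to 1.43 percentage points for genes and from -0.667 to 0.491 for exons; the cause was not tested. With gained TEs at a population frequency of at least 0.5, the share in the strand of the gene for TEs whose name is not in the table was 48.9% and no longer past the threshold; the cause was not tested. Among all gaps by net length, the longest deletion was 1018 bp. The share of lost TEs in chain gaps was 99.3% when at least 90% of the interval was required, and the share of gained TEs at a gap was 98.7% within 10 bp. The share of exons not converted was 0.0873% for curated transcripts only. The alternative of distinct exon coordinates was not run, because 283 of the 1293 listed exons had no position.

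Of the alternatives chosen after seeing the data, reading the gained TEs as mm10 positions had the largest effects: the share at a chain gap was 0.321%, the difference in genes was 0.00772 percentage points (reversed in sign) and that in coding exons -0.0975 percentage points and no longer past the threshold. Removing the suffix left 28 TEs with a name not in the table within genes, and their share in the strand of the gene was 71.4%, reversed, because the other 623 then count as LINEs.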

Differences from the paper's values

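Chain gaps in coding sequence whose length is not a multiple of 3 numbered 99, against the paper's about 280 frameshift consequences in Fig. 2C, read by eye. Under the alternatives set before the data were examined the number also differed: it was 40 with curated transcripts only, 98 for gaps of at most 20 bp and 99 against introns only. By construction these alternatives can only lower the number or leave it, so they do not bear on the cause of the difference. In-frame deletions numbered 96 against the paper's about 200 in Fig. 2C, and in-frame insertions 80 against the paper's about 150, both read by eye, and no alternative was run for these counts alone. The paper counted all predicted consequences of called variants with an Ensembl annotation, which can count a variant more than once. The values here count each gap of the chain once in the CD-1 annotation, which was carried over from RefSeq. The counts are therefore not of the same unit.

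The paper states that introns hold more variants than the sequence outside genes. Among the gaps counted as indels, 46.1% lay in introns and 51.2% outside genes, and 38.5% and 60.2% with curated transcripts only. Per aligned Mb the order was the other way, with 117 gaps in introns and 108 outside genes, or 122 and 107 with curated transcripts only. The paper's shares in Fig. 2A include SNPs and hold variants upstream and downstream of genes apart from intergenic ones, so the classes are not the same. They are also shares of all predicted consequences with an Ensembl annotation, and not of gaps counted once each. The paper names Ctcf and Esrra as the genes whose exons are shown in Fig. S3A and Fig. S3B, and the legend of that figure names Sp1 and Esrra.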

Other observations

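Of the tests in this part, those of the gained list's positions, of the length of lost TEs and of neighbouring windows were chosen after the result was seen. Those of the insertion motif, of the X chromosome and of the longest run of windows and their aligned share were set before. The samples are of 1 condition, so no biological difference between conditions was tested.

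The gained list is labelled as mm10, and 0.321% of its loci as listed lie within 50 bp of a CD-1-only chain gap, which argues against mm10 coordinates. After the gained lengths upstream were subtracted and the lost lengths upstream added, 99.5% did. The list is therefore consistent with positions in the genome that has the gained TEs inserted and the lost TEs removed. A study that reads the list as mm10 would place the TEs at other sites.

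Hypothesis: gained LINEs and SINEs lie at the target motif of the LINE-1 endonuclease. TTAAAA or TTTTAA was present in mm10 within 15 bp of 17.4% of LINE insertion points (95% interval 15.7% to 19.2%, n = 1767, names matched without their suffix) and of 18.6% of SINE insertion points (16.8% to 20.5%, n = 1676). At points 200 bp to either side the shares were 5.29% and 4.18% (Fisher's exact test, two-sided, adjusted p = 6.08e-43 and 1.09e-58 over 3 classes). For LTR elements, which do not use this enzyme, the share was 3.65% at insertion points and 4.39% away from them (Fisher's exact test, adjusted p = 0.109). This is in line with the hypothesis, and since the motif is rich in A and T, a wider base composition at these points was not tested.

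Only 4 lost TEs were LINEs by name. A limit on the length of a lost TE is argued against as the whole cause, since 2595 lost LTR elements were longer than 1000 bp. The small number of LINEs by name in the lost list stays open.

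Gained and lost TEs per aligned Mb were fewer on X than on any autosome. A step of the TE calling alone is argued against, since X also had the lowest density of indels of these chromosomes, with 28.0 per aligned Mb against 119 ± 32.7 over the 19 autosomes (SD between chromosomes; lowest 70.7). Males carry 1 copy of X, so a lower depth on X, which would bear on TEs and indels alike, stays open. The Y chromosome, also carried in 1 copy, was lower still. It had 0.0568 gained TEs, 0.545 lost TEs and 14.8 indels per aligned Mb. The median population allele frequency of gained TEs was 0.312 on X (n = 229) and 0.479 elsewhere (n = 6925).

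Windows of 1 Mb with few indels lay next to each other. The longest run of windows under the lowest quartile of 4.02 indels per Mb was 11 windows, on chromosome 10 from 31000001 to 42000000 of mm10, with 26 indels, 0 gained and 3 lost TEs. The longest run in 1000 shuffles of the windows was 12, and 1 shuffle reached 11 or more. The criterion set before, a run longer than in every shuffle, was therefore not met, and this test leaves independent windows open. In the test chosen afterwards, 328 pairs of adjacent windows were both under the quartile, against at most 175 in 1000 shuffles, which argues against independence. Whether less sequence in these windows was open to read placement stays open. The median aligned share of the other windows less that of these was -0.712 percentage points, but this share is lowered by the gaps themselves and CD-1 was built from mm10, so it does not decide. Stretches of shared ancestry with C57BL/6J were not tested and may be a further candidate.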
